# Integrin-Driven Axon Regeneration in the Spinal Cord Activates a Distinctive CNS Regeneration Program

**DOI:** 10.1523/JNEUROSCI.2076-22.2023

**Published:** 2023-06-28

**Authors:** Menghon Cheah, Yuyan Cheng, Veselina Petrova, Anda Cimpean, Pavla Jendelova, Vivek Swarup, Clifford J. Woolf, Daniel H. Geschwind, James W. Fawcett

**Keywords:** autophagy, axon regeneration, integrin, sensory, signaling, spinal cord

## Abstract

The peripheral branch of sensory dorsal root ganglion (DRG) neurons regenerates readily after injury unlike their central branch in the spinal cord. However, extensive regeneration and reconnection of sensory axons in the spinal cord can be driven by the expression of α9 integrin and its activator kindlin-1 (α9k1), which enable axons to interact with tenascin-C. To elucidate the mechanisms and downstream pathways affected by activated integrin expression and central regeneration, we conducted transcriptomic analyses of adult male rat DRG sensory neurons transduced with α9k1, and controls, with and without axotomy of the central branch. Expression of α9k1 without the central axotomy led to upregulation of a known PNS regeneration program, including many genes associated with peripheral nerve regeneration. Coupling α9k1 treatment with dorsal root axotomy led to extensive central axonal regeneration. In addition to the program upregulated by α9k1 expression, regeneration in the spinal cord led to expression of a distinctive CNS regeneration program, including genes associated with ubiquitination, autophagy, endoplasmic reticulum (ER), trafficking, and signaling. Pharmacological inhibition of these processes blocked the regeneration of axons from DRGs and human iPSC-derived sensory neurons, validating their causal contributions to sensory regeneration. This CNS regeneration-associated program showed little correlation with either embryonic development or PNS regeneration programs. Potential transcriptional drivers of this CNS program coupled to regeneration include Mef2a, Runx3, E2f4, and Yy1. Signaling from integrins primes sensory neurons for regeneration, but their axon growth in the CNS is associated with an additional distinctive program that differs from that involved in PNS regeneration.

**SIGNIFICANCE STATEMENT** Restoration of neurologic function after spinal cord injury has yet to be achieved in human patients. To accomplish this, severed nerve fibers must be made to regenerate. Reconstruction of nerve pathways has not been possible, but recently, a method for stimulating long-distance axon regeneration of sensory fibers in rodents has been developed. This research uses profiling of messenger RNAs in the regenerating sensory neurons to discover which mechanisms are activated. This study shows that the regenerating neurons initiate a novel CNS regeneration program which includes molecular transport, autophagy, ubiquitination, and modulation of the endoplasmic reticulum (ER). The study identifies mechanisms that neurons need to activate to regenerate their nerve fibers.

## Introduction

Regeneration of axons in the damaged CNS is a currently unfulfilled requirement for the repair of damage to the nervous system. For successful regeneration, centrally projecting neurons need to be modified to enhance their intrinsic regenerative ability, and their properties need to be matched to the environment through which their axons must grow. How this interplay between extrinsic signals and intrinsic neuronal states is represented in genome-wide transcriptional programs is not well understood, and such an analysis requires a model in which there is extensive regeneration of axons in the CNS.

When the peripheral axon branch of sensory neurons is cut, the axons start to regenerate and a set of genetic and epigenetic changes occur in the cell body leading to the transcriptional upregulation of regeneration-associated genes (RAGs; Chandran et al., 2016; Curcio and Bradke, 2018; Rozenbaum et al., 2018; Palmisano et al., 2019; Renthal et al., 2020). Expression of this peripheral nervous system (PNS) regeneration program after a conditioning peripheral nerve lesion can enable some sensory axon regeneration in the spinal cord (Neumann and Woolf, 1999; Chandran et al., 2016). However, cutting the central branch in the dorsal root or spinal cord does not initiate the RAGs program.

Recently an integrin-based strategy has enabled long-distance central sensory neuron regeneration in the adult rat spinal cord with functional recovery (Andrews et al., 2009; Cheah et al., 2016; Nieuwenhuis et al., 2018). These approaches are based on the knowledge that axons regenerate through the extracellular matrix (ECM), for which the main receptors are integrins. In the uninjured/developing and damaged CNS, the main integrin ligand in the ECM is tenascin-C (Rauch, 2004; Dobbertin et al., 2010). Yet, α9β1 integrin, the primary tenascin-C receptor is downregulated in neurons after development and not re-expressed after injury. Expression of α9β1 integrin by itself is not sufficient to enable regeneration because integrins are inactivated by Nogo-A and chondroitin sulfate proteoglycans (CSPGs; Andrews et al., 2009). However, the addition of an inside-out integrin activator, kindlin-1, equips sensory neurons with the ability for extensive regeneration in the spinal cord, overcoming the CSPG-induced deactivation of integrins (Cheah et al., 2016). Thus, α9-kindlin-1 transduced neurons can regenerate their axons for long distances along the dorsal column of the spinal cord, making appropriate connections in the dorsal horn and enabling recovery of sensation and locomotion. However, the molecular programs that underlie this remarkable change in internal growth state because of extrinsic signaling are not well understood.

The present study was designed to study the mRNA profile of sensory neurons whose axons, driven by α9 integrin and kindlin-1, were regenerating in the spinal cord. We profiled the changes in mRNA expression in regenerating (dorsal root axotomized) and nonregenerating (nonaxotomized) sensory neurons expressing α9 integrin and kindlin-1 compared with axotomized and nonaxotomized GFP controls, neither of which regenerated. This data were subsequently compared with recent profiling studies of peripheral sensory regeneration (Chandran et al., 2016; Tedeschi et al., 2016; Renthal et al., 2020).

The expression profile of neurons expressing α9-kindlin-1-GFP without axotomy, and therefore not regenerating their axons, showed a remarkable number of expression changes, including upregulation of almost all the mRNAs previously identified as RAGs. This profile represents the effects of signaling from activated integrins in the absence of injury. Comparing this group with the CNS regeneration group that were transduced with α9-kindlin-1-GFP with axotomy, we observed a CNS regeneration program of mRNAs that was exclusively associated with regeneration in the spinal cord. The groups of mRNAs upregulated in these regenerating neurons were related to ubiquitination, autophagy, endoplasmic reticulum (ER) casein kinases, transcriptional regulators, transport/trafficking molecules, signaling molecules. Overall, the study reveals a distinct CNS regeneration program of mRNAs expressed during integrin-driven regeneration of axons in the CNS.

## Materials and Methods

### Animal surgeries

All animal surgeries were conducted in accordance with the United Kingdom Animals (Scientific Procedures) Act 1986. In this study, adult two-month-old male Lewis rats were used. DRG virus injection was performed according to the protocol described (Cheah et al., 2017). The three viruses used in this study were AAV5-CMV-fGFP, AAV5-CAG-α9-V5, and AVV5-CMV-kindlin1-GFP, and they were obtained from the previous integrin study (Cheah et al., 2016). Briefly, one microliter of the virus at a working titer of 2 × 10^12^ GC/ml was injected into the left C5–C8 DRGs using a custom-made 33-gauge needle syringe (Hamilton) with an infusion syringe pump (World Precision Instruments) at 0.1 μl/min. For the groups of animals with crush injury, the left C5–C8 dorsal roots were crushed using a pair of Bonn forceps (Fine Science Tools) for 3 × 10 s for each root. The animals were kept for eight weeks for recovery, and were culled by exposure to a rising concentration of CO_2_. The virus-injected left C5–C8 DRGs were harvested for fluorescence-activated cell sorting (FACS). The spinal cords were fixed with 4% paraformaldehyde (PFA) for *post hoc* immunohistochemical analysis.

### Fluorescence-activated cell sorting (FACS)

Harvested DRGs were dissociated by incubating with 0.2% collagenase (Sigma) and 0.1% trypsin (Sigma), followed by trituration and centrifugation (Cheah et al., 2016). After dissociation, the cells were kept in ice-cold FACS buffer containing 1% BSA (Sigma), 2 mm EDTA (Sigma), 10 mm NaN_3_ (Sigma), 15 mm HEPES (Invitrogen) in PBS at pH 7.4, and immediately proceeded to FACS. The FACS Aria III Flow Cytometer (BD Biosciences) was used for cell sorting. Dissociated rat nestin-GFP left C5–C8 DRG cells were used as positive control to adjust forward and side scatters for doublet discrimination and debris exclusion. To obtain a pure population of GFP-positive cells, 488-nm emission with 530/30 BP filter was used, coupled with 633-nm emission and 660/20 BP filter as negative control. GFP-sorted cells were kept in ice-cold RNA*later* (Ambion) and then moved to −80°C for storage in preparation for RNA-seq library.

### RNA-seq library preparation

RNA from FACS-sorted cells ranging from 3000 to 10,000 were isolated with the NucleoSpin RNA XS kit (Clontech) with on column DNase digestion according to the manufacturer's protocol. The SMART-Seq v4 Ultra Low Input RNA kit (Clontech) was used for library preparation. The cDNA was fragmented to 300 base pairs (bp) using the Covaris M220 (Covaris), and then the manufacturer's instructions were followed for end repair, adaptor ligation, and library amplification. The libraries were quantified by the Qubit dsDNA HS Assay kit (Invitrogen); library size distribution and molar concentration of cDNA molecules in each library were determined by the Agilent High Sensitivity DNA Assay on an Agilent 2200 TapeStation system. Libraries were multiplexed into a single pool and sequenced using a HiSeq2500 instrument (Illumina) to generate 69-bp pair-end reads. An average of ∼60 million reads were obtained for each sample.

### RNA-seq read alignment and processing

RNA-seq data were mapped to the reference genome (mm10/GRCm38) using STAR (Dobin et al., 2013). Aligned reads were sorted, and alignments mapped to different chromosomes were removed from the BAM file using SAMtools (http://www.htslib.org/). Alignment and duplication metrics were collected using the PICARD tools functions CollectRnaSeqMetrics and MarkDuplicates respectively (http://broadinstitute.github.io/picard/). Total counts of read fragments aligned to candidate gene regions were quantified by Salmon (Patro et al., 2017). Genes with <10 read counts in over 80% of the samples were removed. Gene counts were log_2_-transformed with a small pseudocount. Potential bias from gene length and sequencing depth was normalized using *cqn* R package (Hansen et al., 2012).

### Differential gene expression

Principle component analysis (PCA) of the normalized expression data (first five PCs) was correlated with potential technical covariates, including sex, batch, aligning and sequencing bias calculated from STAR and Picard respectively. Differential gene expression was performed using limma (Ritchie et al., 2015) on normalized gene counts, including batch the first three PCs of aligning and sequencing bias as covariates: ∼ Genotype*Condition + Batch + AlignSeq.PC1 + AlignSeq.PC2 + AlignSeq.PC3, in which Genotype indicates mice expressing α9 integrin/kindlin-1 or GFP as control, and Condition indicates mice with or without dorsal root crush. Differentially expressed genes (DEGs) were determined at FDR *p*-value < 0.1. *K*-means clustering (*n* = 4) were performed on genes that are upregulated by overexpressing α9 integrin/kindlin-1 with or without crush, which leads to gene clusters that are uniquely or commonly upregulated in either condition.

### Rank–rank hypergeometric overlap

We performed a rank–rank hypergeometric test as previously described (Plaisier et al., 2010). Genes were ranked according to their logFC before running the rank–rank hypergeometric overlap (RRHO) test to evaluate overlap between two datasets.

### Gene Ontology analysis

Gene Ontology (GO) term enrichment analysis was performed using the gProfileR package (Reimand et al., 2016), using expressed genes in each of the normalized dataset as background. Genes enriched in the top GO terms of interest ranked by FDR *p*-value < 0.05 were manually checked on Uniprot and PubMed for relevance. The very general terms were excluded, and terms with low *p*-values and potential relevance selected. GO terms with similar contents were gathered together.

### Weighted gene co-expression network analysis

Sequencing and aligning covariates were regressed out from normalized expression data using a linear model. Co-expression network was constructed using the weighted gene co-expression network analysis (WGCNA) package (Langfelder and Horvath, 2008). Briefly, pair-wise Pearson correlations between each gene pair were calculated and transformed to a signed adjacency matrix using a power of 10, as it was the smallest threshold that resulted in a scale-free *R*^2^ fit of 0.8. The adjacency matrix was used to construct a topological overlap dissimilarity matrix, from which hierarchical clustering of genes as modules were determined by a dynamic tree-cutting algorithm.

### WGCNA module annotation

To classify upregulated or downregulated modules, the module eigengene, defined as the first principle component of a module that explains the maximum possible variability of that module, was related to genotype (α9 integrin/kindlin-1 vs GFP) using a linear model. Modules were considered to be significantly associated with the phenotype when Bonferroni-corrected *p*-values are <0.05. To annotate modules at a general level, we applied Gene Ontology (GO) enrichment analyses on each module. As a further step toward functional annotation, we performed hypergeometric analysis to examine each module's association with the regeneration-associated gene (RAGs) module known to be activated by peripheral injury (Chandran et al., 2016), or transport-associated gene module. Modules were considered to be significantly associated with each of the gene program when Bonferroni-corrected *p*-values are <0.05. The Pearson correlations between each gene and each module eigengene as a gene's module membership were also calculated, and hub genes were defined as being those with highest correlations (kME > 0.85). The co-expression networks of these most central genes representing key biological pathways upregulated in the regenerating DRG neurons were plotted using *igraph* R package (https://igraph.org/r/). Correlations of ME between DEG clusters and WGCNA modules were calculated using *bicor()* in the WGCNA package and bi-weighted mid-correlation (R) values were plotted in a multidimensional scaling plot.

### Transcription factor enrichment analysis

*Enrichr* (Chen et al., 2013; Kuleshov et al., 2016) was used to predict the upstream transcription factors of each WGCNA modules using position weight matrices (PWMs) from TRANSFAC and JASPAR scanning the promoters of genes in the region between −2000 and +500 of a gene's transcription start site. This workflow also integrates existing ChIP-seq data from ENCODE (Rosenbloom et al., 2012) and ChEA (Lachmann et al., 2010). The TF-target network containing predicted TFs and module genes predicted to be bound by each TF was plotted using *igraph*.

### Ubiquitination network analysis

UbiNet (Nguyen et al., 2016) was used to search for ubiquitination networks and hubs among mRNAs expressed in the magenta/black/turquoise modules. The upregulated genes were submitted to the UbiNet Network Analysis platform to identify the potential E3 ligase-substrate interactions. The most interacted E3 ligases or hubs were selected, with their cellular functions cross-checked manually on UniProt and PubMed.

### Immunohistochemical analysis

Sections of PFA-fixed spinal cords were cut at 14 μm on a cryostat and blocked in 0.4% Triton X-100 (Sigma) and 10% normal goat serum (Invitrogen). The tissues were then incubated with primary antibodies overnight at 4°C and secondary antibodies for 2 h at room temperature. Primary antibodies used were rabbit anti-GFP (1:500; Invitrogen A-11122) and mouse anti-V5 (1:250; Invitrogen R963-25); secondary antibodies were Alexa Fluor 488 and 568 (1:500; Invitrogen).

### DRG explant neurite regeneration assay

Cervical DRGs from two-month-old male Wistar rats were isolated with connective tissues removed. Each DRG was trimmed into two to four pieces and plated on μ-Slide angiogenesis chamber slides (Ibidi) coated with poly-D-lysine (20 μg/ml; Sigma) and laminin (10 μg/ml; Sigma). The culture media were refreshed daily to promote neurite outgrowth. On day 5, inhibitors were added to the media and incubated for 1 h before axotomy. The inhibitors used were: NSC697923 (0.3 μm, Tocris Bioscience), MLN4924 (5 μm, Tocris Bioscience), MG132 (10 μm, Abcam), 3-Methyladenine (2.5 mm, Abcam), and D4476 (10 μm, Tocris Bioscience). To perform axotomy, a glass pulled pipette was used to leave a clear demarcation on the slides. The tissues were returned to the incubator for 2 h after axotomy. Images were taken immediately after axotomy and at 2 h using the Axio Observer D1 Inverted Phase Contrast Microscope (Zeiss). Analysis was performed using ImageJ by quantifying the number of regenerating neurites.

### Human iPSC-derived sensory neuron regeneration assay

Human induced pluripotent stem cell (iPSC)-derived sensory neurons were generated in a collaboration with Ilyas Singec's group at the National Center for the Advances of Translational Sciences (NCATS) at the NIH (Patent Publication Number: WO/2020/219811; Singec et al., 2020; Deng et al., 2023). In short, human iPSCs were cultured until 70–80% confluent, treated with a combination of small molecule inhibitors and grown into neurospheres for 14 d. Neurospheres were then dissociated and replated as individual spot cultures on 24-well plates. Each spot contained 60,000 cells and was further matured for 21 d until long axons protrude out of the spot. On day 35 days in vitro (DIV), cells were treated with inhibitors 2 h before laser axotomy was performed with a 300-mW Stiletto infrared laser (Hamilton Thorne) combined with a 20× objective as described previously (Ho et al., 2021). The laser module has a high-speed micro controller and an automated motorized stage. Axons were cut around 400–600 µm away from the cell bodies. Spots were imaged before and every 2 h for up to 24 h after cut using the live-cell imaging system – IncuCyte S3 (Satorius). Images were extracted from the InCucyte software and areas of interest were cropped to include the regenerating processes and injury site. Images were then converted into eight-bit images in Fiji ImageJ and Sholl analysis was performed at every micron for 250 μm away from the injury site at different time points; % regeneration was measured by the total number of processes at time × after cut/total number of processes before cut. The inhibitors used were: NSC697923 (0.3 μm, Tocris Bioscience), MLN4924 (5 μm, Tocris Bioscience), MG132 (10 μm, Abcam), 3-Methyladenine (0.5 mm, Abcam), and D4476 (10 μm, Tocris Bioscience).

### Accession numbers

The accession numbers for the data generated in this paper are GSE188775 and GSE188776.

## Results

Four experimental groups of adult male Lewis rats were created through injection of either AAV5-fGFP or AAV5-α9-V5 + AAV5-kindlin1-GFP into four cervical (left C5–C8) dorsal root ganglia (DRGs) with and without dorsal root crush. The groups were: (1) α9-kindlin-1-GFP with dorsal root crush to enable axon regeneration in the spinal cord (α9k1-crush), (2) α9-kindlin-1-GFP with no axotomy and therefore no regeneration to examine the effects of activated integrin expression without regeneration (α9k1-naive), (3) GFP with axotomy to control for the effects of AAV injection and axotomy without regeneration (GFP-crush), and (4) GFP with no axotomy to control for the effects of AAV injection (GFP-naive). The DRGs were removed after eight weeks, at which time many axons are actively regenerating in the spinal cord, and GFP-expressing neurons were dissociated and selected by fluorescence-activated cell sorting (FACS), then mRNA purified and profiled by sequencing (timescale in Fig. 1*A*).

**Figure 1.**
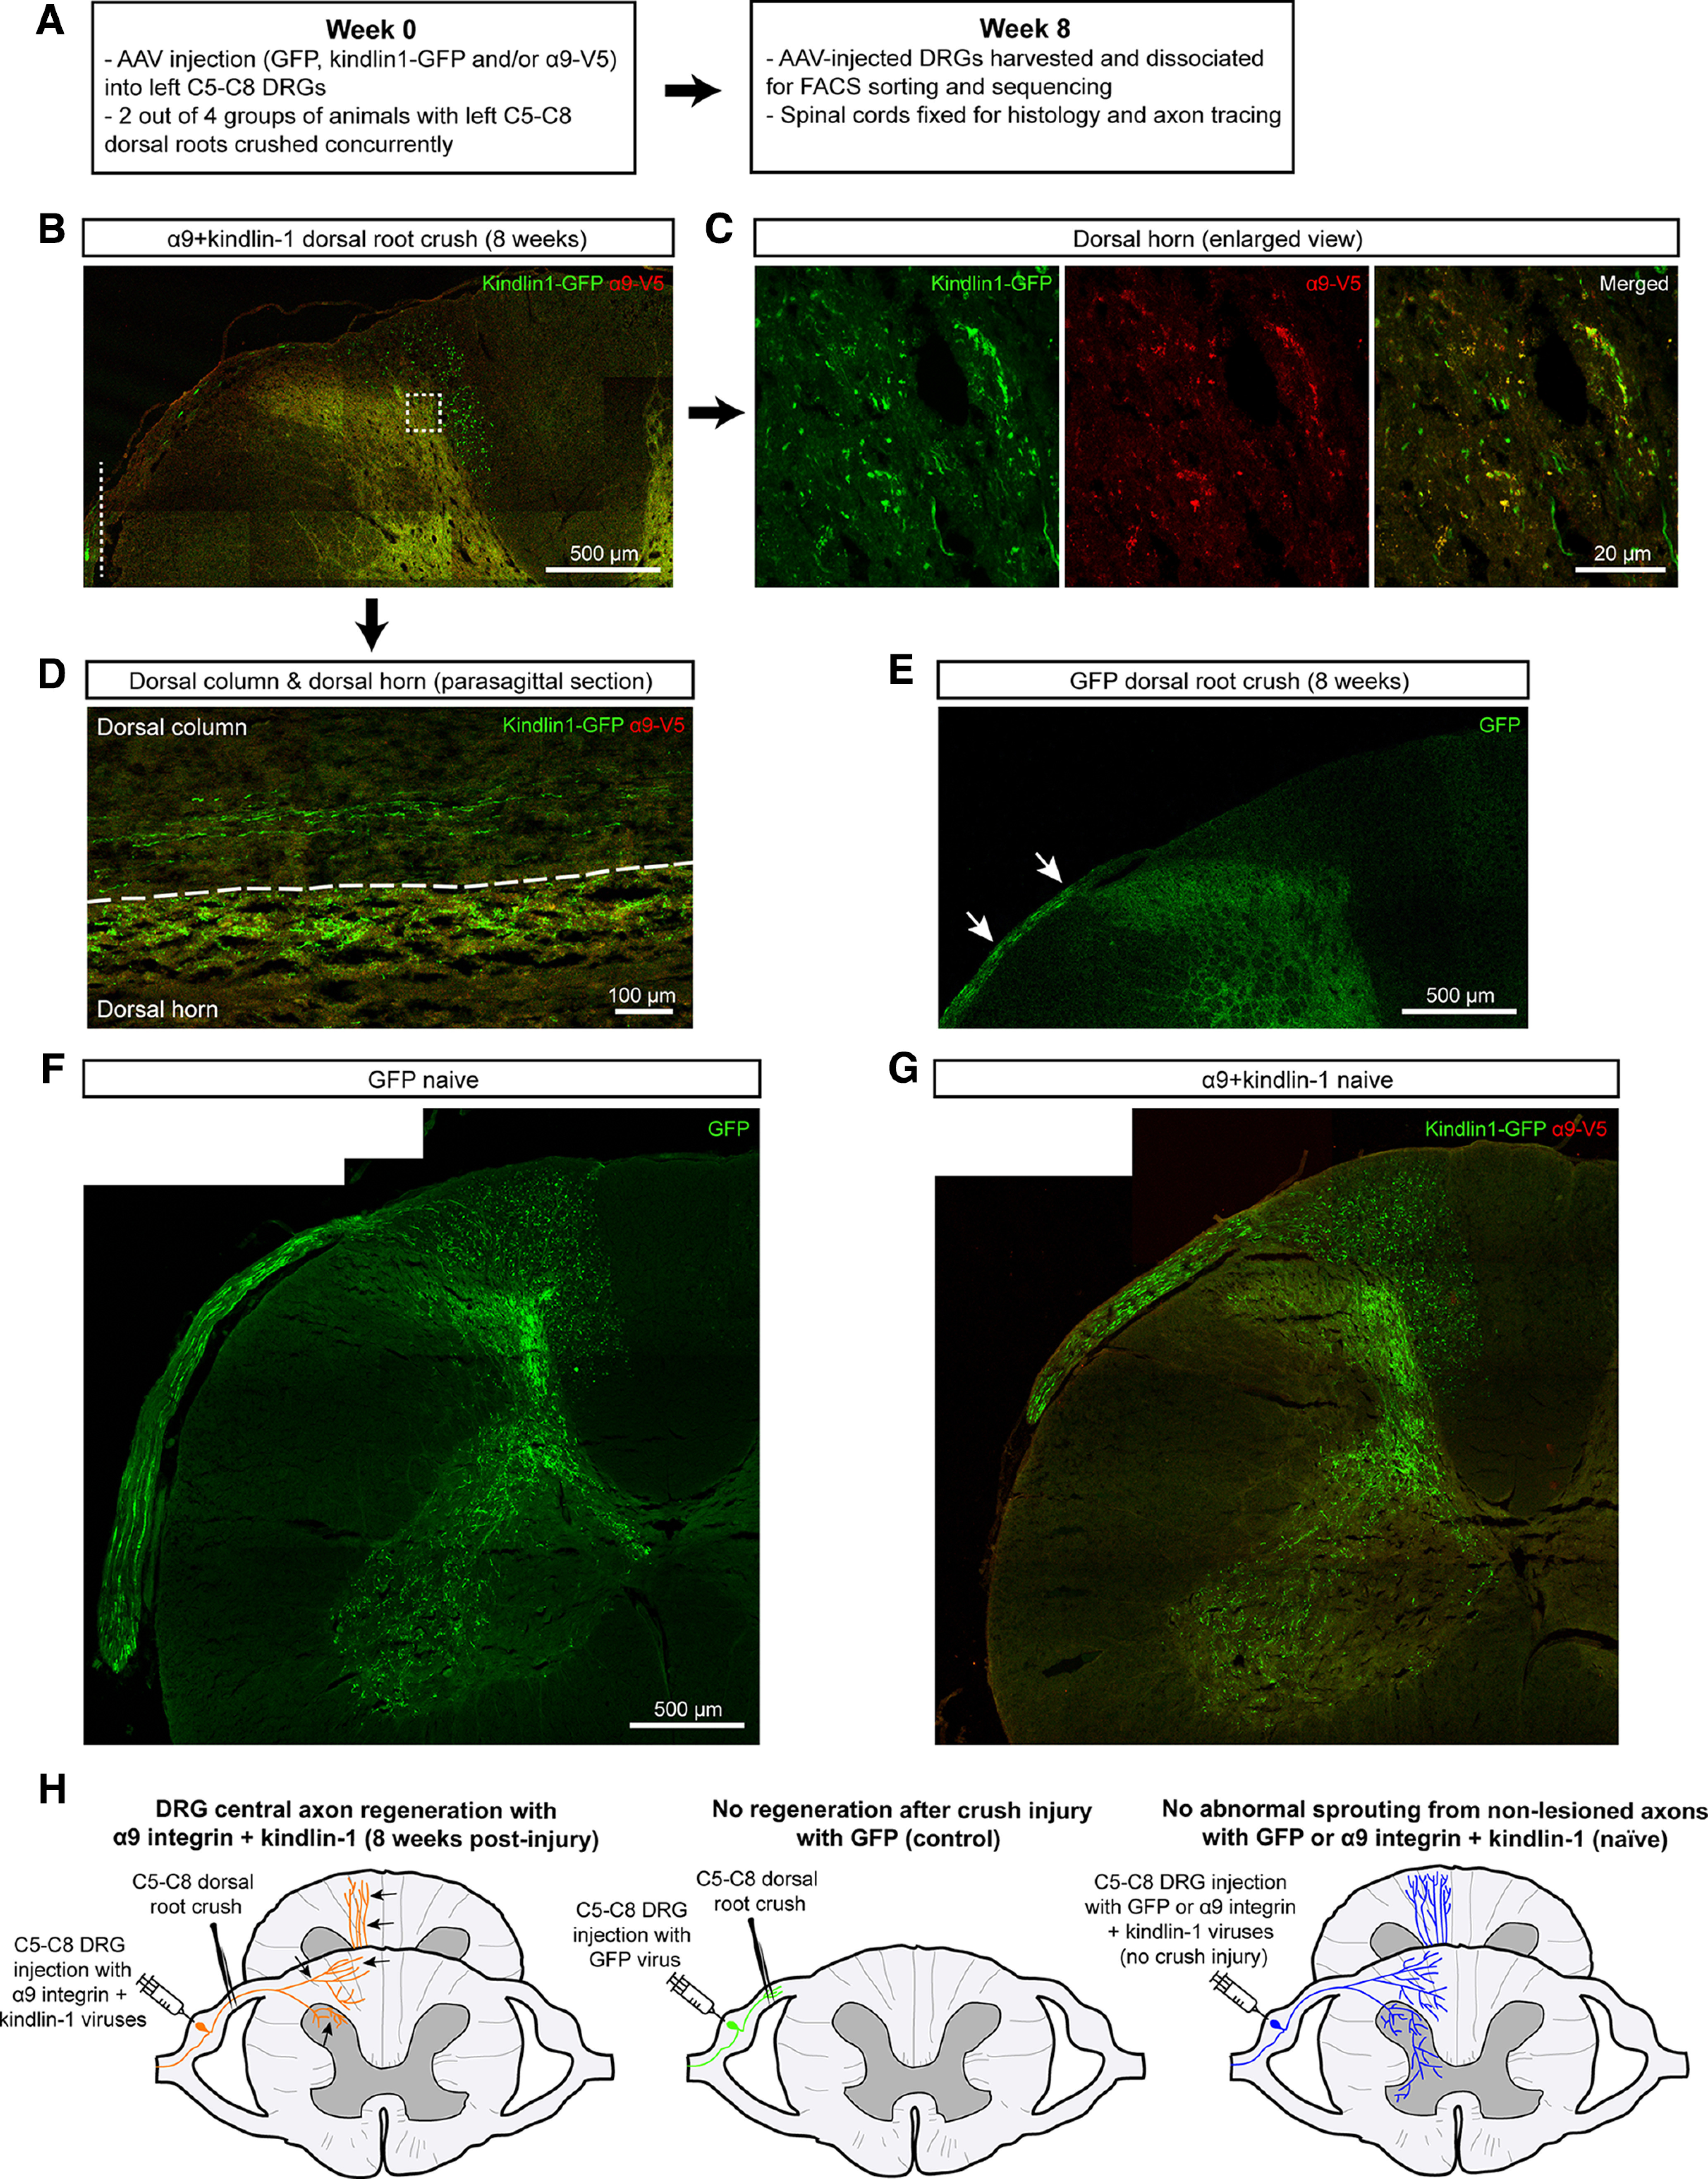
Axonal regeneration with no abnormal sprouting in the spinal cord. ***A***, Time course of the experiment. ***B–G***, Results from the replication pilot experiment performed in this study. A full set of results is shown in our previous paper (Cheah et al., 2016). ***B–D***, Regenerated axons (***B***) in transverse section in the dorsal column and dorsal horn of an α9k1-crush animal. The white dotted line in ***B*** indicates the crush site. ***C***, Magnified square outlined in ***B***. ***D***, Regenerated axons and their terminals in gray matter in the dorsal column and dorsal horn in a parasagittal section. ***E***, For the GFP-crush animal, GFP-labeled axons (white arrows) are seen in the dorsal root but none have regenerated into the spinal cord. ***F***, ***G***, Sensory projections of unlesioned animals, GFP-naive (***F***) and α9k1-naive (***G***). There was no abnormal sprouting of axons that contain activated integrin, and no processes are seen sprouting from gray to white matter. ***H***, Schematic summary of the design and main outcomes of the study. The schematic represents the results from our previous sensory regeneration study, replicated in the pilot experiments illustrated in ***B–G***. In the left-hand diagram, α9 integrin and kindlin-1 AAVs have been injected into DRGs and their dorsal roots crushed; regenerating axons (black arrows) are present in the dorsal columns. The middle diagram shows the absence of regeneration after injection of AAV-GFP into DRGs combined with dorsal root crush. The right-hand diagram shows the normal sensory projection in unlesioned animals expressing integrin/kindlin.

### Expression of integrin and kindlin drives sensory regeneration into the spinal cord

In previous work, we showed that expression of α9 integrin and kindlin-1 enables extensive sensory axon regeneration in the spinal cord (Cheah et al., 2016). Here, we confirmed this result in a pilot experiment, examining axon growth at the same time point as the RNA extractions, to be sure that we were extracting RNA from neurons with axons actively regenerating in the spinal cord. The left C5–C8 dorsal root ganglia (DRGs) were injected with either AAV5-fGFP or AAV5-α9-V5 + AAV5-kindlin1-GFP. Concurrently during virus injection, the left C5–C8 dorsal roots in half of the animals were crushed. Animals were sacrificed after eight weeks and sensory projections in the spinal cord were examined. Axons from the DRGs were traced using GFP alone or kindlin-1-GFP. In the spinal cord of α9k1-crush animals, many regenerated axons were seen in the dorsal columns with terminals in the dorsal horn (Fig. 1*B–D*) as observed previously. This replicates our previous regeneration experiment (Cheah et al., 2016). In the GFP-crush animals, there was no regeneration into the spinal cord (Fig. 1*E*). In addition, the spinal cords in the α9k1-naive group were examined to determine whether expression of α9+kindlin-1 caused abnormal sprouting of axons or terminals. This analysis showed that there was no abnormal sprouting of axons in the dorsal columns, and the projections in the dorsal and ventral horns showed no signs of aberrant sprouting, with no processes projecting beyond the central gray matter and no midline crossing (Fig. 1*F*,*G*). Expression of α9 integrin and kindlin-1 was therefore sufficient to enable extensive regeneration of crushed central sensory axons into the spinal cord, but it did not cause abnormal sprouting of uncut axons. A schematic summary of the design and results of the current *in vivo* regeneration study, and our previous results, is shown in Figure 1*H*. The DRGs treated in these experiments were C5–C8, so our study does not address potential differences between cervical and lumbar sensory neurons (Lallemend et al., 2012; Golan et al., 2021).

### Transcriptional changes

DRGs were harvested eight weeks after virus injection and dorsal root crush, timed to coincide with ongoing axon regeneration. An example of α9 integrin and kindlin-1 co-transduced DRG is shown in Figure 2*A*, with a co-transduction rate of 75%. The co-transduction level for this study was very similar to our previous study at 80%. After tissue collection, DRGs were dissociated into single cells, and then GFP-expressing or kindlin-1-GFP-expressing neurons were selected by FACS (Fig. 2*B*). *Post hoc* sampling showed FACS-sorted cells contained both large and small DRG neurons by co-staining with NF200 or CGRP, respectively (Fig. 2*C*).

**Figure 2.**
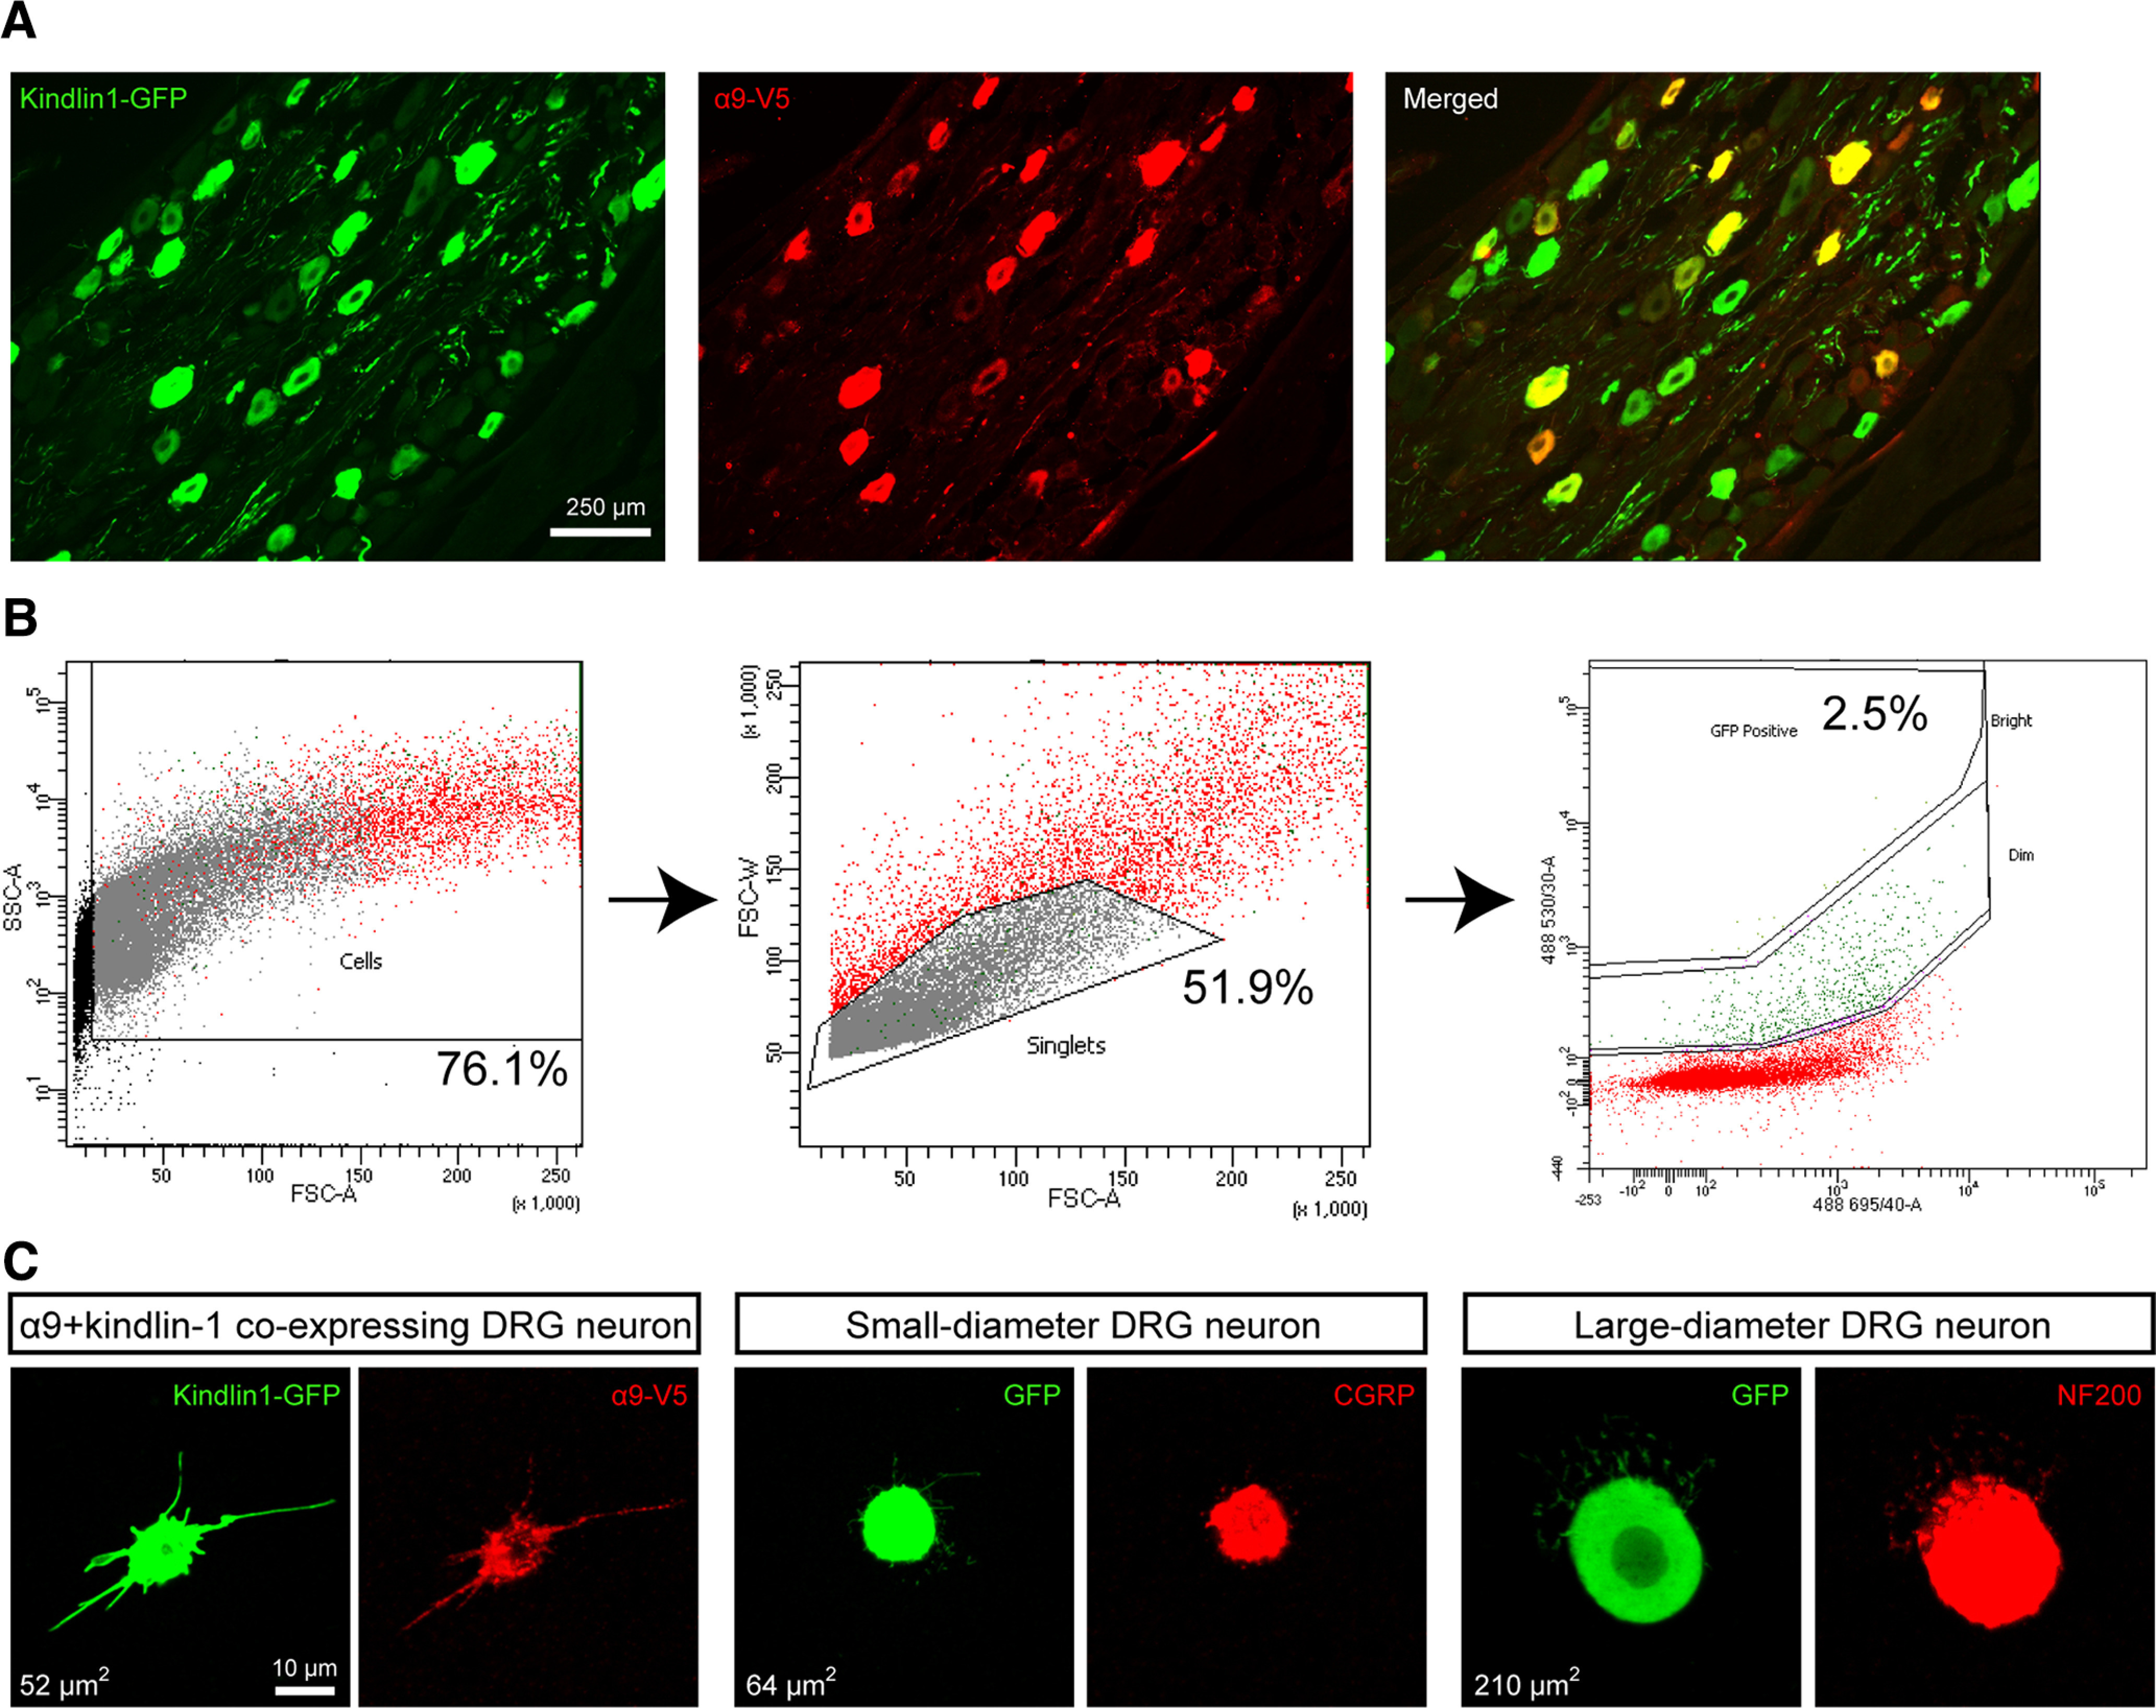
Immunostaining and FACS sorting of α9 integrin and kindlin-1-expressing DRG neurons. ***A***, A typical section from a DRG injected with α9 integrin and kindlin-1 viruses, with 75% co-transduction. ***B***, The multigated approach of sorting dissociated GFP-expressing DRG neurons using the BD Aria III Flow Cytometer. Dissociated rat nestin-GFP left C5–C8 DRG cells were used as positive control to adjust forward and side scatters for doublet discrimination and debris exclusion. A pure population of single dissociated GFP-expressing DRG neurons, ∼2.5% of the total cell population, was obtained. ***C***, A small sample of sorted DRG neurons were cultured and analyzed for α9 integrin and kindlin-1 co-expression, and co-stained with CGRP or NF200 for verification.

Transcriptomic analysis via RNA-seq was performed using four to six biological replicates for each condition (Materials and Methods). 

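The RNA-seq data cover 19 libraries: 5 GFP-naive, 6 α9k1-naive, 4 GFP-crush and 4 α9k1-crush. The deposited tables hold no other samples. Each library was made from GFP-positive DRG cells, described by the paper as neurons, that were sorted by FACS after intraganglionic AAV injection. The injection was made with or without concurrent dorsal root crush. Libraries were prepared with the SMART-Seq kit, which amplifies full-length cDNA from few cells. The paper's methods name adult Lewis rats, whereas the sample labels name mice. The authors aligned the reads to the mouse genome (mm10/GRCm38) and counted them per gene with Salmon. The sequencing metrics list between 36.4 and 87.6 M read pairs per library, with a median of 54.8 M in GFP-naive, 54.5 M in α9k1-naive, 46.5 M in GFP-crush and 70.2 M in α9k1-crush. Reads were 75 bases long in these metrics, and between 47.5% and 54.1% of them were aligned. Of the aligned bases, 3.87% to 4.05% differed from the mouse reference. The deposited expression values are log2 counts with a small pseudocount, after removal of genes with few reads and normalization by the authors with cqn for gene length and depth. They cover 12629 genes, of which 10750 are protein coding, and range from -0.77 to 16.7. In GFP-naive libraries, 12 glia markers averaged 9.19 and 10 neuron markers 9.25, so fold changes cannot be assigned to neurons alone. Because the values are normalized and the counts were not used here, the counting error behind a single value is unknown. The table of values carries no gene names, so its order was taken to be that of the authors' gene table. With this order, group differences without covariates correlated across genes with the fold changes of the authors' deposited table at r = 0.647 to 0.938, and with the order shifted or shuffled at most at 0.0441. Library profiles correlated across genes at r = 0.948 to 0.977 within groups and at 0.847 to 0.949 between groups, and genes are not independent replicates.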

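Group differences were tested with limma in a fit to all 19 libraries, with the first 3 principal components of 48 alignment and sequencing metrics (AlignSeq.PC1 to AlignSeq.PC3) as covariates. The paper's model names 3 such components and batch, which is not given in the sample table and was left out. The components here are not the authors' own: the log2 fold changes of the authors' deposited table are weighted sums of the deposited values with a sum of squared weights of 2.45 for α9k1-crush versus GFP-crush, against 3.11 with the components here, and a batch term added to these could not lower it. A gene was called at a Benjamini-Hochberg adjusted p under 0.1 over all genes, the paper's threshold. A log2FC is the difference between groups at equal covariates. Group means ± SD are those of the deposited values, and 2-sided exact permutation tests compare the deposited values without covariates, except for the PC1 of the clusters, which is of values with the covariates regressed out and whose spread leaves out the uncertainty of the covariates. The covariates differed between groups: AlignSeq.PC3 averaged -1.51 ± 0.35 (SD, n = 4) in α9k1-crush, -0.14 ± 0.54 (n = 4) in GFP-crush, 0.74 ± 0.73 (n = 6) in α9k1-naive and 0.43 ± 0.41 (n = 5) in GFP-naive. Between groups lay 74.5% of its variance, 52.2% of that of AlignSeq.PC2 and 34.5% of that of AlignSeq.PC1. At equal covariates, the variance of the difference between α9k1-crush and GFP-crush was 3.11 times the variance within groups, against 0.500 times without covariates. For α9k1-naive versus GFP-naive these values were 0.654 and 0.367. In simulated data with this design, a change of 1 on the log2 scale was called for 9.50% of changed genes in α9k1-crush versus GFP-crush and for 77.0% in α9k1-naive versus GFP-naive. A change of 2 was called for 65.5% and 96.5%. Only a small share of the genes was changed in each simulation, and each rate is from a single draw. Where many genes change, the rates can differ.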

Comparison of differentially expressed genes between the GFP and α9k1 groups (Materials and Methods) revealed that among the most upregulated mRNAs were kindlin-1 (FERMT1, log2FC = 6.46) and α9 integrin (ITGA9, log2FC = 5.69), shown in volcano plots in Figure 3*A*, demonstrating that AAV transduction for expression of α9 integrin and kindlin-1 had been successful and validating the sorting and sequencing methods. 

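Kindlin-1 (Fermt1, ENSMUSG00000027356, chromosome 2, 132904389 to 132945906 in GRCm38) averaged 5.58 ± 0.33 (SD, n = 6) in α9k1-naive and 0.62 ± 0.16 (n = 5) in GFP-naive libraries on the deposited log2 scale. Its log2FC in this comparison was 4.79 (standard error 0.27, adjusted p = 1.19e-08), and every α9k1-naive library was above every GFP-naive library (exact permutation test, p = 0.0022, the smallest that 6 against 5 allow). After dorsal root crush, kindlin-1 averaged 7.17 ± 0.66 (SD, n = 4) in α9k1-crush and 0.57 ± 0.12 (n = 4) in GFP-crush, with a log2FC of 6.21 (standard error 0.59, adjusted p = 1.22e-04). Here the exact permutation test gave p = 0.029, the smallest that 4 against 4 allow. α9 integrin (Itga9, ENSMUSG00000039115, chromosome 9, 118606690 to 118901003) averaged 6.59 ± 0.82 (SD, n = 4) in α9k1-crush and 1.51 ± 0.44 (n = 4) in GFP-crush, a log2FC of 5.51 (standard error 1.13, adjusted p = 0.0381). Without dorsal root crush it averaged 3.87 ± 0.92 (SD, n = 6) in α9k1-naive and 2.11 ± 0.25 (n = 5) in GFP-naive. That log2FC was 1.72 (standard error 0.52, adjusted p = 0.0273), with overlapping groups (exact permutation test, p = 0.0065). The effect of α9k1 on Itga9 was higher after crush by 3.79 on the log2 scale, which was not called (interaction, adjusted p = 0.117). The interaction was called without covariates (3.33), with the filter on low values (3.79), with array weights (3.84) and without α9k1-naive replicate 3 (4.72). Among α9k1 libraries, those with crush were above those without by 3.51 for Itga9 (adjusted p = 0.0404) and by 1.67 for Fermt1 (adjusted p = 0.0591). Reads of the transgenes and of the endogenous genes were not told apart in these values. With only the 2 groups compared in the fit, Fermt1 and Itga9 were no longer called between α9k1-crush and GFP-crush, at log2FC of 6.07 and 6.09. Of the 19 fits that each left out 1 library, Itga9 was not called in that comparison without GFP-naive replicate 1 (5.24), without α9k1-naive replicate 4 (5.66) and without GFP-crush replicate 2 (4.97).

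**Figure D1:**
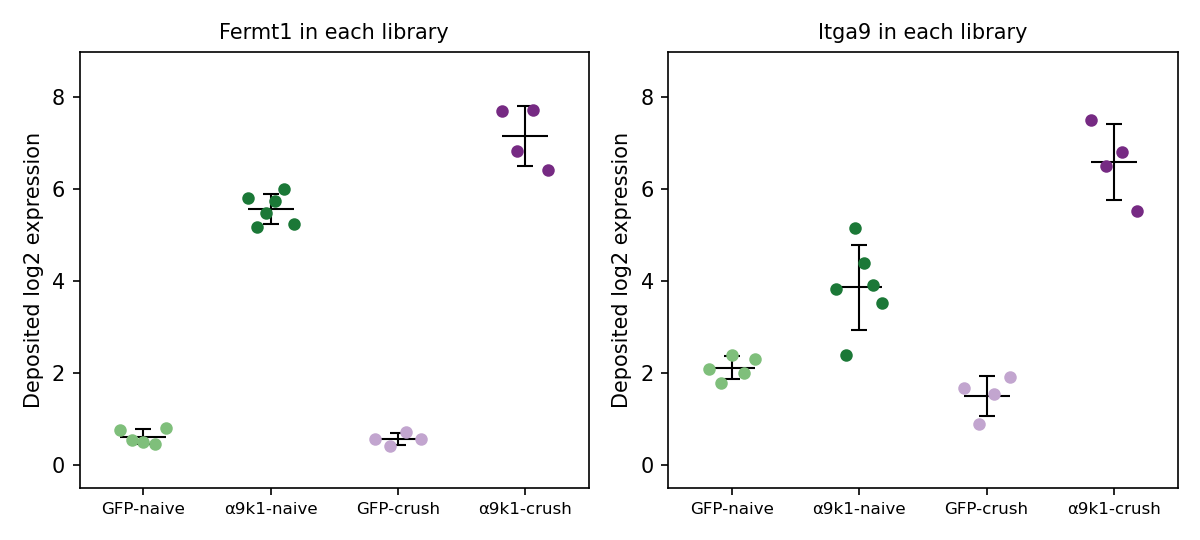
Deposited log2 values of Fermt1 and Itga9 in each library of the 4 groups, with the mean and SD of each group. Every α9k1-crush library is above every GFP-crush library for both genes, and the α9k1-naive and GFP-naive libraries overlap for Itga9.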

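At an adjusted p under 0.1, 1445 genes were higher and 2224 lower in α9k1-naive than in GFP-naive. Between α9k1-crush and GFP-crush, 92 genes were higher and 23 lower. The effect of dorsal root crush with GFP (GFP-crush versus GFP-naive) comprised 933 higher and 1984 lower genes, and that with α9k1 (α9k1-crush versus α9k1-naive) 565 higher and 665 lower genes. The effect of α9k1 differed between crushed and naive ganglia, by the interaction test, for 171 genes with a positive and 107 with a negative interaction. Before adjustment, a p under 0.05 was found for 4405 genes in α9k1-naive versus GFP-naive, 1151 in α9k1-crush versus GFP-crush, 3899 in GFP-crush versus GFP-naive and 2714 in α9k1-crush versus α9k1-naive. In the deposited values, the α9k1-naive and GFP-naive libraries did not overlap for 21.7% of genes, where chance gives 0.433%. For α9k1-crush and GFP-crush this share was 40.8% against 2.86% by chance. GFP-crush and GFP-naive did not overlap for 19.8% (chance, 1.59%) and α9k1-crush and α9k1-naive for 33.4% (chance, 0.952%). Without the covariates, 3743 genes were higher and 3580 lower in α9k1-crush than in GFP-crush. With only the 2 groups compared in the fit, which leaves 3 residual degrees of freedom, 0 genes were called between α9k1-crush and GFP-crush and 852 had an unadjusted p under 0.05. Scaling changed the balance of directions, without crush and after it. α9k1-naive versus GFP-naive gave 1622 higher and 1956 lower genes after quantile normalization and 1654 higher and 1725 lower genes in median-centred samples. After each library's trend with GC content and gene length was removed, 1776 genes were higher and 1575 lower in that comparison. GFP-crush versus GFP-naive gave 1206 higher and 1373 lower genes after quantile normalization and 1826 higher and 1180 lower genes in median-centred samples, where the median of all genes moved from -0.08 to 0.06. Of the genes with an interaction, 61.5% were positive, against 48.9% after quantile normalization (134 negative genes) and 41.4% in median-centred samples (118 positive and 167 negative). Single libraries also moved the counts. Of the fits that each left out 1 library, that without GFP-crush replicate 2 gave 58 higher genes in α9k1-crush than in GFP-crush. The lower genes of that comparison numbered 10 without GFP-naive replicate 1, 12 without GFP-naive replicate 3, 13 without α9k1-naive replicate 3, 2 without α9k1-naive replicate 4, 41 without α9k1-naive replicate 6 and 10 without α9k1-crush replicate 4. Without GFP-naive replicate 2, 445 genes were higher and 1057 lower in GFP-crush than in GFP-naive, and 575 and 523 were higher without GFP-crush replicates 1 and 2. For α9k1-crush versus α9k1-naive, the higher genes numbered 274 without α9k1-naive replicate 4 and 359 without α9k1-naive replicate 1, and the lower genes 377 and 375. The positive interactions numbered 68 without GFP-crush replicate 2, 70, 99, 104 and 103 without GFP-naive replicates 3 and 4 and α9k1-naive replicates 2 and 4, and 268 and 76 without α9k1-crush replicates 2 and 4. The negative ones numbered 44 and 173 without α9k1-crush replicates 4 and 2, 48 and 59 without GFP-naive replicates 3 and 4, 59 and 58 without α9k1-naive replicates 1 and 4, and 56 without GFP-crush replicate 2. The authors' deposited table lists 1801 higher and 1920 lower genes at this threshold for α9k1-naive versus GFP-naive, of which 1317 and 1627 were also called here. In the authors' deposited table, 405 genes are higher and 523 lower in α9k1-crush than in GFP-crush, of which 86 and 21 were called here.

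**Figure D2:**
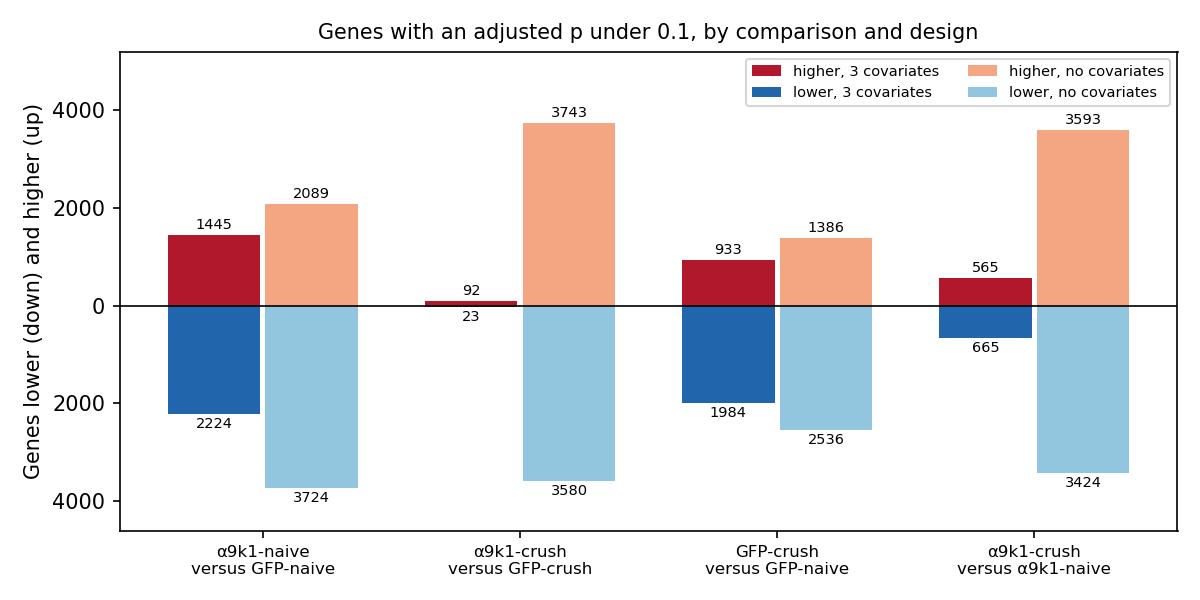
Number of genes higher (upward bars) and lower (downward bars) at adjusted p under 0.1 in each of the 4 comparisons, with AlignSeq.PC1 to AlignSeq.PC3 as covariates and without covariates. For α9k1-crush versus GFP-crush, 92 and 23 genes were called with the covariates and 3743 and 3580 without.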

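Among called genes whose groups did not overlap, the largest increases in α9k1-naive over GFP-naive were those of Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139; log2FC 6.39, standard error 0.50, adjusted p = 3.29e-07), Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981; log2FC 5.83, standard error 0.20, adjusted p = 9.30e-11) and Mb21d1 (ENSMUSG00000032344, chromosome 9, 78430526 to 78443237; log2FC 5.09, standard error 0.19, adjusted p = 3.60e-10). The largest decreases were those of 2 immunoglobulin genes, Igkv1-35 (ENSMUSG00000076573, chromosome 6, 70010949 to 70011673; log2FC -5.12, standard error 0.55, adjusted p = 1.05e-05) and Igkc (ENSMUSG00000076609, chromosome 6, 70726435 to 70726966; log2FC -4.60, standard error 1.05, adjusted p = 0.00589), which belong to a family of similar sequences, and of Txnip (ENSMUSG00000038393, chromosome 3, 96557957 to 96561883; log2FC -3.55, standard error 0.21, adjusted p = 1.56e-08), whose exons overlap Gm15441 on the other strand. Between α9k1-crush and GFP-crush, Il6 followed Fermt1 with a log2FC of 5.71 (standard error 0.43, adjusted p = 1.63e-05). The lowest were Slpi (ENSMUSG00000017002, chromosome 2, 164354070 to 164389095; log2FC -5.49, standard error 1.05, adjusted p = 0.0237), Il4i1 (ENSMUSG00000074141, chromosome 7, 44816387 to 44840809; log2FC -2.97, standard error 0.69, adjusted p = 0.08) and Arhgap15 (ENSMUSG00000049744, chromosome 2, 43748824 to 44395953; log2FC -2.23, standard error 0.45, adjusted p = 0.0336). Il4i1 shares exon sequence with Tbc1d17 and was called in 7 of the 19 fits that each left out 1 library. In GFP-crush versus GFP-naive, the largest increases were those of Slpi (log2FC 6.29, standard error 0.49, adjusted p = 8.53e-06), Cxcl13 (ENSMUSG00000023078, chromosome 5, 95956951 to 95961068; log2FC 3.85, standard error 0.31, adjusted p = 9.54e-06) and Cd40 (ENSMUSG00000017652, chromosome 2, 165055627 to 165072948; log2FC 3.76, standard error 0.35, adjusted p = 1.99e-05). The largest decreases were again those of Igkv1-35 (-4.58) and Igkc (-3.19, adjusted p = 0.0555), with Mir207 (ENSMUSG00000065452, chromosome 4, 40722917 to 40722995; log2FC -3.32, standard error 0.66, adjusted p = 0.0051) between them, which lies within Dnaja1. In α9k1-crush versus α9k1-naive, the paralogs Sprr2c-ps (ENSMUSG00000103221, chromosome 3, 92326600 to 92326900; log2FC 5.87, standard error 1.71, adjusted p = 0.0575) and Sprr2b (ENSMUSG00000050092, chromosome 3, 92316620 to 92318085; log2FC 4.96, standard error 1.5, adjusted p = 0.068) and the channel gene Kcns1 (ENSMUSG00000040164, chromosome 2, 164163619 to 164171113; log2FC 4.95, standard error 0.57, adjusted p = 5.83e-04) rose most at equal covariates. Without covariates the increases were 2.60, 2.88 and 4.89, so that the order of these genes depends on the covariates. Trpa1 (ENSMUSG00000032769, chromosome 1, 14872648 to 14918862; log2FC -3.92, standard error 1.11, adjusted p = 0.0523), Ankrd1 (ENSMUSG00000024803, chromosome 19, 36111965 to 36119844; log2FC -3.50, standard error 0.79, adjusted p = 0.0192) and Lamp5 (ENSMUSG00000027270, chromosome 2, 136052239 to 136069917; log2FC -3.21, standard error 1.08, adjusted p = 0.0982) fell most at equal covariates. Deposited means fell from 5.76 to 2.67 for Trpa1, from 3.04 to 0.63 for Ankrd1 and from 6.39 to 3.21 for Lamp5. The order of the decreases thus depends on the covariates too. Sprr2b was called in 11 of the 19 fits and Lamp5 in 5 of them.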

The numbers of differentially expressed genes in the experimental groups are shown in Figure 3*B*, and the quantitation of overlapping genes in Figure 3*C*.

**Figure 3.**
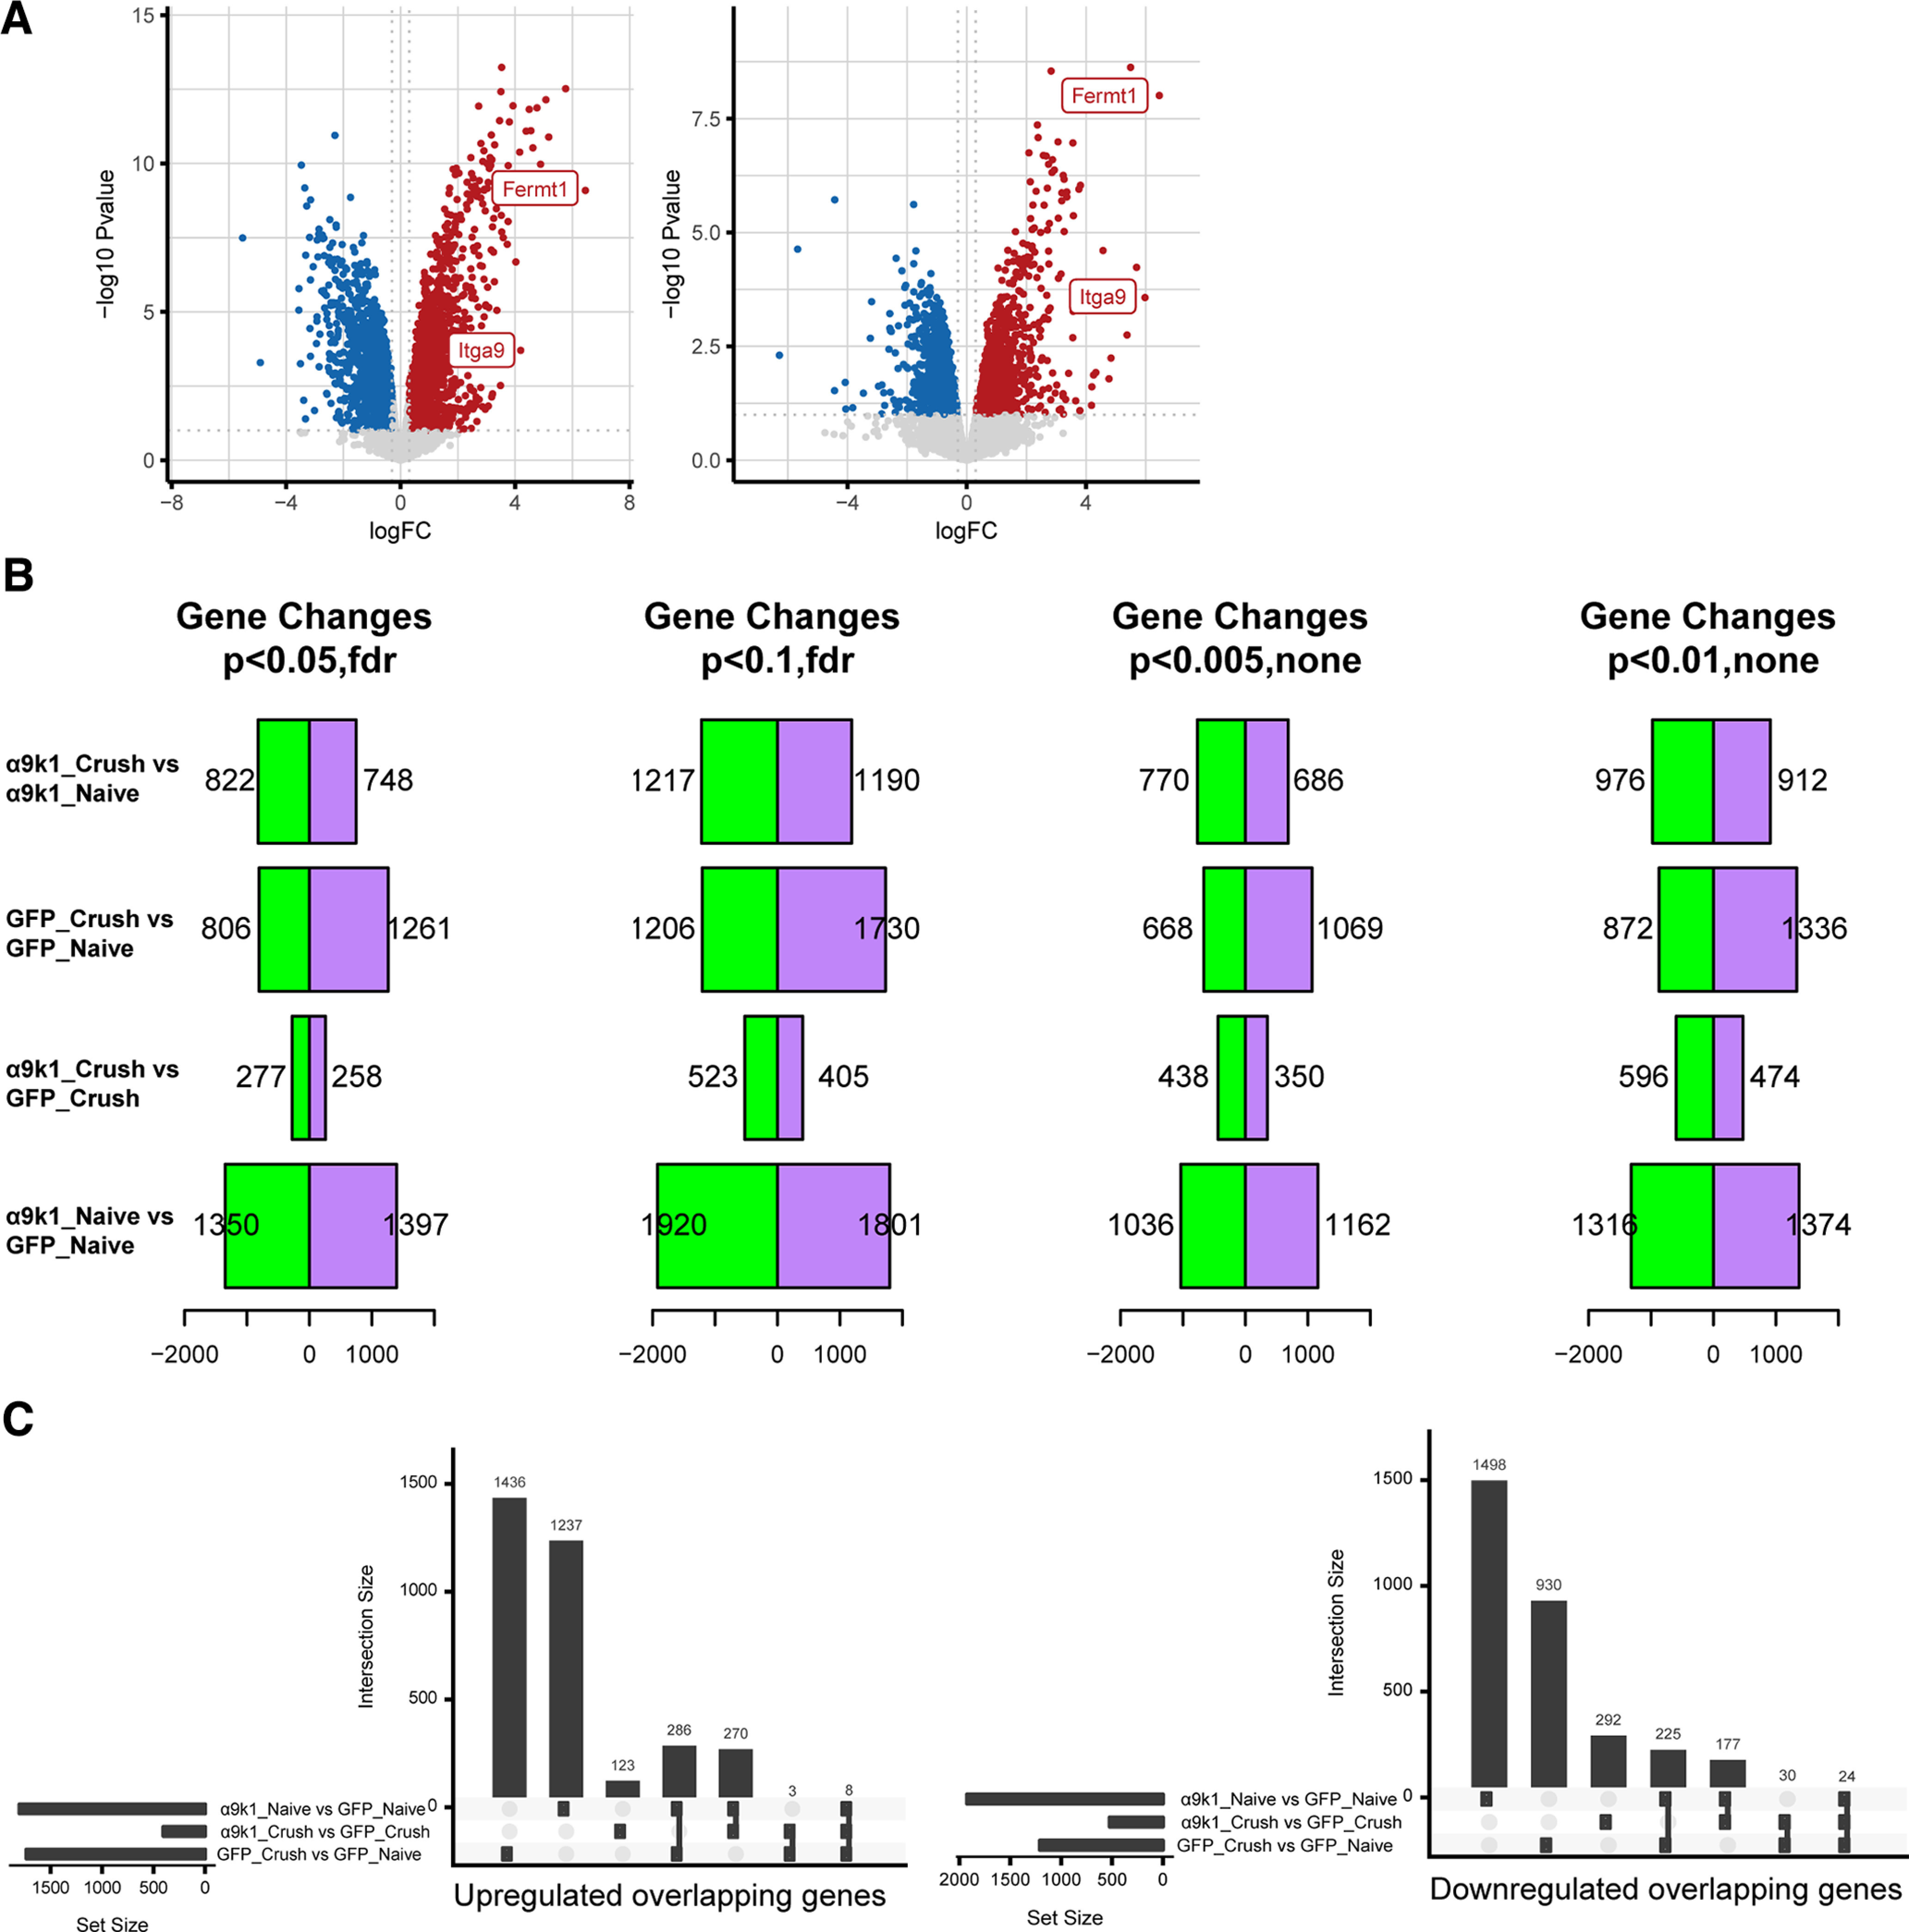
Differential expression between experimental and control groups. ***A***, Volcano plots showing the high expression levels of kindlin-1 (Fermt1; log2FC = 6.46; left) and α9 integrin (Itga9; log2FC = 5.69; right) in transduced sensory neurons. ***B***, The number of differentially expressed genes at different *p*-values in different experimental and control groups: α9k1-crush versus α9k1-naive, GFP-crush versus GFP-naive, α9k1-crush versus GFP-crush, and α9k1-naive versus GFP-naive. The false detection rate (FDR) *p*-value < 0.1 was selected to determine the number of differentially expressed genes (DEGs). ***C***, Quantitation of upregulated (left) and downregulated (right) overlapping genes from ***B***.

### Analysis of transcriptional changes by clusters and modules

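Taking both comparisons of α9k1 with GFP together, 1449 genes were higher in at least 1 of them, and 88 of these were higher in both. At an adjusted p under 0.05, 1158 genes were higher in at least 1 comparison and 71 in both. In the lower direction, 2229 genes passed the threshold in at least 1 comparison and 18 in both. Without covariates, 4664 genes were higher in at least 1 comparison and 1168 in both. With each library left out in turn, the number higher in at least 1 comparison ranged from 1181 to 1506. Both comparisons are adjusted with the same covariates, so their estimates are related even for unchanged genes. Their log2FC correlated across genes at r = 0.358, and simulations of unchanged genes with this design gave r = 0.341. In 100 such simulations, as many genes with the smallest p in the higher direction as were called here (1445 and 92) shared 42.6 genes on average (33 to 53), against the 88 observed. This comparison was chosen after the 88 were seen. The authors' deposited table gives 1927 genes higher in at least 1 comparison, 279 of them in both.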

In our analysis, 2443 genes were upregulated by integrin-kindlin expression, with or without dorsal root crush, compared with GFP controls [false discovery rate (FDR) of *p* < 0.1; Fig. 3*B*]. To identify genes associated with CNS axon regeneration (α9k1-crush, the regeneration group), we applied *K*-means clustering, identifying four clusters, which are visualized on a combined expression heatmap (Fig. 4) and shown as individual clusters (Fig. 5). Cluster 1 contains genes upregulated in neurons transduced with α9k1 in combination with central axotomy, many of which were regenerating their axons into the spinal cord (CNS regeneration program). Of these 66% are elevated only in the α9k1-crush group and 19% are elevated in both the α9k1-naive and α9k1-crush compared with the GFP-naive group by logFC (Fig. 3). 

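K-means with k = 4 and 100 random starts was run on the row-scaled values of the 1449 genes higher with α9k1, after the covariates were regressed out. It gave groups of 522, 326, 257 and 344 genes. Each was named by the group of libraries in which its mean profile was highest, and the 326 genes that were highest in α9k1-crush were taken as Cluster 1. The first principal component (PC1) of Cluster 1 held 74.9% of its variance. PC1 averaged 15.1 ± 1.84 (SD, n = 4) in α9k1-crush, 13.8 ± 1.76 (n = 6) in α9k1-naive, -16.7 ± 2.91 (n = 4) in GFP-crush and -15.3 ± 1.07 (n = 5) in GFP-naive. The difference of 31.8 between α9k1-crush and GFP-crush had p = 0.029 in an exact permutation test (0.043 after adjustment over the 12 tests of the clusters' PC1). That of 1.25 between α9k1-crush and α9k1-naive did not exceed the spread between replicates (exact permutation test, p = 0.31, adjusted p = 0.33). The genes entered the clustering because of their α9k1 effect, and clusters were named by the order of their group means, so differences of PC1 from GFP and between α9k1-crush and α9k1-naive are not independent evidence, in this and the other clusters. When the covariates were not regressed out of the same 1449 genes, no cluster was highest in α9k1-crush (0 genes). Those genes were selected with the covariates in the fit, so this result does not cover genes called without them. In deposited values, mean row-scaled values of the genes that the paper lists for Cluster 1 were highest in α9k1-crush (1.19, against 0.34 in α9k1-naive). With the covariates, no cluster was highest in α9k1-crush without GFP-naive replicate 2 and without α9k1-crush replicate 3. Such a cluster held 583 genes without α9k1-naive replicate 1.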

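Of the 326 genes of Cluster 1 found here, 1 (0.307%) was above GFP-naive in α9k1-crush alone by the sign of its log2FC. The other 325 (99.7%) were above GFP-naive in both α9k1-crush and α9k1-naive, and 169 of these were not above it in GFP-crush. The selection fixes this split: 1445 of the 1449 clustered genes were called higher in α9k1-naive than in GFP-naive, so at most 4 could be above GFP-naive in α9k1-crush alone, and it is no test of the paper's shares. Without covariates, 280 of the 326 (85.9%) were above GFP-naive in both α9k1 groups, 1 in α9k1-crush alone, and 45 (13.8%) were below it in α9k1-crush. Among the 89 genes that the paper lists for Cluster 1, 12 (13.5%) were above GFP-naive in α9k1-crush alone and 66 (74.2%) in both α9k1 groups. Of those 66 genes, 44 were not above GFP-naive in GFP-crush. Another 8 listed genes (8.99%) were below GFP-naive in α9k1-crush. Without covariates, 8 of the listed genes were above GFP-naive in α9k1-crush alone and 79 (88.8%) in both α9k1 groups.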

Cluster 2 contains genes upregulated by α9k1 expression without dorsal root crush, but not upregulated in the regeneration group (isolated α9k1 program). 

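Here, 344 genes were highest in α9k1-naive and not above GFP-naive in α9k1-crush, the pattern of Cluster 2. Their PC1, with 79.2% of the variance, averaged 21.7 ± 1.61 (SD, n = 6) in α9k1-naive and -1.74 ± 2.04 (n = 5) in GFP-naive (exact permutation test, p = 0.0022, adjusted p = 0.0087). In the crush groups it averaged -18.3 ± 4.87 (n = 4) with α9k1 and -12.2 ± 2.91 (n = 4) with GFP, a difference within the spread (exact permutation test, p = 0.11, adjusted p = 0.15). GFP-crush was below GFP-naive by a difference of -10.4 (exact permutation test, p = 0.0079, adjusted p = 0.016).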

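The 779 genes in the k-means groups of 522 and 257 were highest in α9k1-naive and above GFP-naive in α9k1-crush, which corresponds to the mixed pattern. Their PC1 held 61.8% of the variance and averaged 28.6 ± 2.18 (SD, n = 6) in α9k1-naive, 1.76 ± 4.84 (n = 4) in α9k1-crush, -21.7 ± 2.98 (n = 4) in GFP-crush and -18.4 ± 2.94 (n = 5) in GFP-naive. In this pooled PC1, α9k1-crush exceeded GFP-crush by 23.5. The k-means groups of 257 and 522 genes differed after crush. Mean row-scaled values of the 257 genes were -1.26 in GFP-naive, 0.58 in α9k1-naive, 0.28 in GFP-crush and 0.43 in α9k1-crush. Those of the 522 genes were -0.52, 1.17, -1.06 and -0.04. The 257 genes were thus also above GFP-naive in GFP-crush, which the pooled PC1 does not show. A k-means group highest in GFP-crush was not found (0 genes). It was found, with 380 genes, when the covariates were not regressed out, and in 6 fits that left out 1 library, with 117, 161 and 158 genes without GFP-naive replicates 1, 2 and 5, 155 without α9k1-naive replicate 4, and 141 without α9k1-crush replicate 3. The last of the 6 was the fit without α9k1-crush replicate 4. The mixed pattern held 471 genes without GFP-naive replicate 1 and 486 without α9k1-naive replicate 1.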

Cluster 3 contains genes upregulated in both the α9k1-naive and α9k1-crush groups (mixed α9k1 program), and Cluster 4 contains genes upregulated by dorsal root crush without α9k1 expression, and therefore without any regeneration (injury program).

**Figure 4.**
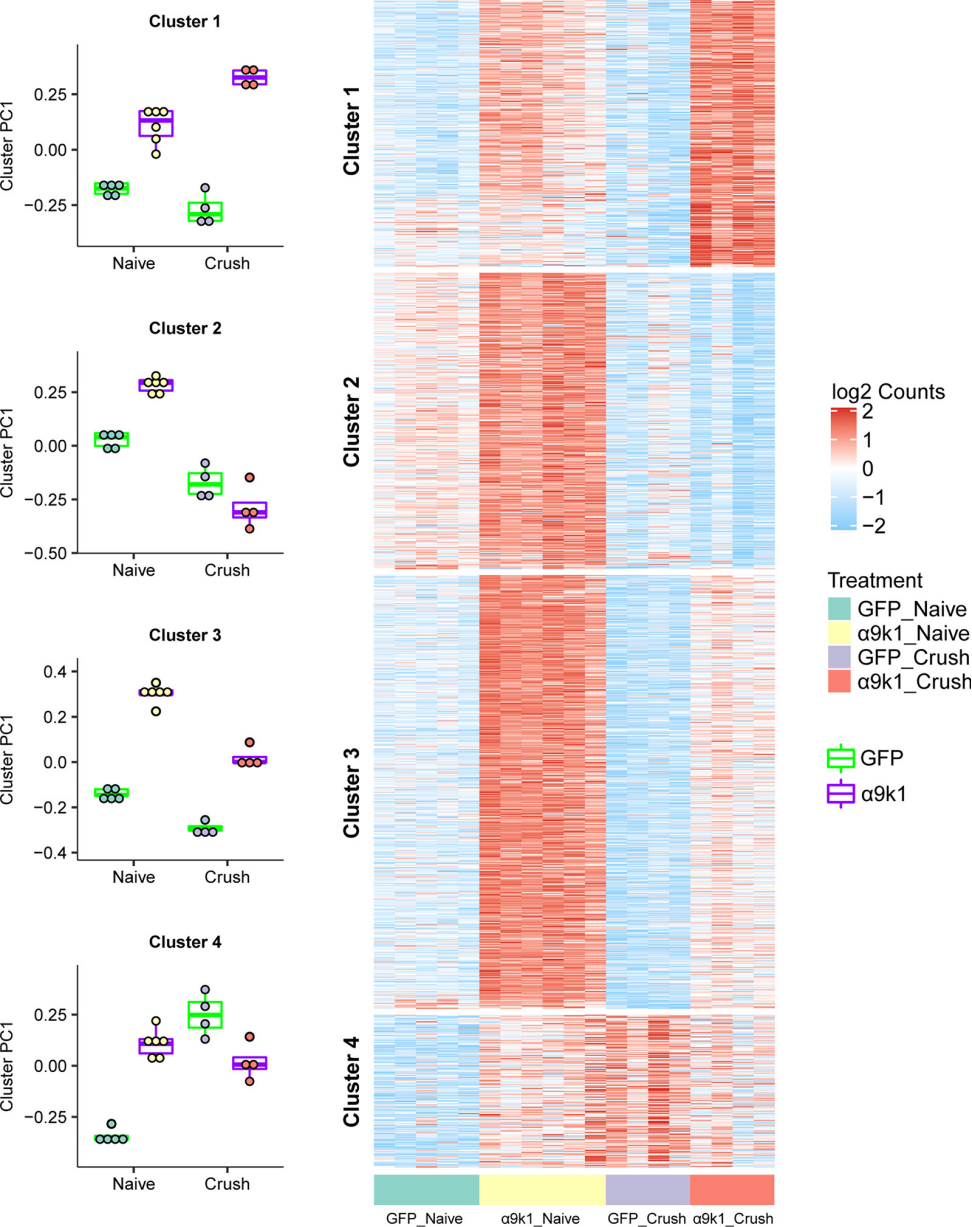
Clustering of genes upregulated by α9k1 expression. *K*-means clustering was applied to genes differentially upregulated comparing α9k1-naive to GFP-naive, or comparing α9k1-crush to GFP-crush (FDR *p*-value < 0.1). These genes are divided into four clusters: Cluster 1 is associated only with α9k1-driven axon regeneration, Cluster 2 is associated with with α9k1 expression, Cluster 3 is associated with α9k1 expression and sensory axon regeneration, and Cluster 4 is associated with crush injury alone. Principal component analysis (PCA) was performed on each gene cluster. The boxplot shows the first PC (PC1), which accounts for the largest variance of gene expression changes against treatment. These plots give a statistical analysis of the association between the four clusters and the experimental groups in the experiment. Expression levels (log2 normalized, row scaled) of individual genes from each cluster were visualized by a heatmap.

**Figure 5.**
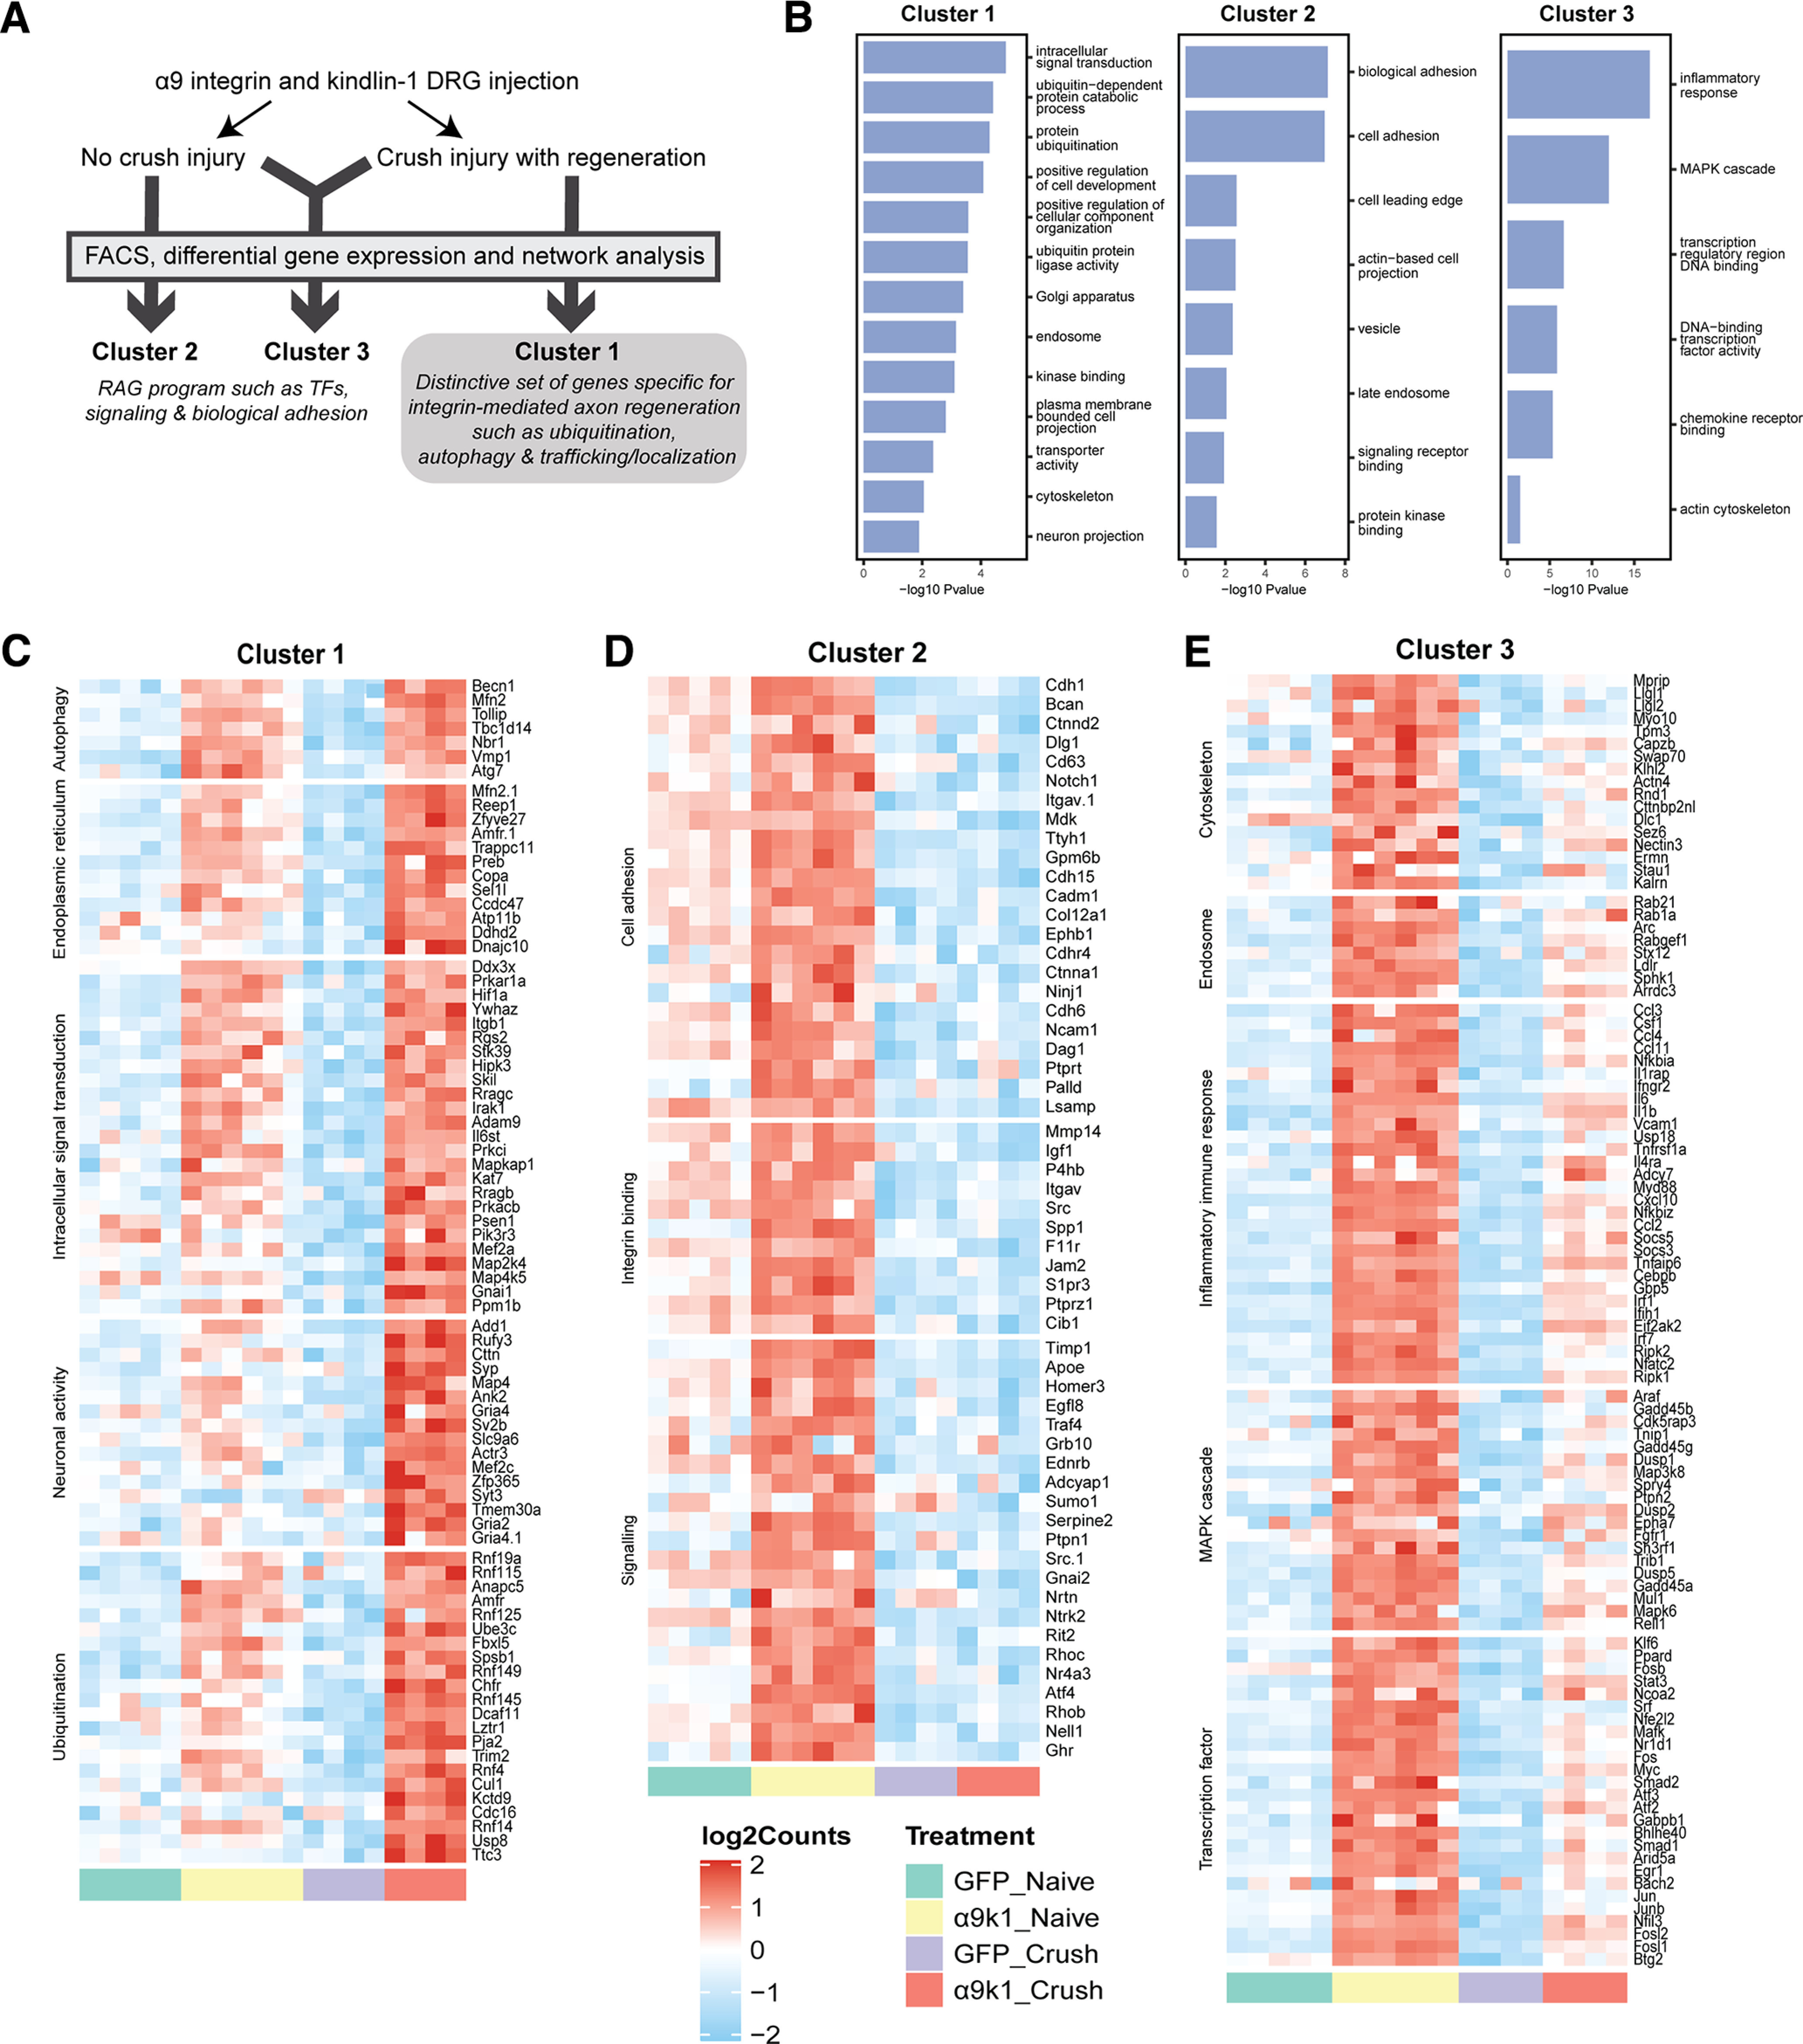
Individual heatmaps with relevant GO terms from Clusters 1, 2, and 3. ***A***, Summary of the experimental groups and gene clusters. ***B***, Top GO terms of interest ranked by *p*-value for Clusters 1–3 using GO terms with an enrichment FDR < 0.05. Genes enriched in the top GO terms were manually checked on UniProt and PubMed for relevance. ***C***, Cluster 1 genes upregulated specifically in the α9k1-crush group (red bar) with relevant GO terms such as autophagy, endoplasmic reticulum, intracellular signal transduction and ubiquitination. ***D***, Cluster 2 genes upregulated in the α9k1-naive group (yellow bar) with relevant GO terms such as cell adhesion, integrin binding and signaling. ***E***, Cluster 3 genes upregulated in α9k1 groups with or without crush injury (red and yellow bars); relevant GO terms include cytoskeleton, endosome, inflammatory response, MAPK cascade and transcription factor.

To further refine our analysis by identifying networks of highly co-expressed genes we performed weighted gene co-expression network analysis (WGCNA) of the entire dataset, identifying 11 distinct modules (Fig. 6*A*), named by colors as per convention (Langfelder et al., 2008). Based on the correlation of the first principal component (PC1) of a module (module eigengene) with treatment (Materials and Methods; Fig. 6*B*), we found that the magenta, black, and green modules were more positively associated with the α9k1-crush (CNS regeneration) group, while the turquoise and tan modules were positively associated with the mixed α9k1 program and the pink module was positively associated with the a9k1 program. 

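The module eigengenes were not analysed here. Instead, the genes that the paper lists for these modules in Extended Data Figures 7-1 and 7-2 were tested as sets with camera, using a preset correlation of 0.01 between genes, in 185 tests of 37 lists. The study chose the genes of these lists on the same libraries, so the tests are not independent evidence. An adjusted p under 0.05 was reached in 110 of the 185 tests, and 90 of these calls also held under fry, which estimates the correlation from the libraries. Of the magenta genes, 81 of 86 had a log2FC above 0 in α9k1-crush versus GFP-crush, with a median of 0.31 (camera adjusted p = 4.10e-08). None of them was called singly, over all genes or adjusted over the list alone (0 genes, with 15 at an unadjusted p under 0.05). Between α9k1-crush and α9k1-naive the magenta median was 0.07 (adjusted p = 0.312), and -0.03 without α9k1-naive replicate 4. It passed the threshold without covariates (0.38) and with only the 2 groups compared in the fit (0.22). The difference in the α9k1 effect between crushed and naive ganglia had a median of 0.19 for these genes (interaction, adjusted p = 0.0134). Of the 47 black genes, 23 were above 0 in α9k1-crush versus GFP-crush, with a median of -0.02 (adjusted p = 0.963). With each library left out in turn, this median ranged from -0.09 to 0.11, the value without GFP-crush replicate 2, and was above 0 in 9 of the 19 fits. Without covariates this median was 0.83. In α9k1-crush versus α9k1-naive, 41 black genes were above 0, with a median of 0.28 (camera adjusted p = 0.00233, fry adjusted p = 0.135). The 120 turquoise genes had a median of 1.07 in α9k1-naive versus GFP-naive (adjusted p = 5.50e-52) and of 0.71 in α9k1-crush versus GFP-crush (adjusted p = 5.81e-35). In the first comparison 96 of them were called higher, and 101 when adjusted over the list alone. In the second, 30 were called higher. The 50 pink genes had a median of 0.42 in α9k1-naive versus GFP-naive (adjusted p = 1.03e-10), with 20 called higher. Their median of 0.27 in α9k1-crush versus GFP-crush (camera adjusted p = 0.00389, fry adjusted p = 0.331) was 0.18 without α9k1-naive replicate 4 and -0.01 with only the 2 groups compared in the fit.

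**Figure D3:**
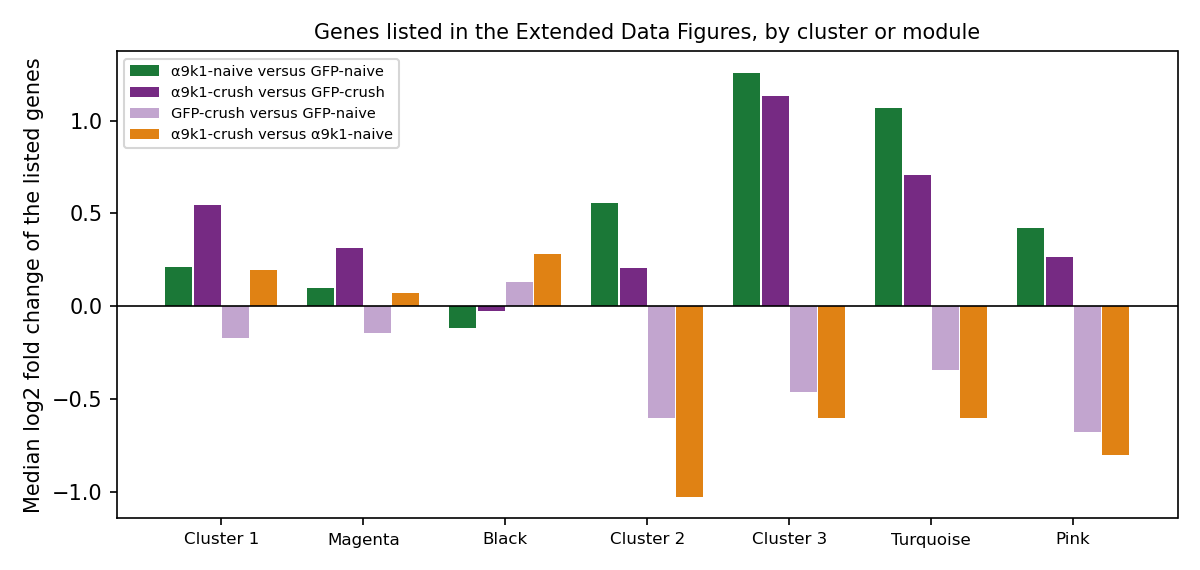
Median log2FC of the genes listed in the paper for each cluster and module, in each of the 4 comparisons, with the covariates in the fit. The turquoise genes have medians of 1.07 and 0.71 in the 2 comparisons of α9k1 with GFP, and the black genes a median of -0.02 after crush.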

The relationships of the modules to the various treatment and injury groups (eigengene correlations) are shown in Figure 6*C* for magenta, black, green, turquoise, tan, pink, blue, and purple modules, and in Figure 6*D* for other modules not relevant to our subsequent analyses.

**Figure 6.**
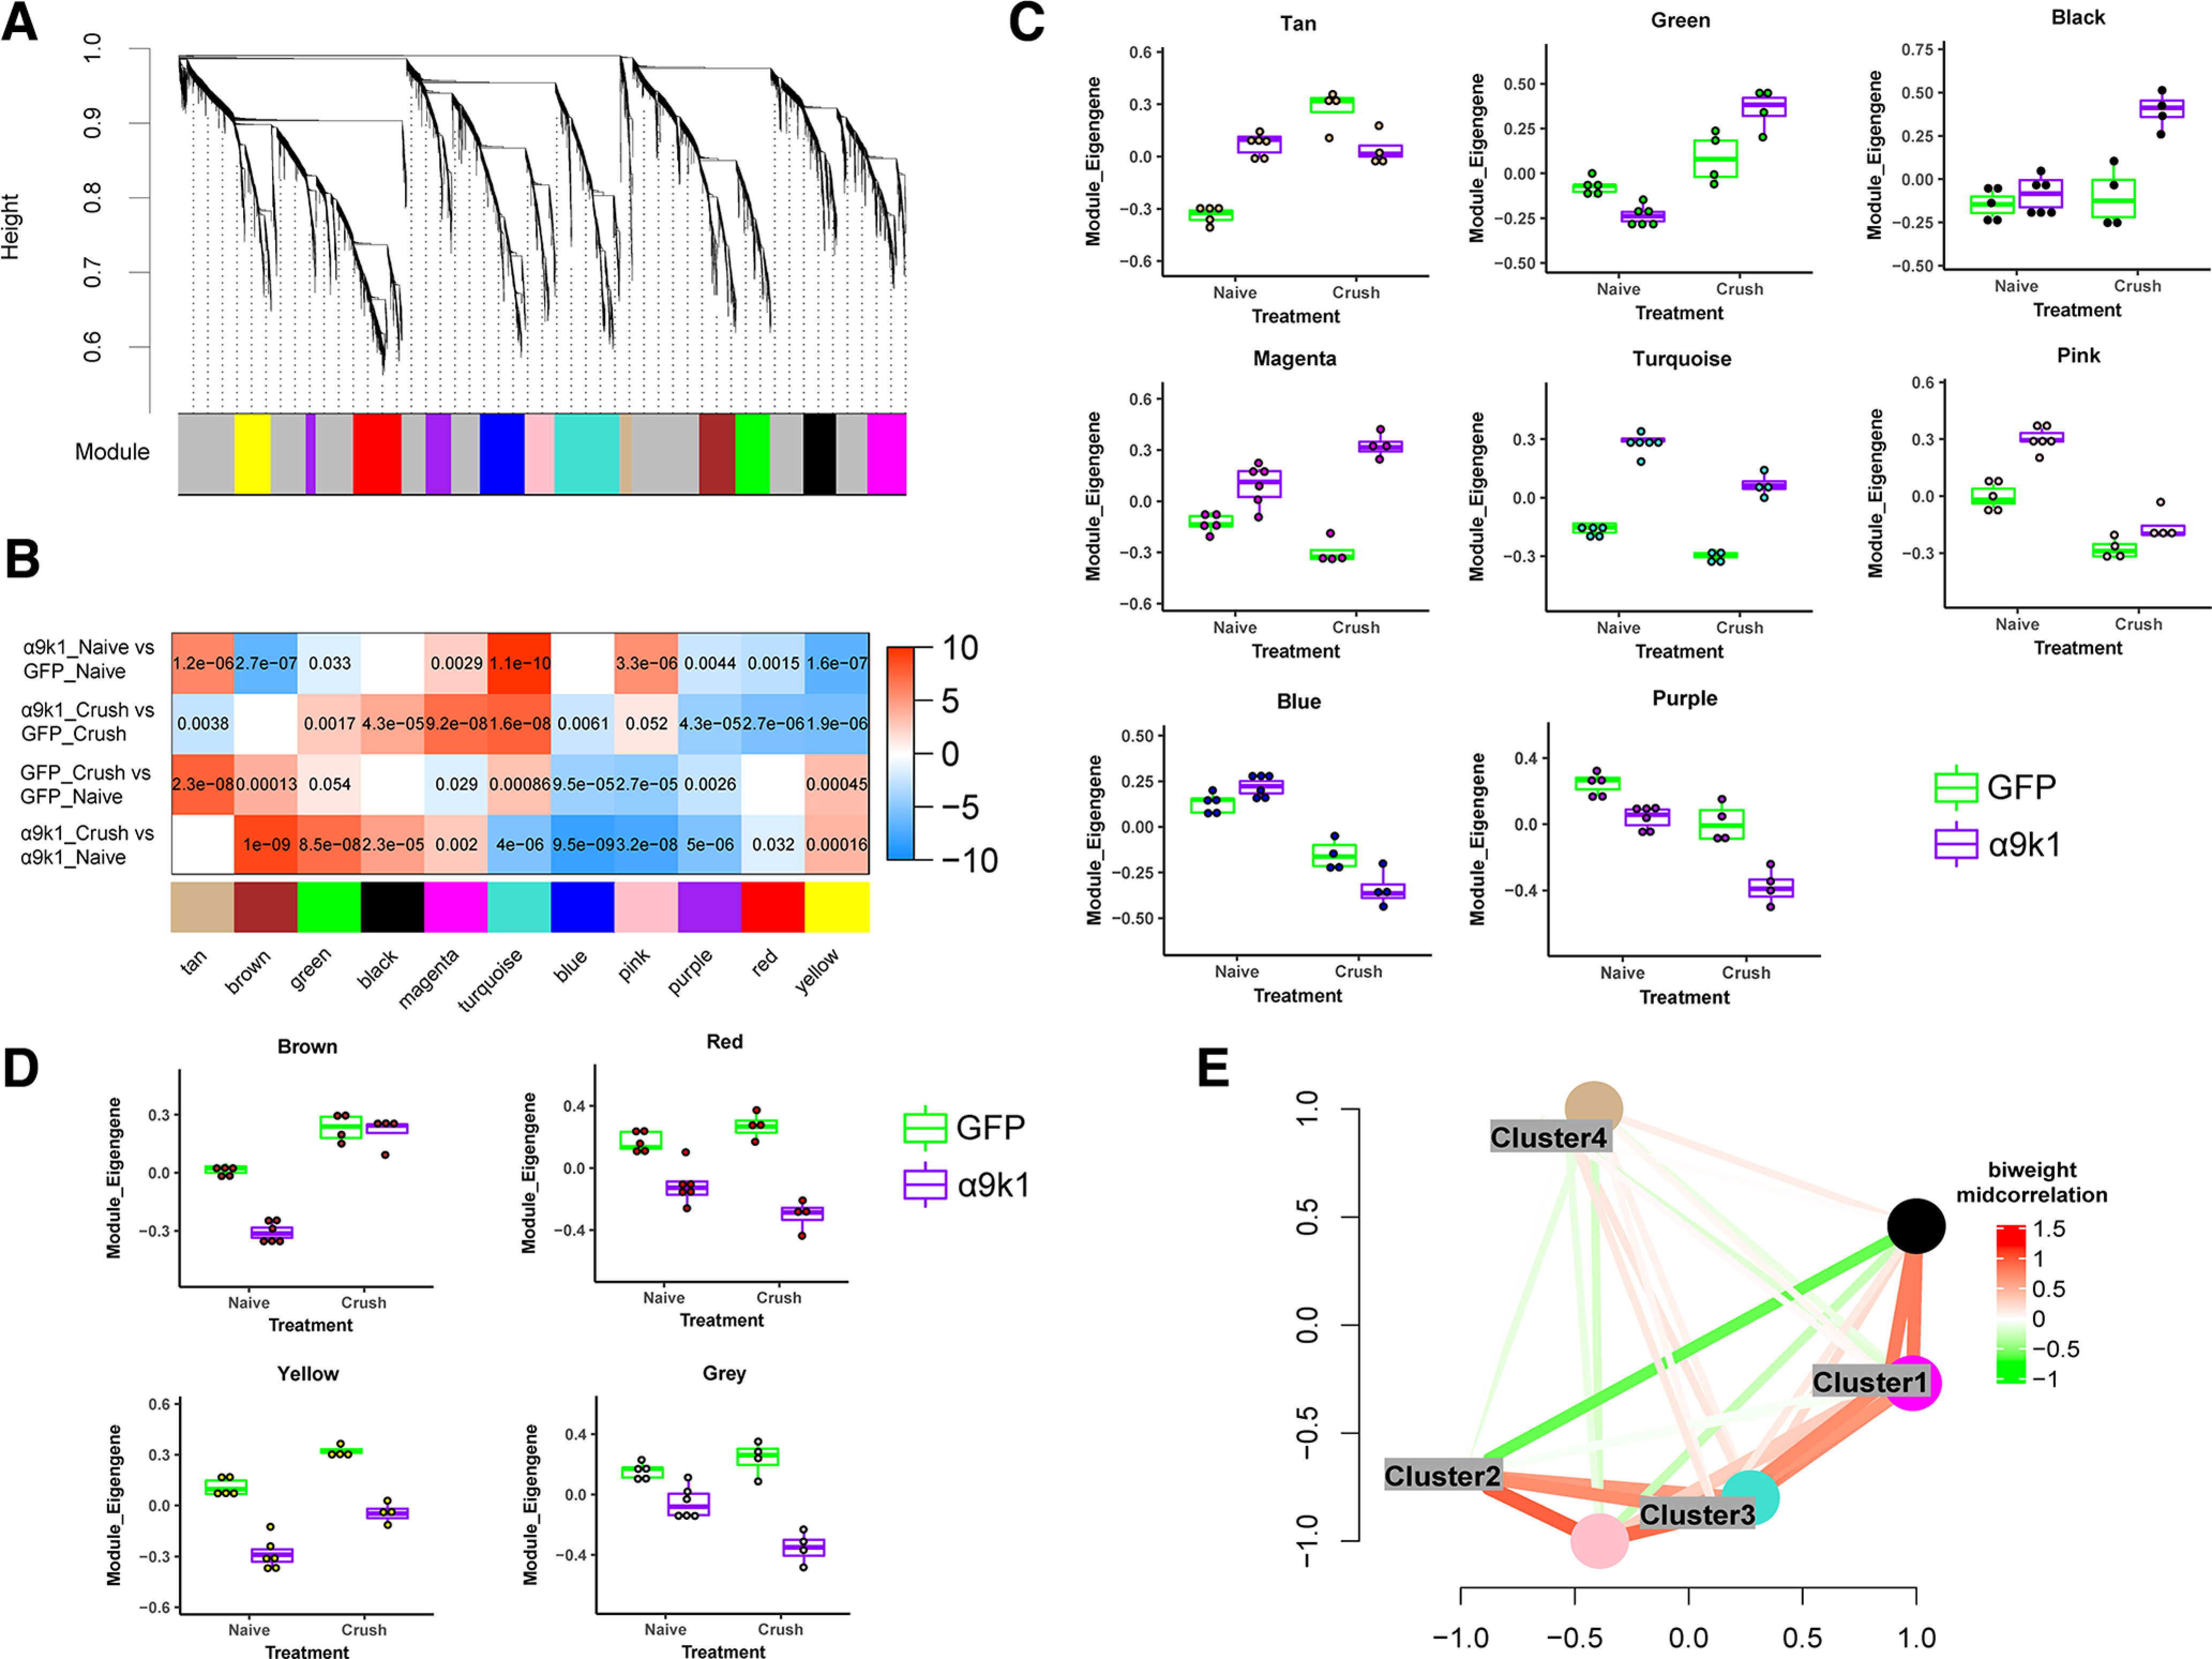
WGCNA of the dataset showing different expression patterns of the modules. ***A***, Dendrogram showing the values that enabled identification of 11 WGCNA modules. ***B***, Correlation between module eigengenes and the experimental groups. The first principle component driving the expression changes of a module is plotted against with treatment groups. In the correlation heatmap, colors indicate –sign(correlation coefficient)*(log10 *p*-value). Red indicates a positive correlation and blue indicates a negative correlation. Numbers shown are Bonferroni-corrected *p*-values. Green, magenta, and black modules were more associated with the α9k1-crush (regeneration) group, while tan, turquoise, and pink modules were more associated with the α9k1-naive group. ***C***, Statistical analysis of the correlation between modules and experimental groups. Trajectory of the module eigengene is shown across treatment and control groups for tan, green, black, magenta, turquoise, pink, blue, and purple modules. ***D***, Brown, red, yellow, and gray modules did not show correlations to any specific experimental groups of interest, hence not considered for subsequent analyses. ***E***, Multidimensional scaling plots showing correlations between module eigengenes of the WGCNA modules and DEG clusters. Colors indicate bi-weighted mid-correlation (R) values. This analysis demonstrates similarities between Cluster 1 and magenta, Cluster 3 and turquoise.

The blue module contained mRNAs that were downregulated in the GFP-crush and α9k1-crush groups, whereas the purple module contained mRNAs that were downregulated in the α9k1-crush group (Fig. 4*C*). In the blue module, relevant Gene Ontology (GO) terms were cell motility (*p* = 0.0003), cell adhesion (*p* = 0.001), cell surface receptor signaling (*p* = 0.001). In the purple module, there were only two GO terms containing 12 genes which are not relevant to axon regeneration. 

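Wnt6, Wnt11, Fzd3, Ryk, Notch1, Notch4 and Jag1 were all below 0 in GFP-crush versus GFP-naive, with a median log2FC of -0.61 (camera adjusted p = 4.58e-04), against a median of -0.08 over all genes. The fall was called for 5 of these 7 genes over all genes and for 6 when adjusted over the list alone. The paper picked these genes from its blue module, which it describes as lower in both crush groups. The same libraries gave that module, so the fall is not independent evidence. Fzd3 (ENSMUSG00000007989, chromosome 14, 65201026 to 65262463) had the lowest log2FC at equal covariates (-1.22, standard error 0.19, adjusted p = 0.00121), close to that of Jag1. Fzd3 averaged 2.75 ± 0.30 (SD, n = 5) in GFP-naive and 1.80 ± 0.34 (n = 4) in GFP-crush (exact permutation test, p = 0.0079). In deposited values Jag1 fell more, from 3.87 ± 0.12 (SD, n = 5) to 2.74 ± 0.67 (n = 4). Jag1 had a log2FC of -1.20 (adjusted p = 0.00884), Wnt6 of -0.83 (adjusted p = 0.00246), Wnt11 of -0.54 (adjusted p = 0.0341) and Ryk of -0.50 (adjusted p = 0.0409). Notch1 (-0.61, adjusted p = 0.188) and Notch4 (-0.41, adjusted p = 0.288) were not called. Without covariates, Notch4 was called at -0.49. Exons of Notch1 and Wnt11 overlap other annotated genes.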

Examination of the genes included in the blue module revealed downregulation of mRNAs associated with Wnt and Notch signaling (Wnt6, Wnt11, Fzd3, Ryk, Notch1, Notch4, and Jag1). Both the Wnt and Notch pathways are inhibitory to axon regeneration and suppression of Wnt and Notch signaling has promoted regeneration (El Bejjani and Hammarlund, 2012; Onishi et al., 2014; van Vliet et al., 2021).

Comparison of the clusters and modules by similarity network analysis showed that there was a close correlation between the magenta module and Cluster 1, the turquoise module and Cluster 3 (Fig. 6*E*). A general GO analysis did not find relevant biological processes associated with the tan and green modules. The magenta, black, pink, and turquoise modules and equivalent clusters were examined in more detail since they appeared to represent coherent biological processes relevant to our treatment paradigm and axon regeneration.

The GO of the clusters and the relevant modules were determined (Figs. 5, 7). Genes in GO terms of interest ranked by FDR-corrected *p*-value were manually curated to select transcripts of potential relevance. Similar GO terms were combined in Figure 5*C–E* and in the tables in the Extended Data Figures 7-1 and 7-2 attached to Figure 7. The black and magenta modules contain genes associated with axon regeneration (Fig. 7*A*), while the turquoise and pink modules contain genes upregulated by integrin signaling (Fig. 7*B*). We have kept black-magenta and turquoise-pink separate because GO analysis showed them to contain distinctive genes and functions.

**Figure 7.**
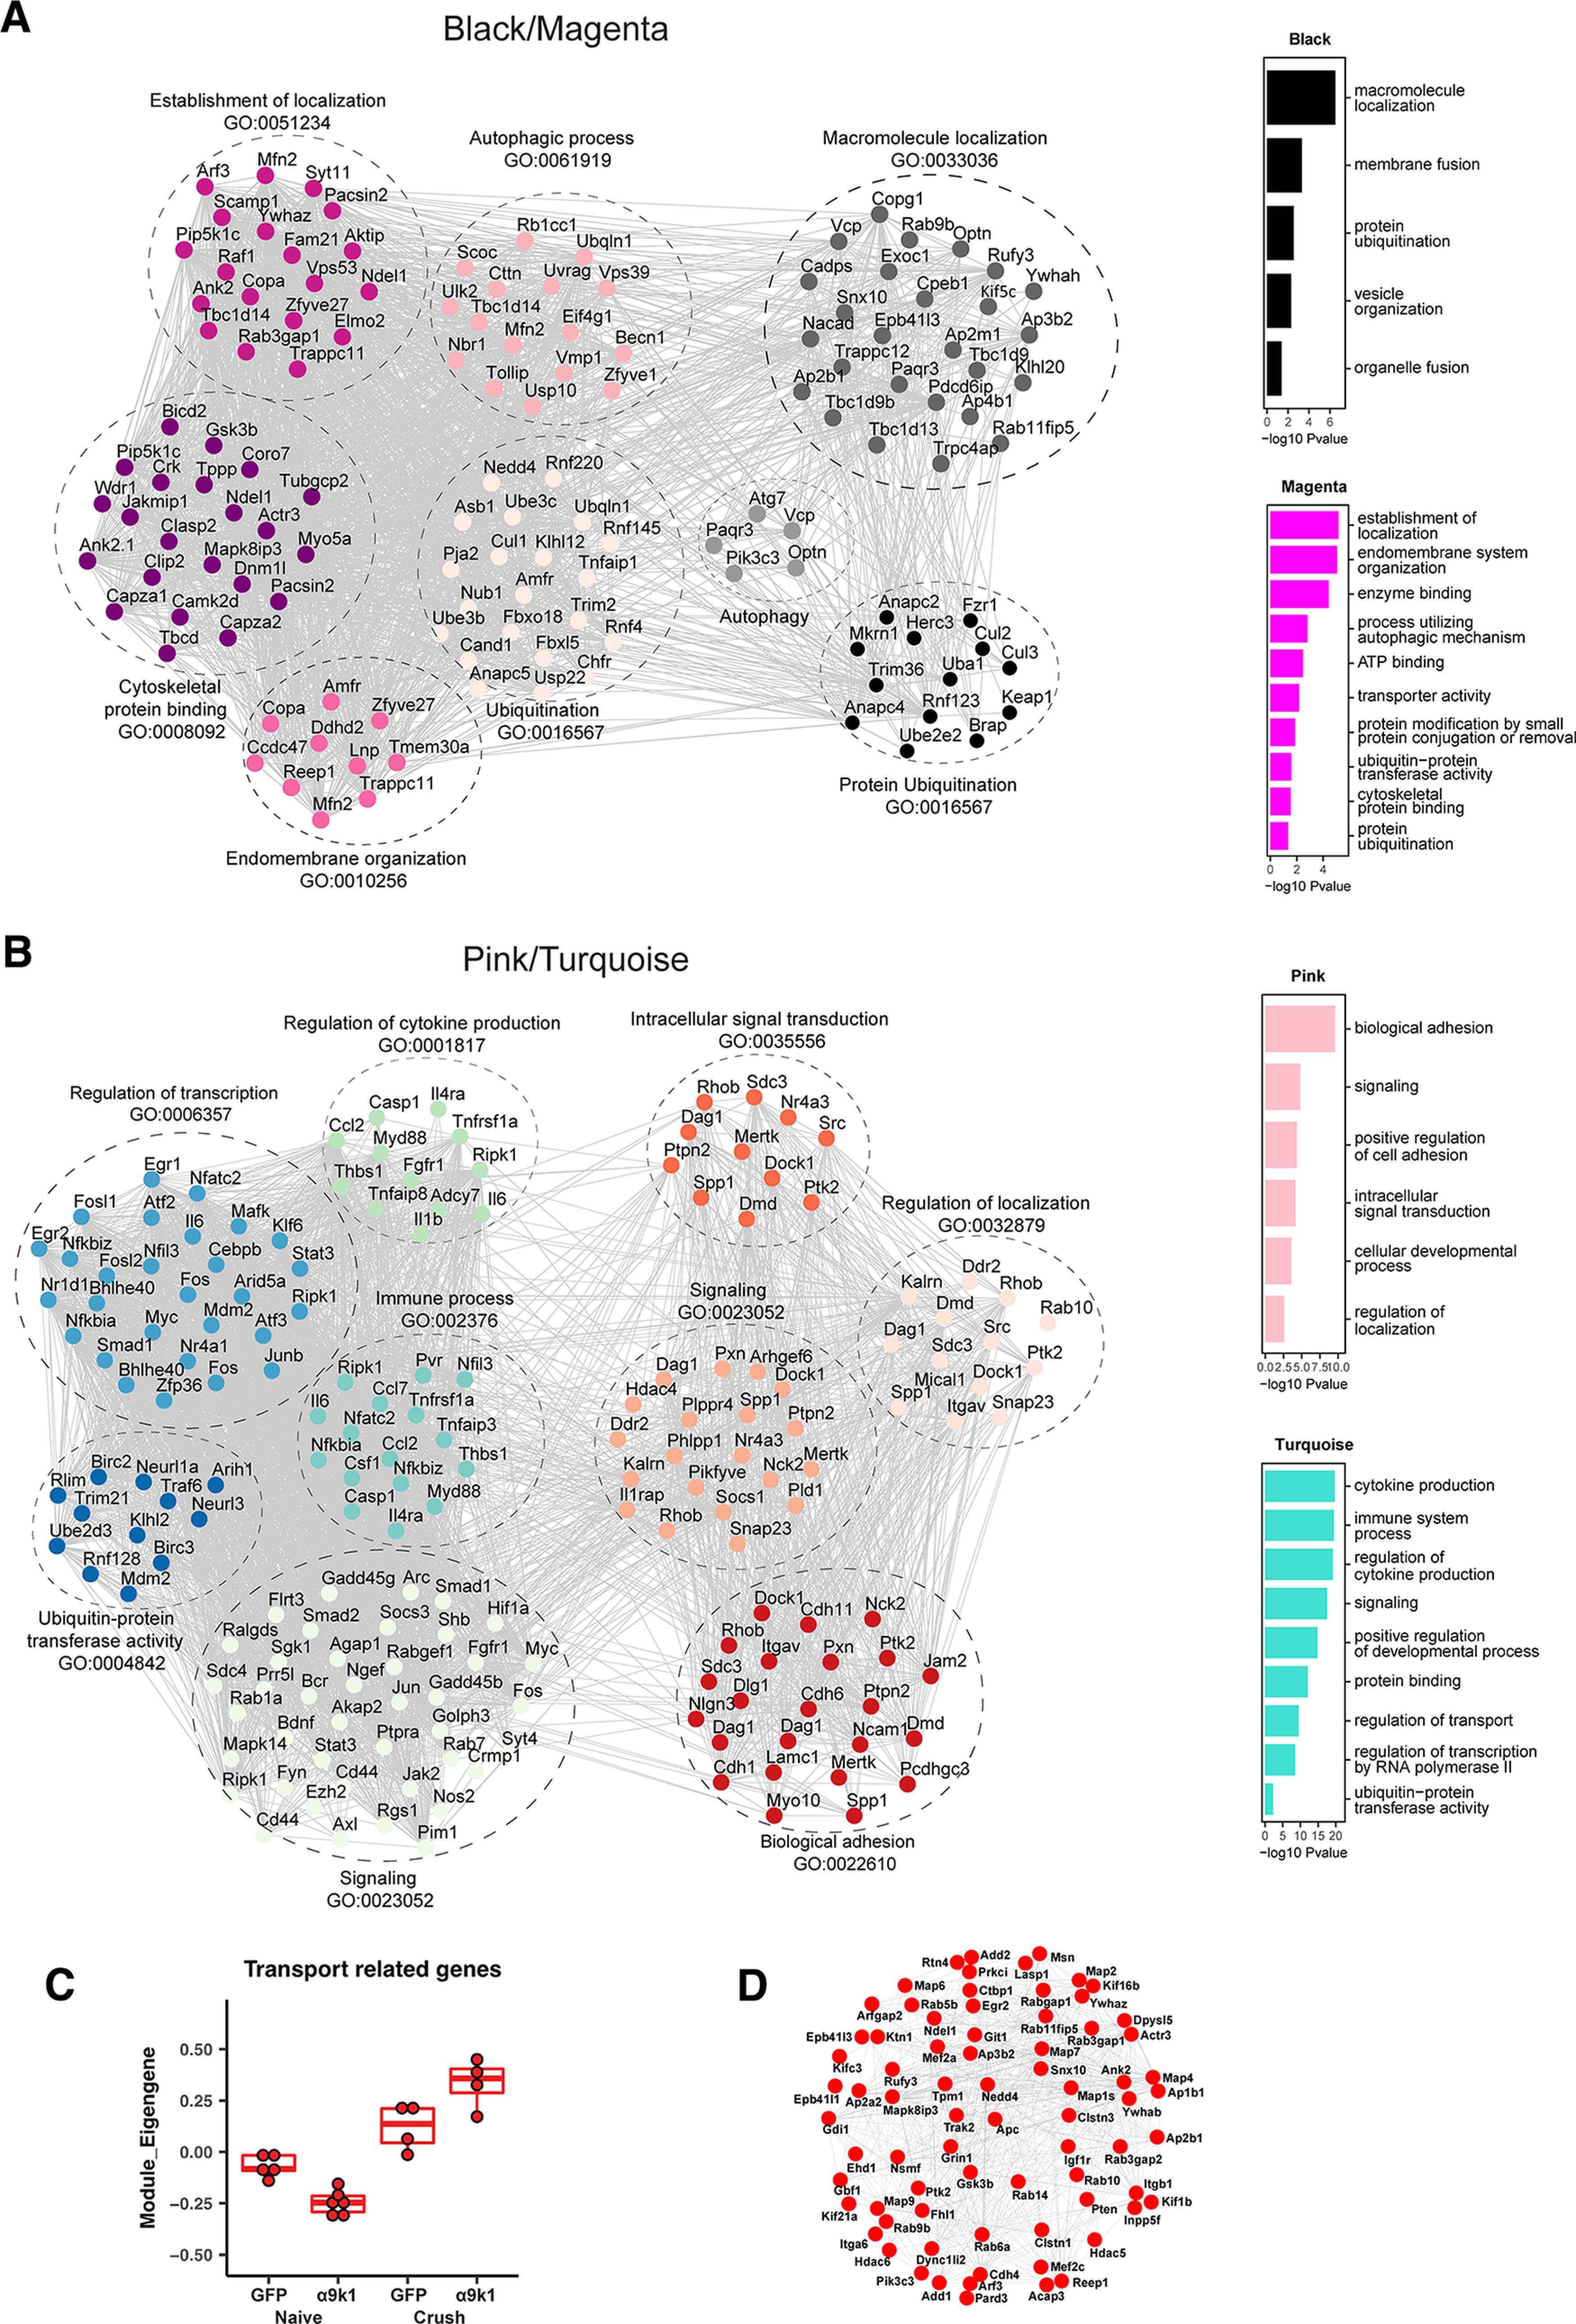
Gene co-expression networks of pink/turquoise and black/magenta modules. GO analysis was performed for the magenta/black modules associated with α9k1-driven axon regeneration and the pink/turquoise modules associated with α9k1 expression. Co-expression networks were plotted for top-ranked related GO terms. The GO term analysis for each of black, magenta, pink and turquoise modules are shown on the side, ranked by *p*-value using GO terms with an enrichment FDR < 0.05. Genes enriched in the top GO terms were manually checked on UniProt and Pubmed for relevance. Information on the individual genes and GO terms is shown in Extended Data Figure 7-1 for Cluster 1, magenta and black modules for the α9k1-crush (regeneration) group and Extended Data Figure 7-2 for Clusters 2 and 3, pink and turquoise modules for the α9k1-naive group. ***A***, The GO analysis of the α9-k1-regeneration-related magenta/black modules revealed that genes related to ubiquitinylation, autophagy, and endomembrane organization (with many endoplasmic reticulum-related molecules) had a high level of interaction. ***B***, For the pink/turquoise modules, these diagrams show extensive interactions between the inflammation, transcription, signaling, ubiquitin, and localization molecules that were regulated by expression of α9 integrin and kindlin-1, with or without dorsal root crush. ***C***, When focusing on transport and trafficking-related molecules in the magenta, black, pink, and turquoise modules, the α9k1-crush group upregulated the highest degree of transport-related molecules in the four modules which play a crucial role in axon regeneration. ***D***, The top 100 most connected or hub genes related to transport. These genes are also enriched in the RAG_Chandran and Transport_Koseki datasets in Figure 8*A*.

10.1523/JNEUROSCI.2076-22.2023.f7-1 Extended Data Figure 7-1 Genes upregulated in Cluster 1, magenta and black modules for the α9k1-crush (regeneration) group. These genes are associated with α9k1-driven axon regeneration. Expression changes in the clusters and modules are arranged by GO terms. The headings indicate the categories of GO terms, the italicised names in brackets are the names of individual GO terms. Further description is within the tables. The genes highlighted in green are found in the extended RAGs module from Chandran et al. (2016), demonstrating that there are very few RAGs in these modules/cluster. Download Figure 7-1, DOCX file.

10.1523/JNEUROSCI.2076-22.2023.f7-2 Extended Data Figure 7-2 Genes upregulated in Clusters 2 and 3, pink and turquoise modules for the α9k1-naive group. The genes are associated with the expression of α9 integrin and kindlin-1 without dorsal root crush. Expression changes in the clusters and modules are arranged by GO terms. The headings indicate the categories of GO terms, the italicized names in brackets are the names of individual GO terms. Further description is within the tables. The genes highlighted in green are found in the extended RAGs module from Chandran et al. (2016), demonstrating that many of the genes upregulated by α9 integrin and kindlin-1 expression are previously identified RAGs. Download Figure 7-2, DOCX file.

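The genes listed for Cluster 1 and the magenta and black modules in Extended Data Figure 7-1 number 185, and 184 of them are in the expression table. Between α9k1-crush and GFP-crush, 156 of these were above 0, with a median log2FC of 0.32 (camera adjusted p = 1.15e-10). Of these genes, 2 were called higher and 0 lower, both over all genes and when adjusted over the list alone, and 37 were higher at an unadjusted p under 0.05. In α9k1-naive versus GFP-naive, 117 were above 0 and the median was 0.08 (camera adjusted p = 0.00331, fry adjusted p = 0.112). Here 30 genes were called higher and 13 lower, or 22 and 10 when adjusted over the list alone. Between α9k1-crush and α9k1-naive, the median was 0.15 (camera adjusted p = 0.00188, fry adjusted p = 0.0664), and 0.08 without α9k1-naive replicate 4. The α9k1 effect was larger after crush, with a median interaction of 0.22 (camera adjusted p = 3.24e-04, fry adjusted p = 0.0232). The 89 genes listed for Cluster 1 alone were all above 0 in α9k1-crush versus GFP-crush, from 0.03 (Map4) to 2.19 (Rgs2), with a median of 0.55 (adjusted p = 1.24e-21). Of these, 2 were called over all genes and 22 when adjusted over the list alone. Their median in α9k1-naive versus GFP-naive was 0.21, with 26 genes called higher and 5 lower. In α9k1-crush versus α9k1-naive it was 0.20 (adjusted p = 0.00152), and 0.10 without α9k1-naive replicate 4, and their median interaction was 0.36 (adjusted p = 4.58e-07). Without covariates, the median of the 184 genes in α9k1-crush versus GFP-crush was 0.97.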

A distinctive set of transcripts representing a CNS regeneration program was upregulated only in the α9k1-crush condition (CNS regeneration group), seen in Cluster 1 and the magenta and black modules (Figs. 5*C*, 6*B*,*C*). The most significant GO terms included signaling, protein ubiquitination, autophagy, endomembrane system organization, transport/trafficking/localization, vesicle organization, and cytoskeletal protein binding (Figs. 5*C*, 7*A*). 

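Of the 254 genes listed for Cluster 2, Cluster 3 and the turquoise and pink modules in Extended Data Figure 7-2, 253 are in the expression table. In α9k1-naive versus GFP-naive, 246 of these were above 0 with a median log2FC of 0.80 (camera adjusted p = 3.69e-57), from -0.21 for Rnf111 to 6.39 for Il1b. This comparison called 187 of them higher, and 212 when adjusted over the list alone. In α9k1-crush versus GFP-crush, 218 were above 0 with a median of 0.49 (camera adjusted p = 3.12e-28), from -1.28 for Grb10 to 5.71 for Il6. There, 41 were called higher, or 74 when adjusted over the list alone. With dorsal root crush, the median of the list was -0.44 in GFP-crush versus GFP-naive, with 7 genes called higher and 115 lower, and -0.65 in α9k1-crush versus α9k1-naive, with 0 called higher and 74 lower.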

A different set of transcripts was associated with expression of α9k1 with or without dorsal root crush (mixed and isolated α9k1 programs). These genes appear in Clusters 2 and 3 and in the pink and turquoise modules (Figs. 5*D*,*E*, 7*B*) and represent immune processes, cytokine production, transcriptional regulation, biological adhesion, signaling, and ubiquitin-protein transferase activity. Gene networks of these genes and their curated terms are shown in Figure 7*A*,*B*. To visualize interactions between the selected genes, network interaction diagrams were made for the hub genes (kME > 0.85) enriched in black/magenta (Fig. 7*A*) module GO terms and for the pink/turquoise gene networks (Fig. 7*B*). These networks reveal a rich set of interactions that couple the biological processes related to α9k1 signaling in distinct patterns depending on their relationship to central sensory axon regeneration in the spinal cord.

### Expression of integrin and kindlin upregulates the PNS regeneration program

Analysis of the expression level clustering and co-expression network module analyses were performed to examine correspondence between transcripts in Clusters 2, 3 and the pink and turquoise modules that were upregulated by α9k1 expression (Figs. 5*D*,*E*, 7*B*). 

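All 54 genes listed for Cluster 2 were above 0 in α9k1-naive versus GFP-naive, with a median log2FC of 0.56 (camera adjusted p = 1.03e-17). Of these, 34 were called higher, or 45 when adjusted over the list alone. In α9k1-crush versus GFP-crush the median was 0.21 (camera adjusted p = 0.157), with 0 genes called and 2 at an unadjusted p under 0.05. After crush, the median was -0.60 with GFP and -1.03 with α9k1. The interaction had a median of -0.40 (camera adjusted p = 5.63e-09, fry adjusted p = 0.133). The paper's category of cell adhesion and cytoskeleton holds 66 genes of the expression table, of which 64 were above 0 in α9k1-naive versus GFP-naive, with a median of 0.51 (camera adjusted p = 9.17e-15). In this category, 33 genes were called higher, or 44 when adjusted over the list alone.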

Cluster 2 includes mRNAs related to cell adhesion, integrin binding, and signaling (Fig. 5*D*). 

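Of the 100 genes listed for Cluster 3, 99 were above 0 in α9k1-naive versus GFP-naive and 97 in α9k1-crush versus GFP-crush. The median log2FC was 1.26 in the first comparison (camera adjusted p = 3.66e-59) and 1.13 in the second (adjusted p = 1.37e-47). The first called 90 of them higher (97 when adjusted over the list alone) and the second 30 (56 when adjusted over the list alone). By the categories of Extended Data Figure 7-2, the median in α9k1-naive versus GFP-naive was 1.52 for the 37 transcription factors (adjusted p = 7.50e-43), 1.59 for the 53 immune response genes (adjusted p = 5.19e-49) and 0.82 for the 121 signaling genes (adjusted p = 4.51e-43). Called higher were 36 of the transcription factors, 50 of the immune response genes and 94 of the signaling genes, or 37, 50 and 102 when adjusted over each list alone.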

Cluster 3 GO terms of interest include actin skeleton, early endosomes, inflammatory immune response, MAPK cascade, and transcription factors (Fig. 5*E*).

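Klf4, Klf6, Jun, Myc, Atf3, Egr1, Egr2, Smad1, Stat3, Fos, Fosl1 and Fosl2 and the C/EBP family (Cebpa, Cebpb and Cebpd) make 15 genes, of which 14 are in the expression table. In α9k1-naive versus GFP-naive, every one of these 14 was called higher at equal covariates, over all genes and when adjusted over the list alone. The median log2FC was 1.52 (camera adjusted p = 3.65e-22). The paper names these factors from its Cluster 3, whose genes were selected as higher with α9k1 in the same libraries. Their rise is therefore not independent evidence. The largest increase was that of Fosl1 (ENSMUSG00000024912, chromosome 19, 5447703 to 5455945), from 1.61 ± 0.27 (SD, n = 5) in GFP-naive to 6.11 ± 0.24 (n = 6) in α9k1-naive (log2FC 4.41, standard error 0.20, adjusted p = 1.87e-09; exact permutation test, p = 0.0022). Fosl1 overlaps an exon of Ccdc85b on the other strand. The smallest at equal covariates was that of Smad1 (ENSMUSG00000031681, chromosome 8, 79338395 to 79399518; log2FC 0.72, standard error 0.18, adjusted p = 0.00966). In deposited values Klf4 rose least, from 3.42 ± 0.14 (SD, n = 5) in GFP-naive to 3.68 ± 0.40 (n = 6) in α9k1-naive, with overlapping groups. Leaving out Jun, Fos and Egr1, which are on the list of immediate early and dissociation genes, the other 11 factors had a median of 1.71 (adjusted p = 3.67e-18). Egr2, Atf3 and Myc, which are not on that list, are among the 11. The immediate early and dissociation genes themselves had a median of 0.99 in this comparison. A response of the 11 factors to dissociation was not tested, so their rise does not exclude it.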

The transcription factor term in Cluster 3 is of particular interest since it contains many of the traditional regeneration-associated molecules (RAGs), including the recognized transcription factor RAGs Klf4, Klf6, Jun, Myc, Atf3, Egr1, Egr2, Smad1, Stat3, Fos, Fosl1, Fosl2, and Cebp. A larger list of regeneration-related mRNAs was identified previously (Chandran et al., 2016; *Chandran RAGs list*). Many of these appear in Cluster 3 and pink and turquoise modules in the transcription factor, inflammation and signaling GO terms [transcripts that appear in our Cluster 3, pink and turquoise, and also in Chandran et al. (2016), RAGs modules are highlighted in green in Extended Data Fig. 7-2].

Given this overlap, we next asked whether the integrin-driven changes resemble those that occur during PNS regeneration. Over-representation analysis revealed a strong correlation between the pink and turquoise modules and genes upregulated during PNS regeneration in a previous study (Chandran et al., 2016; Fig. 8*A*). A correlation analysis using rank–rank hypergeometric overlap (RRHO) heatmaps compared the logFCs of the experimental groups versus GFP controls, and a study (not previously published) of mRNA changes after sciatic nerve crush, comparing DRG neurons FACS-purified 1 and 5 d after axotomy with controls (GSE188776). There was a strong correlation between changes in the α9k1-naive group and changes after PNS axotomy (Fig. 8*B*). Dorsal root crush injury alone, comparing the GFP-naive with the GFP-lesion group did not upregulate any of these factors. These findings indicate that signaling downstream of activated integrins is sufficient to activate a regeneration program. This regeneration program leads to a pattern of mRNA expression that closely resembles that caused by peripheral nerve axotomy and subsequent regeneration, and includes most of the major recognized RAGs.

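In GFP-crush versus GFP-naive, all 14 factors in the expression table were below 0, with a median log2FC of -0.94 (camera adjusted p = 7.60e-10). Of these, 11 were called lower, or 12 when adjusted over the list alone. The lowest was Egr2 (ENSMUSG00000037868, chromosome 10, 67535475 to 67542188), which fell from 6.23 ± 0.25 (SD, n = 5) in GFP-naive to 4.85 ± 0.31 (n = 4) in GFP-crush (log2FC -1.39, standard error 0.20, adjusted p = 5.89e-04), and the nearest to 0 was Stat3 (-0.14). With α9k1, the same factors had a median of -0.65 in α9k1-crush versus α9k1-naive, all below 0, with 5 called lower.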

**Figure 8.**
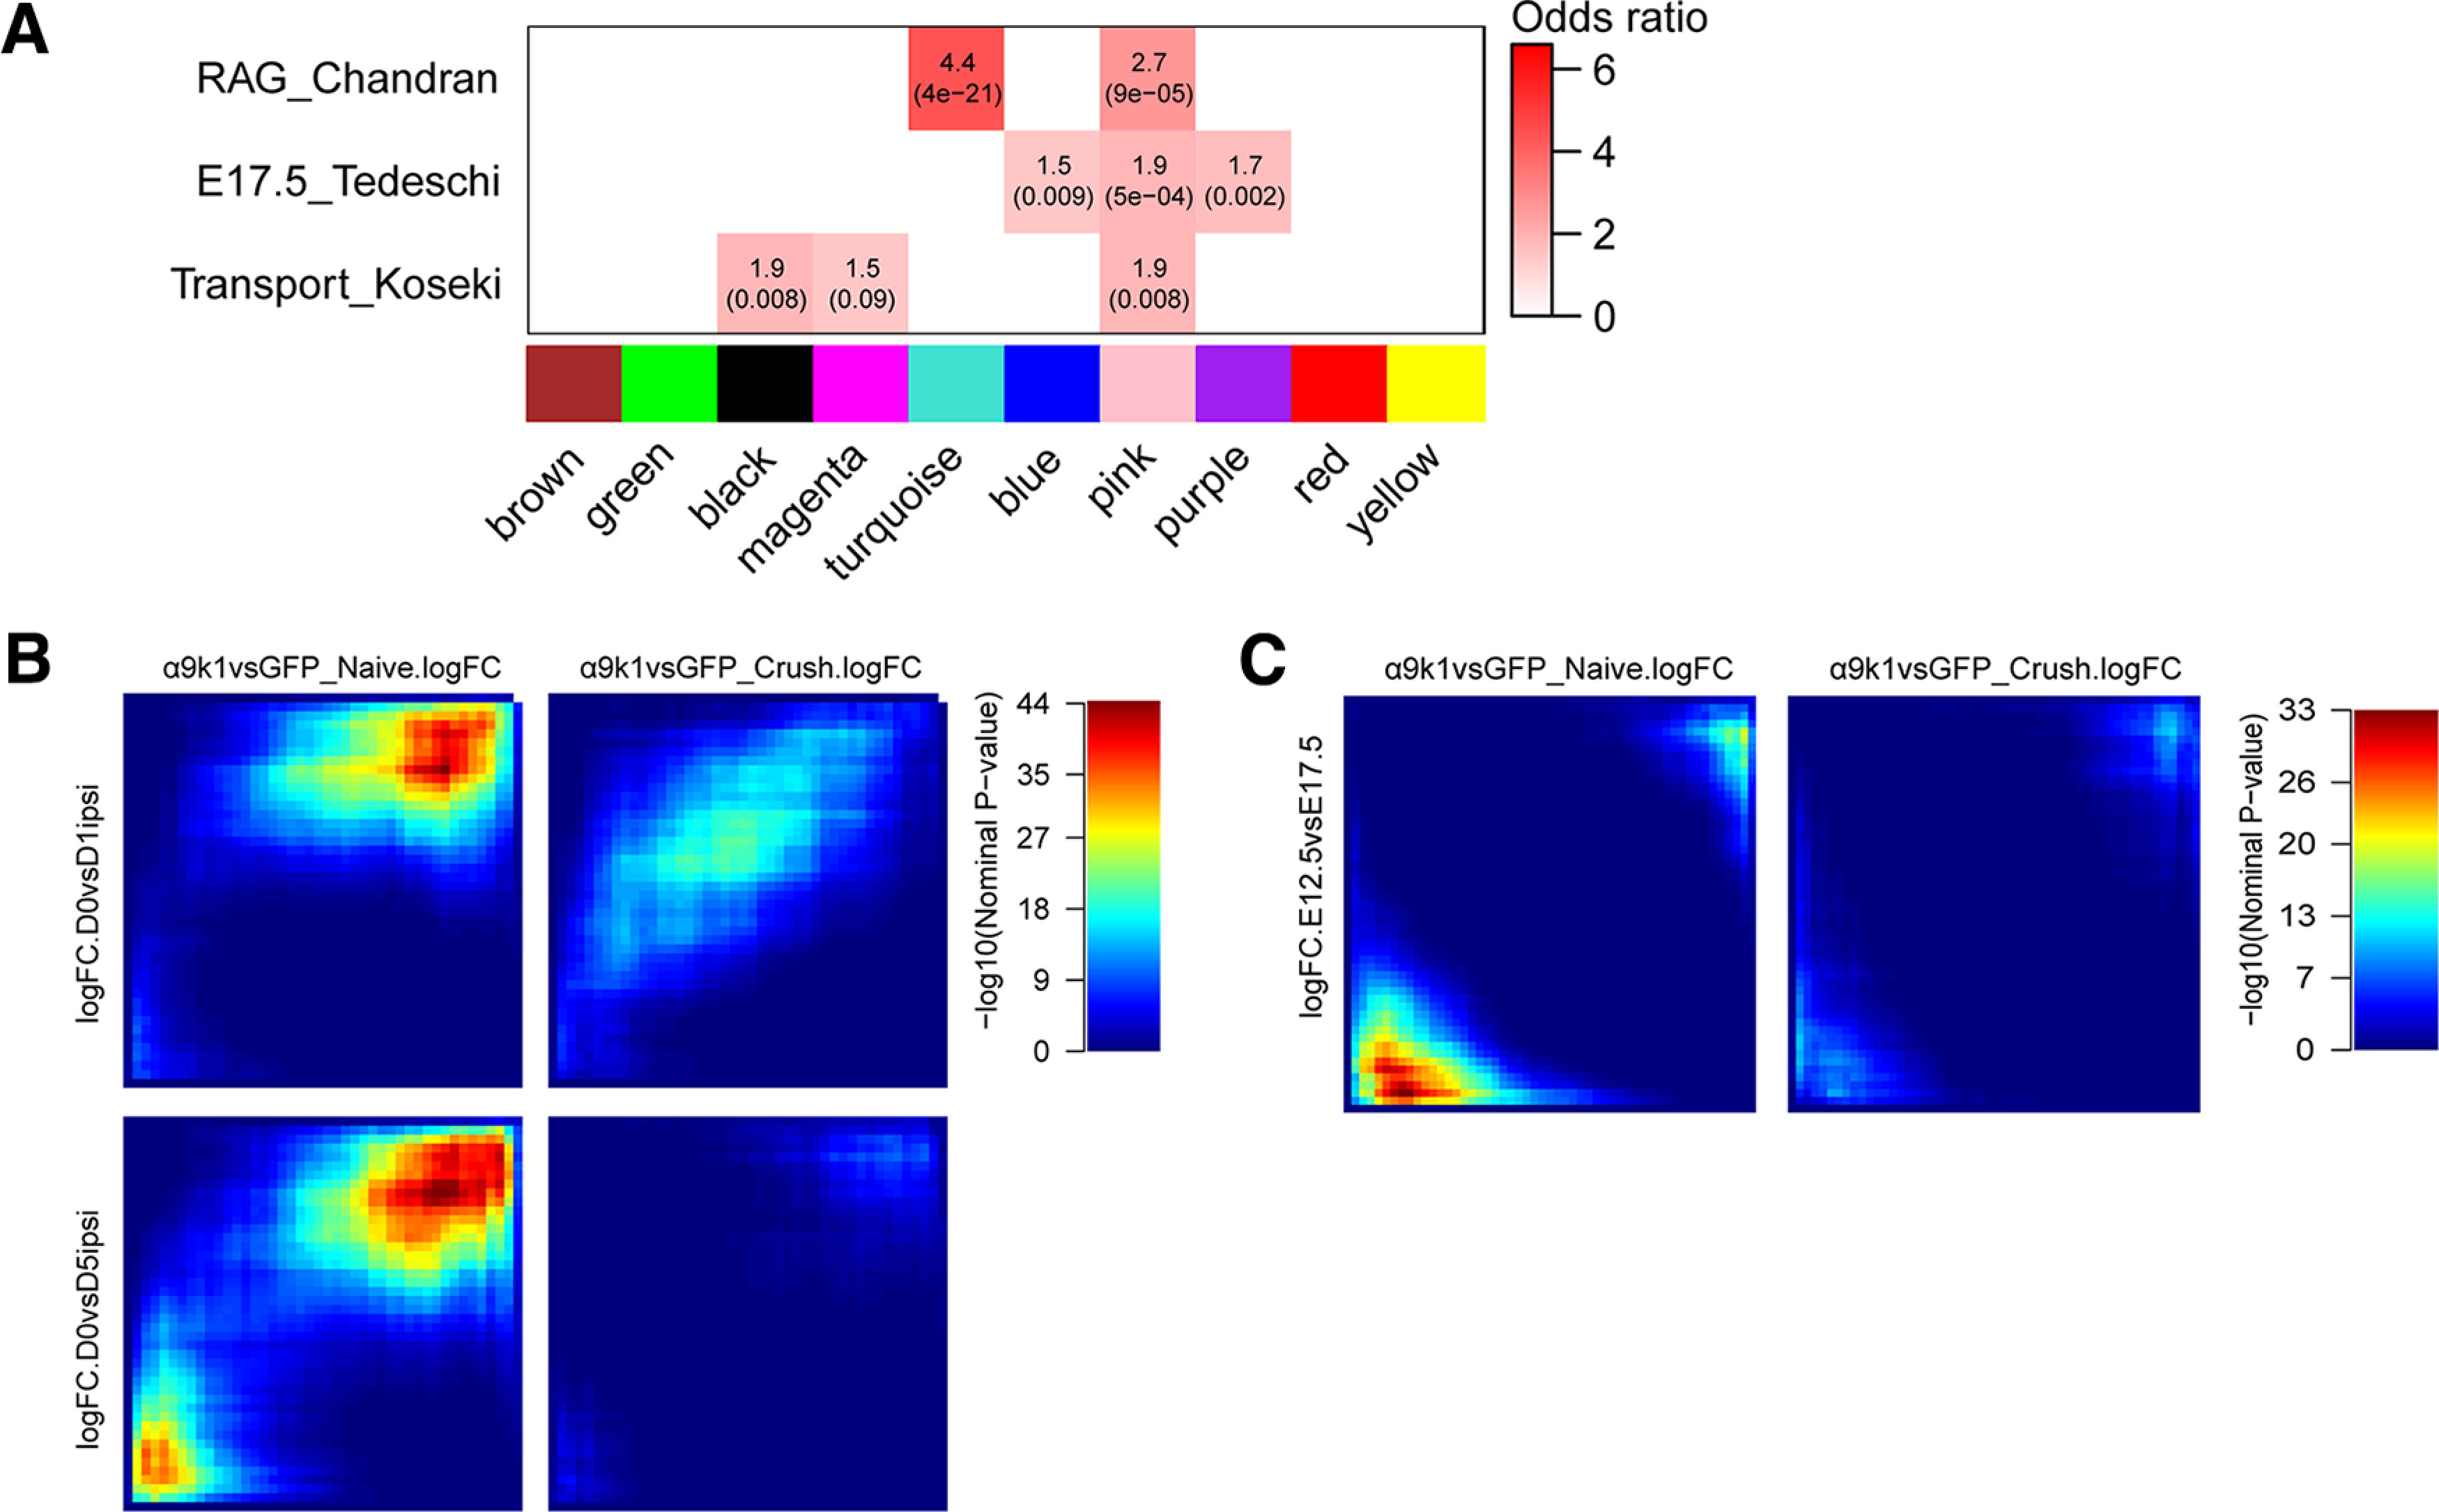
Correlations with PNS regeneration and development. ***A***, Gene overlap analysis was performed to determine whether modules regulated by α9k1 are enriched with known gene signatures previously published. Comparisons are between a gene set activated during peripheral nerve regeneration (RAG_Chandran; Chandran et al., 2016), genes associated with DRG neuronal development (E8_Tedeschi; Tedeschi et al., 2016), or the genes associated with neuronal trafficking (Transport_Koseki; Koseki et al., 2017). In the enrichment heatmap, numbers shown are odds ratio indicating the possibility of enrichment, with hypergeometric *p*-value in parenthesis. ***B***, RRHO maps comparing ranked logFC of genes from the α9k1 data and the logFC of same genes from DRGs with sciatic nerve injury. The α9k1-naive group is correlated with the peripherally injured DRGs, especially the downregulated genes on both time points, 1 and 5 d after axotomy (top right corner). Each pixel represents the overlap between genes from two different datasets, color-coded according to the -log10 *p*-value of a hypergeometric test (step size = 200). On each map, the extent of shared upregulated genes is displayed in the top right corners, whereas shared downregulated genes are displayed in the bottom left corners. ***C***, RRHO maps comparing ranked logFC of genes from the α9k1 data and the logFC of same genes from embryonic DRG neurons at E12.5 and E17.5. However, there were no significant correlation between any of the experimental groups, and genes expressed during embryonic axon growth.

### Spinal cord regeneration is associated with upregulation of a CNS regeneration program

A distinct set of genes was associated only with the α9k1-crush (CNS regeneration) group. 

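The 14 RAG transcription factors had a median log2FC of 2.14 in α9k1-crush versus GFP-crush (camera adjusted p = 1.25e-28), and all were above 0. Of these, 11 were called higher, or 13 when adjusted over the list alone. The paper drew these factors from a cluster of genes higher with α9k1, so their rise is not independent evidence here either. Without covariates the median was 1.58, with 13 called higher and Klf4 below 0 (-0.03). At equal covariates, their α9k1 effect was not shown to differ between crushed and naive ganglia (median interaction 0.26, adjusted p = 0.799), with genes going both ways, from -1.21 for Fosl1 to 1.05 for Egr2. Without covariates the median interaction was -0.27, past the threshold under camera and not under fry, and those of Fosl1 (-1.78), Atf3 (-0.89), Jun (-0.57), Cebpd (-0.49) and Egr2 (0.70) were called. Fosl2 (ENSMUSG00000029135, chromosome 5, 32135801 to 32157842) averaged 5.06 ± 0.25 (SD, n = 4) in α9k1-crush and 1.99 ± 0.20 (n = 4) in GFP-crush (log2FC 3.42, standard error 0.36, adjusted p = 2.74e-04). Myc (ENSMUSG00000022346, chromosome 15, 61985341 to 61990374) averaged 6.97 ± 0.34 and 4.32 ± 0.36 in the same groups (log2FC 3.20, standard error 0.46, adjusted p = 0.00308), and Fosl1 3.82 ± 0.17 and 1.11 ± 0.40 (log2FC 3.20, standard error 0.44, adjusted p = 0.00247). Stat3 (ENSMUSG00000004040, chromosome 11, 100885098 to 100939540) averaged 7.52 ± 0.073 and 6.41 ± 0.068. At equal covariates its log2FC was 0.57 (standard error 0.25, adjusted p = 0.522), and without covariates it was called, at 1.10. In α9k1-naive versus GFP-naive, the log2FC was 3.01 for Myc and 1.17 for Stat3. Smad1 had a log2FC of 0.40 in α9k1-crush versus GFP-crush (adjusted p = 0.819), which was called without covariates (0.47) and was -0.06 with only the 2 groups compared in the fit.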

We observed that most of the genes described above that were upregulated in the α9k1-naive group, many of which were recognized RAGs such as Atf3, Myc, Fosl, Stat3 also remained upregulated in the α9k1-crush group (Fig. 4). However, we observed another set of genes specifically upregulated only in the α9k1-crush group. These transcripts were found in Cluster 1 (Fig. 5*C*), and in the magenta and black modules (Fig. 6*B*,*C*). Gene ontology analysis of these clusters and modules shows that many of these genes are enriched in biological processes related to autophagy, ubiquitination, endoplasmic reticulum and signaling (Figs. 5*C*, 7*A*), which were involved in most of the top GO terms. Transcripts curated for relevance are shown in the network diagram (Fig. 7*A*) and the table of mRNAs associated with GO terms (Extended Data Fig. 7-1). Comparison with a previous network of molecules related to axonal transport and trafficking also showed strong correlations, revealing a set of densely networked molecules mostly associated with endosomal transport (Figs. 7*C*,*D*, 8*A*; Koseki et al., 2017). Network analysis revealed that these groups of molecules were highly co-expressed (Fig. 7*A*). Interestingly, in contrast to the pink and turquoise modules, very few of the genes in the regeneration-related cluster and modules were recognized RAGs (as highlighted in Extended Data Fig. 7-2), apart from the kinase Camk2d, vesicle-related Pdcd6ip, autophagy-related Tbc1d14, and ubiquitin-related Usp4 and Lnx1, all of which appear in the Chandran et al., RAGs list. In addition, two casein kinases, CSNK1D and CSNK1A1, were upregulated in the α9k1-crush condition, which was of interest because association of casein kinases with axon regeneration has been reported previously (Ayad et al., 2016).

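Camk2d, Pdcd6ip, Tbc1d14, Usp4 and Lnx1 had a median log2FC of -0.01 in α9k1-crush versus GFP-crush (camera adjusted p = 0.669). None was called over all genes (0 genes, with 1 at an unadjusted p under 0.05), and Tbc1d14 was called when adjusted over the list alone. Tbc1d14 (ENSMUSG00000029192, chromosome 5, 36490604 to 36593276) averaged 5.22 ± 0.19 (SD, n = 4) in α9k1-crush and 3.59 ± 0.24 (n = 4) in GFP-crush (log2FC 1.04, standard error 0.30, adjusted p = 0.219; exact permutation test, p = 0.029). The log2FC of the others was 0.11 for Camk2d (ENSMUSG00000053819, chromosome 3, 126596302 to 126846326), -0.034 for Pdcd6ip (ENSMUSG00000032504, chromosome 9, 113651744 to 113708259), -0.01 for Usp4 (ENSMUSG00000032612, chromosome 9, 108347853 to 108392545) and -0.91 for Lnx1 (ENSMUSG00000029228, chromosome 5, 74592447 to 74702912), whose exons overlap Fip1l1. Without covariates, all 5 were called higher, at 1.63 for Tbc1d14, 1.01 for Camk2d, 0.88 for Pdcd6ip, 0.80 for Usp4 and 0.77 for Lnx1. The sign of the small differences depended on single libraries: Camk2d was at -0.22 without GFP-crush replicate 2, Pdcd6ip at 0.099 without GFP-naive replicate 1 and 0.19 without GFP-crush replicate 2, and Usp4 above 0 in 8 of the 19 fits that each left out 1 library, up to 0.085 without GFP-naive replicate 1. From Cluster 1 and the magenta and black modules, the paper concludes that neurons regenerating in the spinal cord express a CNS regeneration program distinct from the RAG program. It also draws on comparisons with published gene sets and sciatic nerve data. In addition, it tested inhibitors of ubiquitination, autophagy and casein kinases in vitro. Those comparisons and experiments were not analysed here.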

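Csnk1d (ENSMUSG00000025162, chromosome 11, 120961749 to 120991330) averaged 6.92 ± 0.15 (SD, n = 4) in α9k1-crush and 6.27 ± 0.21 (n = 4) in GFP-crush. Csnk1a1 (ENSMUSG00000024576, chromosome 18, 61555274 to 61590061) averaged 7.50 ± 0.063 (n = 4) and 6.79 ± 0.094 (n = 4). For both genes the groups did not overlap (exact permutation test, p = 0.029 for each). At equal covariates, the log2FC was 0.80 for Csnk1a1 (standard error 0.21, adjusted p = 0.136) and 0.59 for Csnk1d (standard error 0.28, adjusted p = 0.57), so that 0 of the 2 genes were called and 1 had an unadjusted p under 0.05. As a pair, adjusted over the list alone, both were called (camera adjusted p = 0.0059 for the pair). Without covariates both were called, at 0.71 and 0.65. Csnk1a1 was also called with the filter on low values (0.80), with trend and robust (0.80) and with array weights (0.79). Relative to α9k1-naive, the log2FC in α9k1-crush was 0.36 for Csnk1a1 (adjusted p = 0.231) and 0.50 for Csnk1d (adjusted p = 0.239). The α9k1 effect on Csnk1a1 was larger after crush by 0.78 (interaction, adjusted p = 0.0752), a difference that was not called in 9 of the 19 fits that each left out 1 library.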

### Comparison with gene expression during development

While regeneration shares mechanisms with embryonic development, the molecules involved are often different and expression changes after mammalian spinal cord injury generally do not closely recapitulate development (Harty et al., 2003; Nacu and Tanaka, 2011; Seifert et al., 2019). However, a study of expression changes in cortical neurons regenerating their axons into spinal embryonic grafts found a partial recapitulation of the embryonic gene expression pattern (Poplawski et al., 2020). A recent profiling study of peripheral nerve regeneration has found only minor correlation between the changes after peripheral axotomy and embryonic development (Renthal et al., 2020).

We compared overlap between our modules with embryonic expression in sensory neurons in the database of Tedeschi et al. (2016) using Fisher's exact test (Materials and Methods). The pink module showed modest overlap with embryonic day (E)17.5 DRG expression in the initial eigengene correlation module analysis (Fig. 8*A*). We also compared the logFCs of genes in the experimental groups with gene expression in embryonic DRGs at E12.5 and E17.5 (Tedeschi et al., 2016) using the RRHO analysis (Fig. 8*C*). There was no significant correlation between any of the experimental groups, and genes expressed during embryonic axon growth (logFC E12.5 vs E17.5). Of the ubiquitin-related and autophagy genes upregulated in our regeneration group, there were no or minor changes between adult versus embryonic in the Tedeschi database. Thus, we observed only modest recapitulation of the embryonic expression pattern following α9k1 expression and regeneration after crush injury.

### Transcriptional regulation of the PNS and CNS regeneration programs

To identify potential TF activators and repressors that might regulate the PNS and CNS regeneration programs, we performed a TF enrichment analysis in the promotors of the genes in key regeneration associated modules (Materials and Methods). We aimed to identify TFs that are both present and have regulatory targets in the modules representing the PNS and CNS programs. For the PNS regeneration program there are many potential regulators. 

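Jun, Junb, Egr1, Rela, Crem, Atf2, Atf3, Fos, Cebpd, Runx2, Stat3 and Bhlhe40 had a median log2FC of 1.32 in α9k1-naive versus GFP-naive (camera adjusted p = 6.30e-12), with 10 called higher and 1 lower. In α9k1-crush versus GFP-crush the median was 1.31 (adjusted p = 6.87e-13), with 6 called higher, or 10 when adjusted over the list alone. The paper names these factors as regulated by integrin expression in the same libraries, so the tests are not independent evidence. Runx2 (ENSMUSG00000039153, chromosome 17, 44495987 to 44814797) was the gene called lower (log2FC -1.07, standard error 0.38, adjusted p = 0.0542), and it was not called without α9k1-naive replicate 6 (-0.57). Its exons overlap Runx2os1 on the other strand. Rela (ENSMUSG00000024927, chromosome 19, 5637483 to 5648130) was not called in α9k1-naive versus GFP-naive (log2FC 0.18, standard error 0.17, adjusted p = 0.485), but was without covariates (0.30). After crush, the log2FC of Runx2 was -1.38 and that of Rela 0.084, neither called. Rela was below 0 without GFP-naive replicate 1 (by less than 0.01), without α9k1-naive replicates 2 (-0.032) and 4 (-0.12) and without α9k1-crush replicate 2 (-0.020).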

Many TFs in the RAGs module from Chandran et al., were regulated by integrin expression and have binding sites in the pink and turqoise modules, including Jun, JunB, Egr1, Rela, Crem, Atf2, Atf3, Fos, Cebpd, Runx2, Stat3, and Bhlhe40. 

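Atf3 (ENSMUSG00000026628, chromosome 1, 191170296 to 191218039) averaged 10.09 ± 0.061 (SD, n = 6) in α9k1-naive and 7.08 ± 0.11 (n = 5) in GFP-naive (log2FC 2.99, standard error 0.17, adjusted p = 1.19e-08; exact permutation test, p = 0.0022). In the crush groups it averaged 8.64 ± 0.33 (SD, n = 4) with α9k1 and 6.52 ± 0.22 (n = 4) with GFP (log2FC 2.16, standard error 0.36, adjusted p = 0.00893). With each library left out in turn, the latter log2FC ranged from 2.01 to 2.64. Dorsal root crush lowered Atf3 by a log2FC of -0.59 with GFP (adjusted p = 0.0308) and of -1.42 with α9k1 (adjusted p = 0.0134).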

The expression pattern of Atf3 is shown as an example (Fig. 9*A*). However, fewer transcription factors were found in the black and magenta modules representing the CNS regeneration program. As potential regulators of ubiquitination, autophagy, ER, localization and cytoskeletal binding genes that appear in the modules associated with the CNS regeneration program we identifed Mef2a, Runx3, E2f4, and Yy1 (Fig. 9*B*). These molecules have high kME values consistent with hub roles in their modules. TF enrichment analysis predicts many connections between these TFs and the CNS regeneration program targets (Fig. 9*C*). Expression levels across the experimental groups show that Runx3 and Mef2a are upregulated in the α9k1-crush condition (CNS regeneration) correlating with their presence in the black and magenta modules, while transcriptional repressor Yy1 and E2f4 from the purple module (downregulated in α9k1-crush) are downregulated (Fig. 9*B*).

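Runx3 (ENSMUSG00000070691, chromosome 4, 135120652 to 135177990) averaged 3.59 ± 0.48 (SD, n = 4) in α9k1-crush and 2.51 ± 0.50 (n = 4) in GFP-crush, with overlapping groups (exact permutation test, p = 0.086). At equal covariates its log2FC was -0.22 (standard error 0.65, adjusted p = 0.957). It ranged from -0.55 to 0.22 with each library left out in turn and was positive without GFP-naive replicate 1 (0.22), without GFP-crush replicate 2 (0.16) and without α9k1-crush replicate 4 (0.0017). Without covariates Runx3 was called, at 1.08. Mef2a (ENSMUSG00000030557, chromosome 7, 67231163 to 67372858), which shares exon sequence with Lysmd4, averaged 5.54 ± 0.12 (SD, n = 4) in α9k1-crush and 4.23 ± 0.25 (n = 4) in GFP-crush, without overlap (exact permutation test, p = 0.029). At equal covariates its log2FC was 0.75 (standard error 0.32, adjusted p = 0.504), from 0.65 to 0.95 with each library left out, and without covariates it was called, at 1.30. Yy1 (ENSMUSG00000021264, chromosome 12, 108792973 to 108816632) averaged 2.53 ± 0.19 (SD, n = 4) and 2.61 ± 0.43 (n = 4) in these groups (exact permutation test, p = 0.74), with a log2FC of 0.49 (standard error 0.46, adjusted p = 0.816). Its log2FC was -0.088 without covariates and -0.47 with only the 2 groups compared in the fit. E2f4 (ENSMUSG00000014859, chromosome 8, 105297663 to 105305369) averaged 3.97 ± 0.12 (SD, n = 4) and 4.19 ± 0.073 (n = 4) (exact permutation test, p = 0.029). Its log2FC at equal covariates was 0.063 (standard error 0.26, adjusted p = 0.971), from -0.13 to 0.20 with each library left out in turn, with negative values without GFP-naive replicate 1 (-0.13) and without α9k1-naive replicate 4 (-0.01). Without covariates E2f4 was called lower (-0.22), and it was -0.02 in median-centred samples, -0.01 after quantile normalization and -0.26 with only the 2 groups compared in the fit. The 4 genes had a median log2FC of 0.27 (camera adjusted p = 0.313), with 0 called and 1 at an unadjusted p under 0.05.

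**Figure D4:**
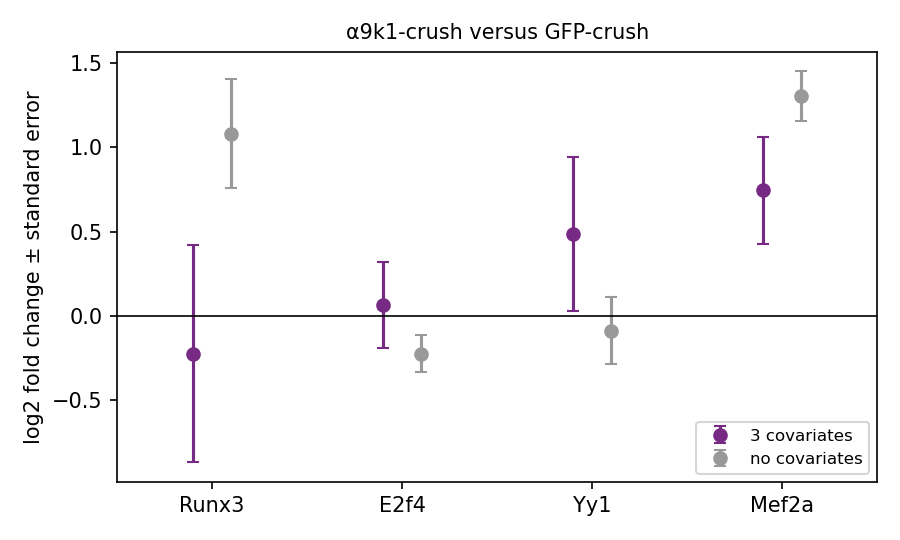
Log2FC ± standard error of Runx3, E2f4, Yy1 and Mef2a in α9k1-crush versus GFP-crush, with AlignSeq.PC1 to AlignSeq.PC3 as covariates (purple) and without covariates (grey). For Runx3 the value is -0.22 with the covariates and 1.08 without.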

**Figure 9.**
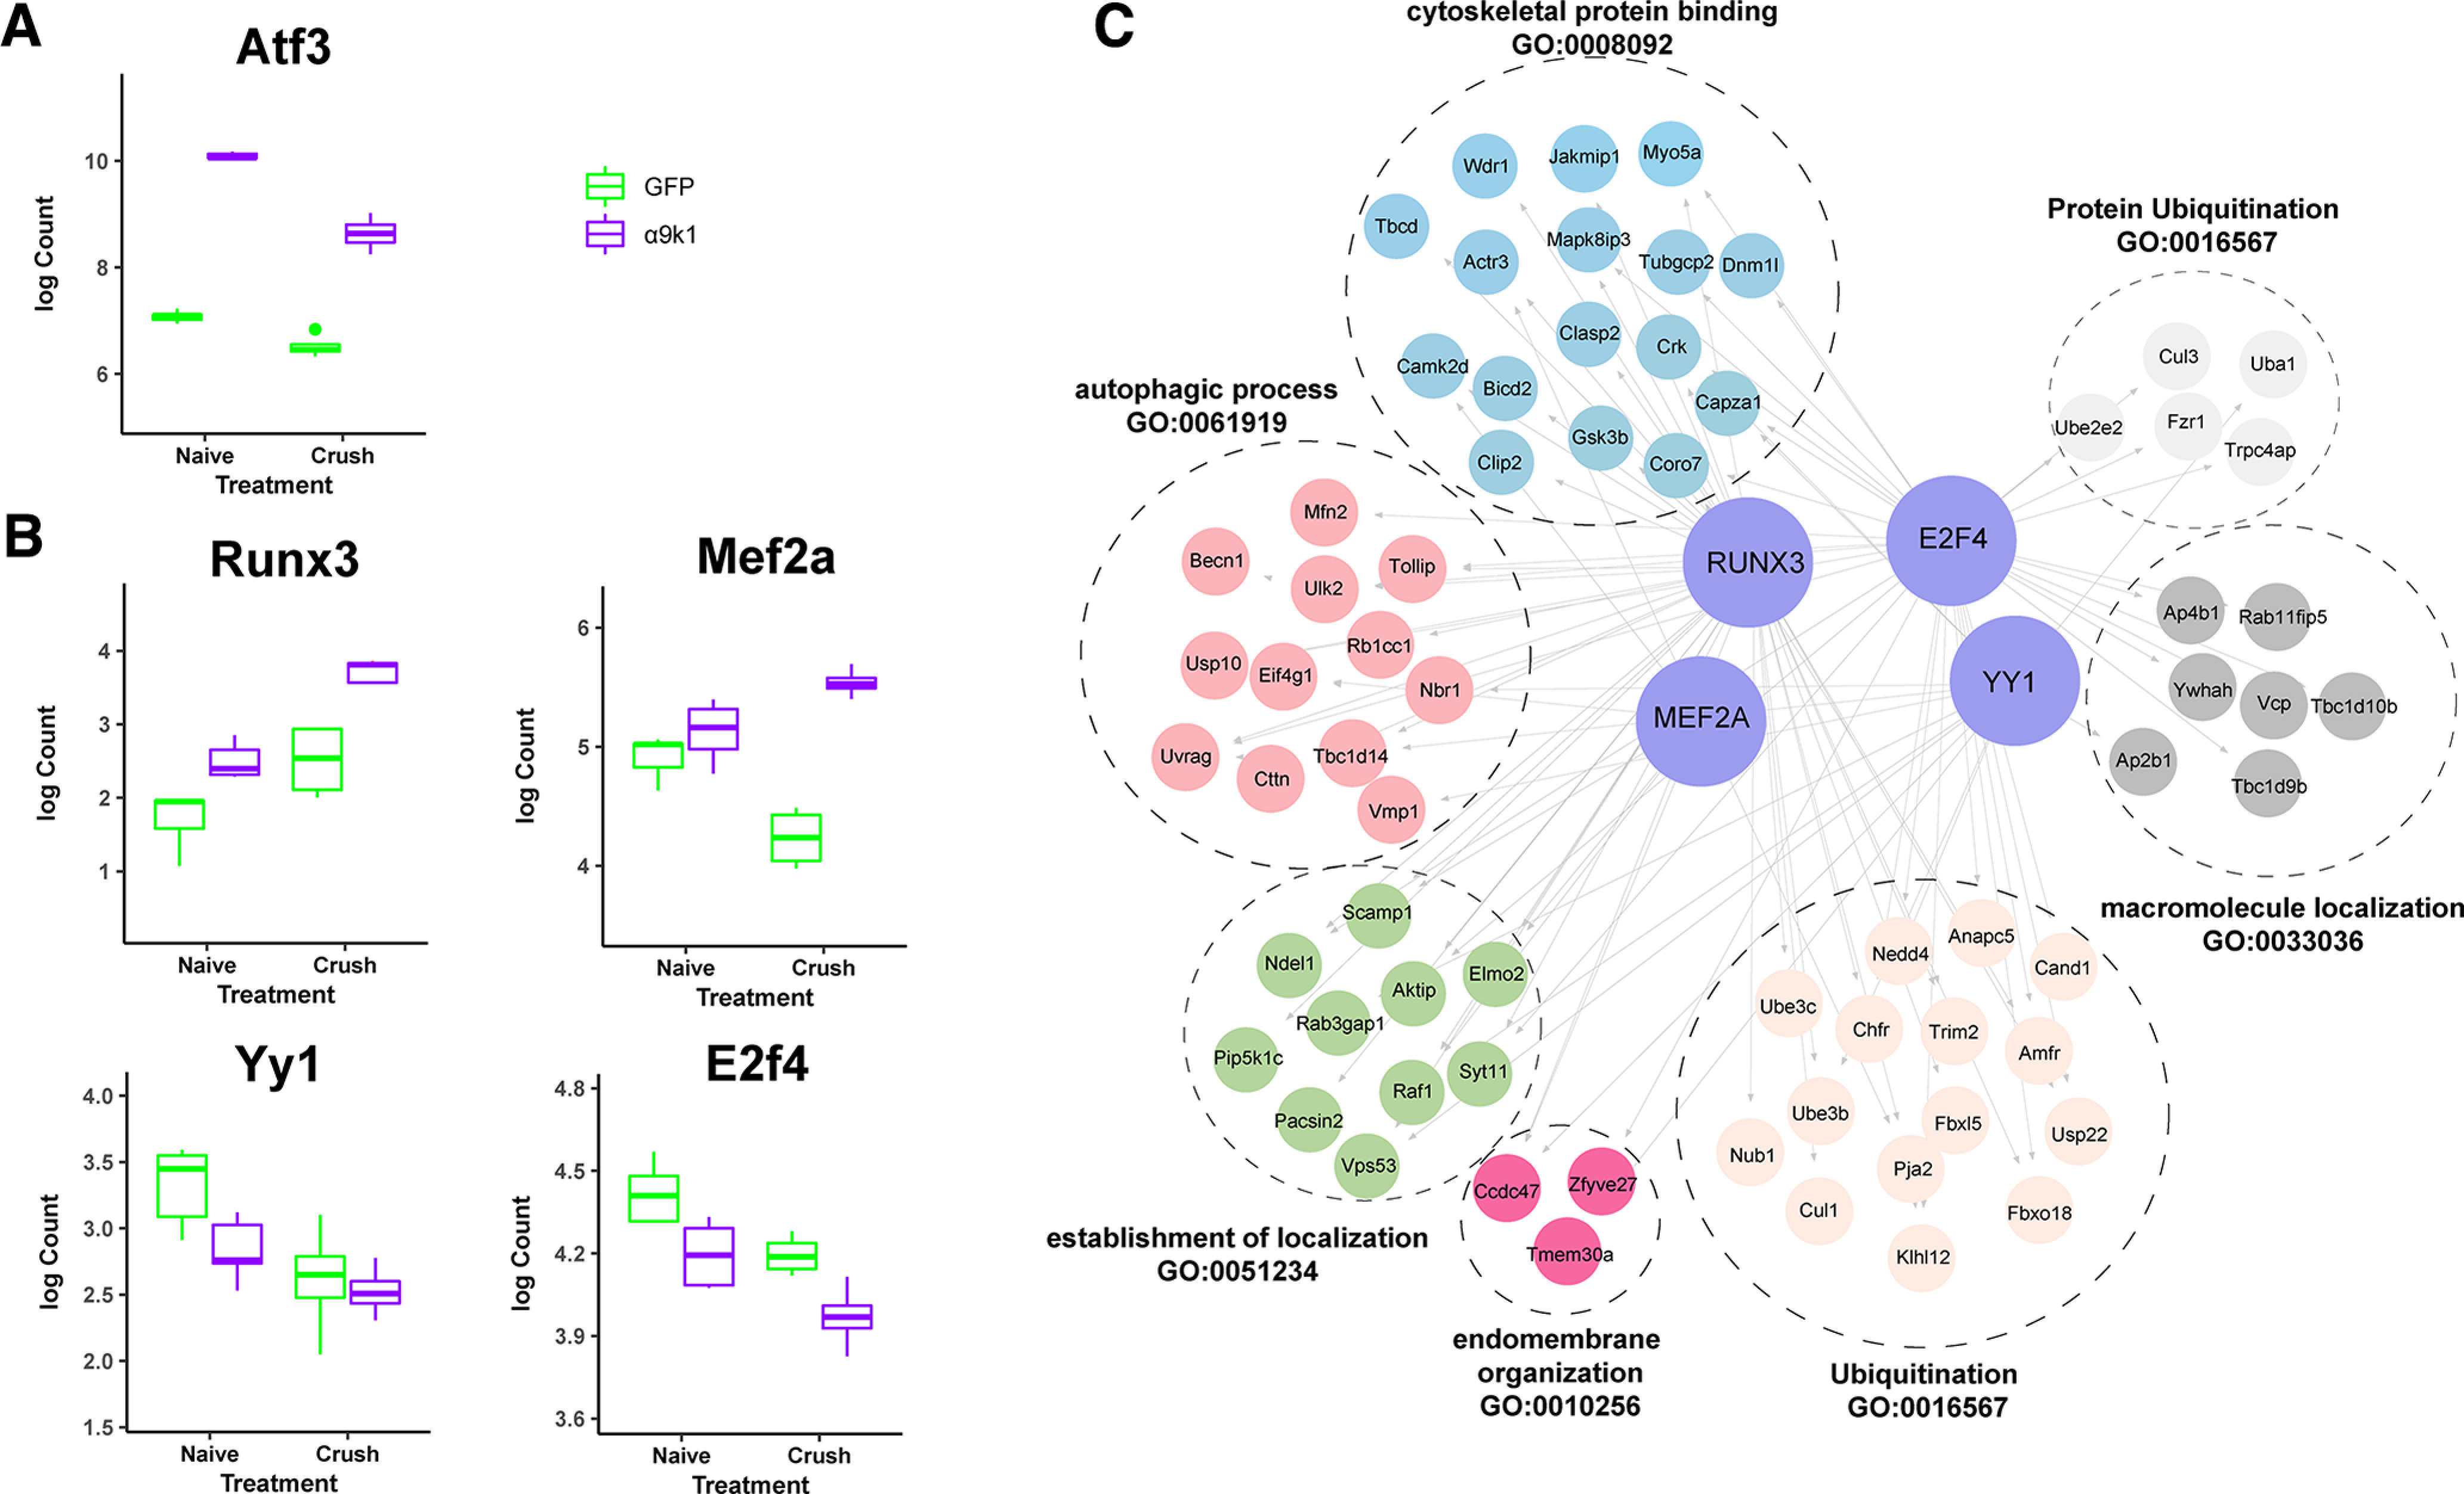
Transcriptional Control of the CNS regeneration program. ***A***, Expression levels of a typical RAG, Atf3, demonstrating upregulation in both experimental groups in which there were α9k1 overexpression. ***B***, Expression levels of four potential transcriptional controllers of the CNS regeneration program: Runx3, Mef2A, Yy1, and E2f4. Runx3 and Mef2a are upregulated in the α9k1-crush (CNS regeneration) groups, while Yy1 and E2f4 are downregulated. ***C***, TF enrichment analysis of the four potential transcriptional controllers Runx3, Mef2A, E2f4, and Yy1. These transcription controllers could regulate the ubiquitination, autophagy and localization processes that are upregulated in Cluster 1 and in the black/magenta modules associated with sensory regeneration.

### Central sensory nerve regeneration is associated with upregulation of ubiquitin, autophagy, and ER-related mRNAs

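Among the genes listed for Cluster 1 and the magenta and black modules in Extended Data Figure 7-1, 53 are in the category of ubiquitin. In α9k1-crush versus GFP-crush, 43 of them were above 0, with a median log2FC of 0.35 (camera adjusted p = 1.35e-04), from -0.65 for Klhl18 to 1.08 for Rnf145. None was called singly, over all genes or adjusted over the list alone (0 genes), and at an unadjusted p under 0.05, 10 were higher and 2 lower. The median was 0.01 in α9k1-naive versus GFP-naive (adjusted p = 0.282) and 0.23 in α9k1-crush versus α9k1-naive (adjusted p = 0.00823). The interaction had a median of 0.17 (camera adjusted p = 0.0151), which was 0.08 without α9k1-naive replicate 4.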

A novel finding of this study was the upregulation of many ubiquitin-related molecules in the α9k1-crush (CNS regeneration) group, seen in Cluster 1 and magenta/black modules (Figs. 5*C*, 7*A*; Extended Data Fig. 7-1). Many of these molecules are related to ubiquitination via SCF complexes (SKP, Cullin, F-Box), specifically E3 ubiquitin ligases that attach ubiquitin to molecules via the K48 and K11 lysine residues and associated adaptor/recognition molecules (marked yellow in Extended Data Fig. 7-1; E. Oh et al., 2018a). Based on the analysis, 9 of the upregulated ligases (marked gray in Extended Data Fig. 7-1) ubiquitinate via the K63 position. This form of ubiquitination is commonly associated with modulation of function of enzymes and trafficking of molecules and receptors (E. Oh et al., 2018a).

UbiNet (Nguyen et al., 2016) was used to search for ubiquitination networks and hubs among mRNAs expressed in the magenta/black/turquoise modules as these modules were highly upregulated in the α9k1-crush (CNS regeneration) group (Materials and Methods). This revealed four main ubiquitination networks (Fig. 10). The cullin family and Btrc are the nodes of a network (Fig. 10*A*) associated with ubiquitination of molecules targeted to the proteasome, including the SCF complex together with SKP1 and F-Box proteins, and interacting E3 ligases. 

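Cul1 (ENSMUSG00000029686, chromosome 6, 47453398 to 47526139) averaged 7.08 ± 0.12 (SD, n = 4) in α9k1-crush and 6.36 ± 0.063 (n = 4) in GFP-crush (log2FC 0.51, standard error 0.20, adjusted p = 0.46; exact permutation test, p = 0.029). The log2FC was 0.13 for Cul3 (ENSMUSG00000004364, chromosome 1, 80264923 to 80340480; adjusted p = 0.929) and -0.13 for Btrc (ENSMUSG00000025217, chromosome 19, 45363734 to 45533341; adjusted p = 0.947), and 0.28 for Cul2. None of these was called. Without covariates, Cul1 (0.71), Cul3 (0.68) and Btrc (0.49) were called higher. Btrc was at 0.40 with only the 2 groups compared in the fit, and it was at 0.041 and 0.014 without α9k1-naive replicates 3 and 6. These cullins, Btrc, Nedd4, Nedd4l, Traf6, Ube2e2 and Keap1 together had a median of 0.13 (camera adjusted p = 0.391), with 0 genes called and 1 at an unadjusted p under 0.05.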

Molecules believed to interact with cullins are outlined in yellow in Extended Data Figures 7-1 and 7-2. A second smaller network has Nedd4 and Nedd4L as hubs (Fig. 10*B*). These ubiquitin ligases have already been associated with axon growth through interactions between PTEN and mTORC1 (Drinjakovic et al., 2010; Christie et al., 2012; Hsia et al., 2014). 

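Nedd4 (ENSMUSG00000032216, chromosome 9, 72662346 to 72749852) averaged 7.54 ± 0.15 (SD, n = 4) in α9k1-crush and 6.53 ± 0.16 (n = 4) in GFP-crush, and its groups did not overlap (exact permutation test, p = 0.029). At equal covariates its log2FC was 0.096 (standard error 0.25, adjusted p = 0.949), and without covariates it was called, at 1.02. Without GFP-crush replicate 2 it was at -0.038. Nedd4l (ENSMUSG00000024589, chromosome 18, 64887756 to 65217826) averaged 4.29 ± 0.28 and 4.04 ± 0.22 in these groups, with a log2FC of 0.10 (standard error 0.41, adjusted p = 0.969). With each library left out in turn, it ranged from -0.28 to 0.38, with negative values without α9k1-naive replicate 1 (-0.076), without GFP-crush replicate 2 (-0.28) and without α9k1-crush replicate 4 (-0.015). It was not called without covariates either (0.25).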

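Traf6 (ENSMUSG00000027164, chromosome 2, 101678429 to 101701669) averaged 3.45 ± 0.13 (SD, n = 4) in α9k1-crush and 2.74 ± 0.54 (n = 4) in GFP-crush (exact permutation test, p = 0.029). Its log2FC was 0.45 (standard error 0.55, adjusted p = 0.873), and it was called without covariates (0.71).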

A further network (Fig. 10*C*) centers around the hub Traf6, an E3 ligase implicated in promoting tumorigenesis and invasion through activation of AKT signaling (Yang et al., 2009; Feng et al., 2014) and in control of NF-κ-B. A fourth network (Fig. 10*D*) is associated with oxidative stress and neuroprotection. It has Ube2e2 and Keap1 as hubs: Ube2e2 is an E2 ubiquitin conjugating enzyme, while Keap1 is a substrate-specific adaptor that senses oxidative stress acting through the cullin-3 complex (Kobayashi et al., 2004).

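Ube2e2 (ENSMUSG00000058317, chromosome 14, 18573575 to 18894267) averaged 6.76 ± 0.19 (SD, n = 4) in α9k1-crush and 6.10 ± 0.32 (n = 4) in GFP-crush, with a log2FC of 0.16 at equal covariates (standard error 0.31, adjusted p = 0.932). It was called without covariates (0.65). With only the 2 groups compared in the fit it was at -0.41, and without α9k1-naive replicate 6 at -0.013. Keap1 (ENSMUSG00000003308, chromosome 9, 21229730 to 21239332) averaged 5.99 ± 0.23 and 5.56 ± 0.16 (exact permutation test, p = 0.086), with a log2FC of -0.25 (standard error 0.25, adjusted p = 0.831). Without covariates it was called higher, at 0.42, and with only the 2 groups compared it was at 0.19.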

**Figure 10.**
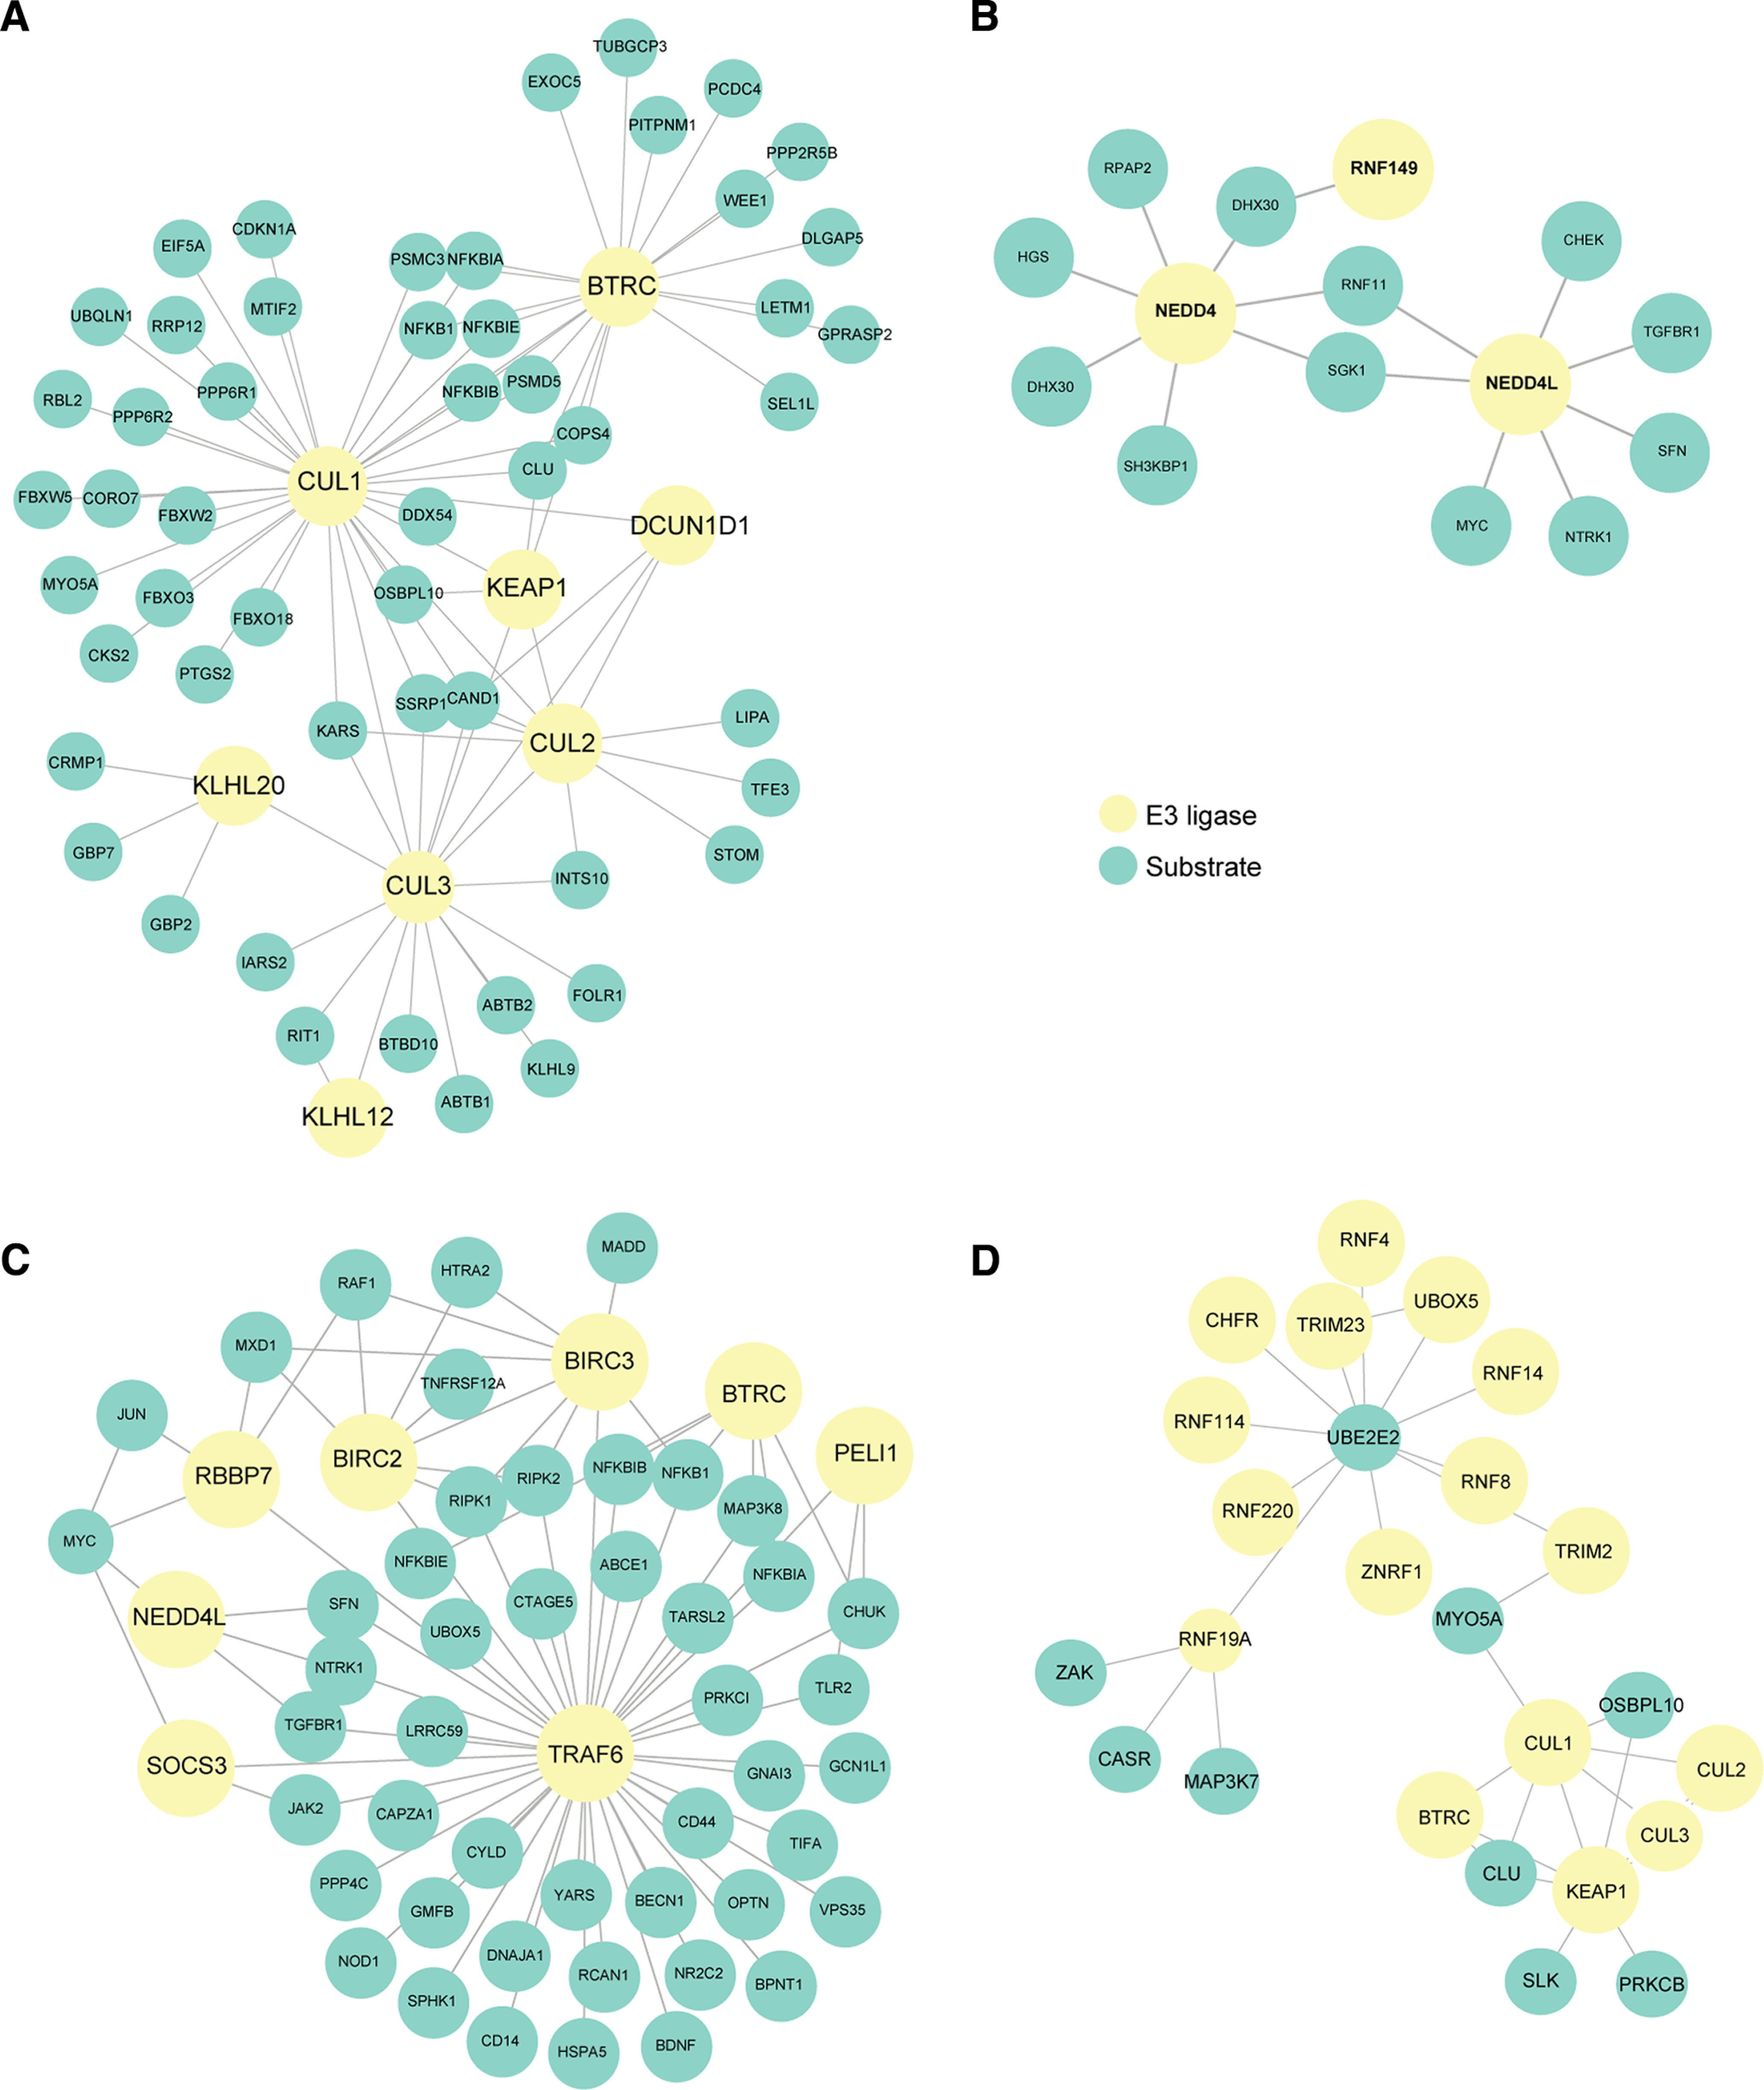
Analysis of ubiquitin-related mRNAs upregulated during sensory regeneration using UbiNet. ***A***, An extensive network centers around the cullin family and Btrc, which is associated with ubiquitination of molecules targeted to the proteasome. ***B***, A smaller network with Nedd4 and Nedd4L as hubs, which could potentially be associated with regulation of axon growth via interactions with PTEN and mTORC1. ***C***, A network centers around the hub Traf6, an E3 ligase implicated in promoting tumorigenesis and invasion through activation of AKT signaling and in control of the NF-κ-B (NFKB) family. ***D***, A network with mostly Ube2e2 and Keap1 as hubs which is associated with oxidative stress and neuroprotection.

Autophagy was a significant term in Cluster 1 and the magenta module. 

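The expression table holds 16 genes whose symbol is Atg followed by a number. Of these, 8 were above 0 in α9k1-crush versus GFP-crush, with a median log2FC of 0.01, from -0.33 for Atg12 to 0.37 for Atg16l1. None was called (0 genes, and 0 at an unadjusted p under 0.05). Without covariates the median was 0.14 and 5 of them were called higher.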

Only three of the Atg genes, which code for autophagosome structural molecules, were upregulated. However, there was upregulation of several transcripts coding molecules that play a key role in the initiation and control of autophagy (Extended Data Fig. 7-1). Optineurin, NBR1 and FIP200 are autophagy receptors that recognize ubiquitin chains; ULK, Beclin, VMP1, PAqR3, and Pik3c3 form a complex that generates local PI(3)P recognized by dfcp1 to initiate autophagosome formation; LC3 and Gabarap are part of the autophagosome membrane; VMP1 is ER-linked and participates in autophagosome formation and VCP in autophagosome maturation (Dikic, 2017; Kulkarni et al., 2018; Kuijpers et al., 2021).

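Optn, Nbr1, Rb1cc1 (FIP200), Ulk1, Ulk2, Becn1, Vmp1, Paqr3, Pik3c3, Zfyve1 (dfcp1), Map1lc3a, Map1lc3b, Gabarap and Vcp had a median log2FC of 0.17 in α9k1-crush versus GFP-crush (camera adjusted p = 0.728), with 10 of the 14 above 0. They ranged from -0.47 for Map1lc3b (ENSMUSG00000031812, chromosome 8, 121590361 to 121598760) to 0.55 for Paqr3 (ENSMUSG00000055725, chromosome 5, 97082329 to 97111596), whose exons overlap Bmp2k. Of these genes, 0 were called, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. Without covariates the median was 0.70 and Paqr3 was called, at 1.20, while Map1lc3b was at 0.12. The median of the 14 genes was -0.08 with only the 2 groups compared in the fit. The category of autophagy in Extended Data Figure 7-1 holds 23 genes for Cluster 1 and the magenta and black modules. All 23 were above 0 in α9k1-crush versus GFP-crush, with a median of 0.30 (camera adjusted p = 3.65e-04). None was called over all genes (0 genes, with 4 at an unadjusted p under 0.05), and 3 when adjusted over the list alone. With only the 2 groups compared in the fit, their median was 0.33, no longer past the threshold.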

### Inhibition of ubiquitination, autophagy, and casein kinases affect *in vitro* axon regeneration

The pattern of expression after α9k1-crush (CNS regeneration) suggests that increases in ubiquitination and autophagy are involved in central axon regeneration, and two type-1 casein kinases were also upregulated. To test whether these processes are necessary for adult sensory axon regeneration, we applied specific inhibitors to explants of adult rat DRG explants whose axons were allowed to grow for 5 d before axotomy (Fig. 11*A–C*). We also tested regeneration after axotomy from human iPSC-derived sensory neurons (Singec et al., 2020; Deng et al., 2023) to exclude species differences, that were grown as spot cultures after 21 d of maturation, and whose axons were axotomized with a laser 400–600 µm away from the cell body (Fig. 11*D–F*). These assays test regeneration of all axons growing from the cultures, which are presumably a mixture of centrally and peripherally projecting types. Adult sensory neurons *in vitro* develop many processes and do not show a single axon splitting into central and peripheral branches as would be seen *in vivo* and there is currently no method to identify central and peripheral branches. In the rat DRG explants, regeneration of cut axons began after 20 min, and the percentage of regenerating axons was measured at 2 h (Fig. 11*A*). As a control to exclude nonspecific toxicity and ask whether the effects of the inhibitors were specific to regeneration, continuing growth of uncut axons was also measured (Fig. 11*B*). This showed that all but one of the inhibitors did not affect continuing outgrowth at the same concentration as they inhibited regeneration. Only the autophagy inhibitor, 3MA, affected both continuing outgrowth and regeneration (Fig. 11*B*). This inhibitor was tested at various concentrations to show that its threshold concentration for affecting regeneration was the same as that for affecting continuing growth (data not shown). The other inhibitors were not tested at different concentrations so other side effects cannot be excluded. Regeneration of the human iPSC-derived sensory neurons was slower, and regeneration was assayed at 6–24 h (Fig. 11*D*). In these assays spontaneous regeneration is already maximal in rat DRG explants (70–80% of axons), and as high as 50–70% in human iPSC-derived sensory neurons, so they are useful for testing potential inhibitors of regeneration. In previous studies on rat DRGs, interventions that block regeneration may have little effect on the continuing growth of uncut axons (Chierzi et al., 2005; Verma et al., 2005).

**Figure 11.**
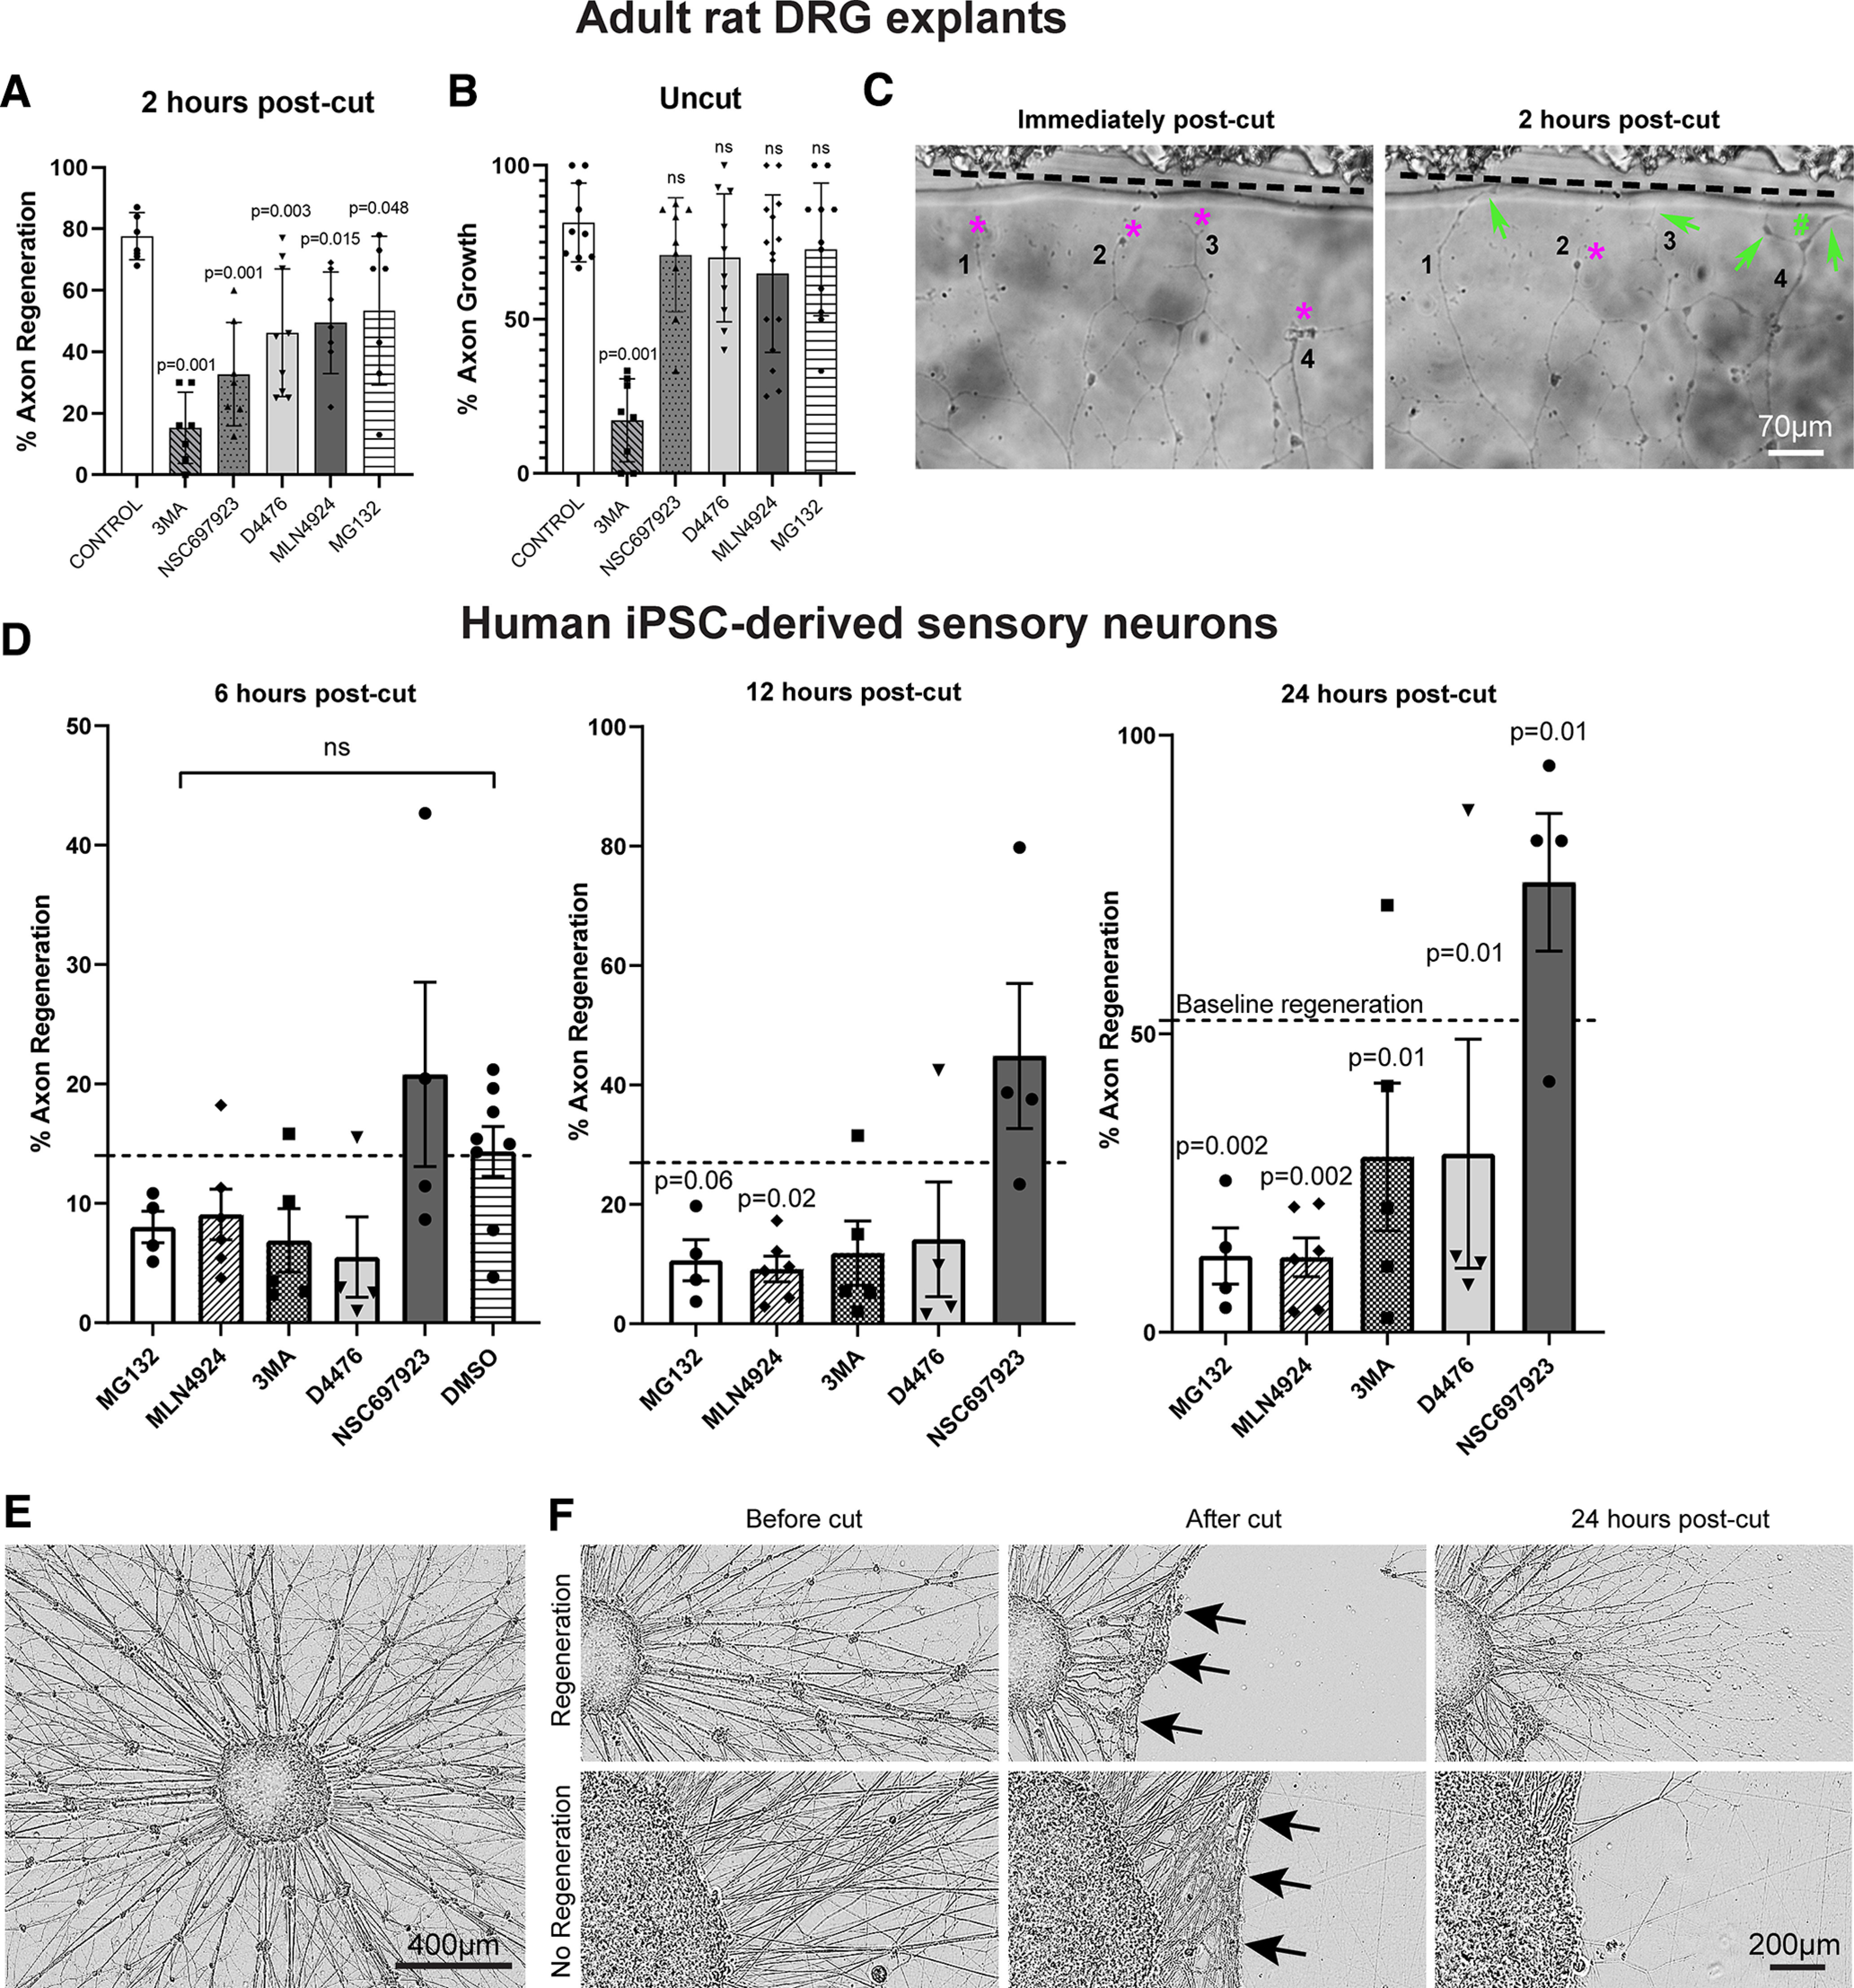
*In vitro* sensory axon regeneration of adult rat DRG explants and human iPSC-derived sensory neurons after axotomy in the presence of inhibitors. The inhibitors used were MLN492, NEDD8-mediated ubiquitination inhibitor; NSC697923, K63-ubiquitination inhibitor; MG132, proteasome inhibitor; 3MA, Class III PI3K autophagy inhibitor; D4476, casein kinase 1 inhibitor. ***A***, ***B***, For axotomized axons (***A***) in adult rat DRG explants, all the five inhibitors exhibited various degrees but significant inhibition to axon regeneration, with the greatest effect observed by 3MA and the most modest effect by MG132. For uncut axons (***B***), all inhibitors, except 3MA, did not affect continuous axon growth. Each point represents one experiment involving at least three DRGs with multiple cut axons. Analysis was performed using one-way ANOVA with *post hoc* test. A *p*-value of <0.05 was considered to be statistically significant. *p-value < 0.05, **p-value < 0.01, ***p-value < 0.001. ***C***, Adult rat DRG explant neurites immediately and 2 h after axotomy by a glass-pulled pipette where the demarcation line is shown clearly (black dotted line). Immediately after axotomy, retraction bulbs (magenta asterisks) can be seen for Neurites 1, 2, 3, and 4. Two hours after axotomy, Neurites 1, 3, and 4 regenerated with the formation of growth cones (green arrows), and axon branching (green hash sign) can be seen for Neurite 4. ***D***, The percentage of human iPSC-derived sensory axons regenerating at 6, 12, and 24 h after laser axotomy, and regeneration was inhibited by all the inhibitors except NSC697923. Analysis was performed using Fisher's exact test. The *p*-values were then analyzed with the “Analyze a stack of *p*-values” function in GraphPad Prism with a Bonferroni–Dunn pairwise comparison. ***E***, An aggregate of human iPSC-derived sensory neurons with halo of axons, after 21 d of maturation. ***F***, The results of laser axotomy of the halo of axons. After axotomy, the axons retracted (black arrows) followed by various degrees of regeneration in the presence of inhibitors in the post-24 h.

The inhibitors used in these two rat and human *in vitro* assays were used at standard concentrations validated in experiments on neurons in previous papers (examples cited). They were MLN492 (inhibits NEDD8 activating enzyme and blocks ubiquitination associated with the SKP, Cullin, F-box complex; Vogl et al., 2020); NSC697923 (blocks K63-type ubiquitin ligases by blocking the E2 conjugating enzyme; Cheng et al., 2014); MG132 (proteasome inhibitor; Rousset et al., 2015); 3MA [inhibits class 3 PI3Ks which locate omegasome (autophagosome precursor) production to the surface of the ER; M.V. Rao et al., 2023]; D4476 inhibits Casein Kinase 1 (Nguyen Hoang et al., 2022). In the rat DRG explants, all inhibitors partially blocked regeneration, with the strongest effects from the inhibition of autophagy and E2 conjugating enzyme (Fig. 11*A*). However, only inhibition of autophagy affected continuing axon growth without axotomy (Fig. 11*B*). In the human iPSC-derived neurons, inhibitors of autophagy, degradative proteasome, ubiquination, and casein kinases all inhibited regeneration, but blocking K63-type ubiquitination did not (Fig. 11*D*). Overall, these experiments show that blocking autophagy, ubiquitination and degradation inhibits the regeneration of injured sensory axons, but only autophagy block affects the continuing growth of uncut/intact axons. The experiments do not address potential differences between central and peripheral sensory axons but suggest that these basic cellular processes may be involved in the regeneration of sensory axons in general.

## Discussion

The mechanisms by which extrinsic signals influence neuronal programs for regeneration in the CNS are not well understood. Here, we leveraged an adult rat model whereby integrin expression enables long-distance axon regeneration in the CNS central branches of DRG sensory axons, to elucidate the intrinsic growth programs. We were able to deconvolute expression changes caused by integrin expression alone from those caused by integrin-driven regeneration by comparing two groups with very different outcomes: (1) in the α9k1-naive group integrin signaling occurred, but the intact sensory axons and terminals in the spinal cord showed no sign of enhanced sprouting; (2) in the α9k1-crush group, there was an extensive axon regeneration along the cord and terminations in the dorsal horn exactly as seen previously (Cheah et al., 2016). We conclude that signaling from activated integrins primes the neurons, putting them in a regeneration-competent state, very similar to that seen in peripheral nerve regeneration after a peripheral axotomy. However, when the α9k1-primed neurons are axotomized and regenerate their axons through the CNS environment, activation of a second and previously undiscovered program is required, whose purpose is probably to enable the interaction between the axons, the integrins and their environment.

### α9 integrin-kindlin-1 expression upregulates the PNS regeneration program

The RAGs program is upregulated as injured peripheral sensory axons regenerate in the PNS (van Kesteren et al., 2011; Chandran et al., 2016; Tedeschi et al., 2016; Rozenbaum et al., 2018). Several of these RAGs participate in regeneration (Fagoe et al., 2015; Mehta et al., 2016). A surprising finding was that a substantial fraction of the PNS regeneration RAG program was induced by α9k1 expression alone (Extended Data Fig. 7-2), including most of the RAGs transcription factors. These changes in expression must have been because of signaling both from transduced α9 and DRG-expressed integrins, all activated by kindlin-1. Integrins signal via focal adhesion kinase and integrin-linked kinase to activate the PI3K/Akt, Ras/Erk, Jnk, Rho/Rac pathways and via mechano-transduction through Piezo/Ca^++^, and Hippo/Yap/Taz (Hynes, 2002; Humphries et al., 2019). Many of the RAG genes and DRG integrins have been linked to regeneration in peripheral nerves (Werner et al., 2000a,b; Vogelezang et al., 2001; Liu et al., 2009; Patodia and Raivich, 2012; Fagoe et al., 2014; Ma and Willis, 2015; Nieuwenhuis et al., 2018). Expression of α9k1 in sensory neurons will therefore enhance regeneration in peripheral nerves.

### α9 integrin-kindlin-1-driven regeneration upregulates a CNS regeneration group of genes

By comparing the α9k1 dorsal root crush and naive groups, we were able to identify genes that were specifically associated with central axon regeneration in the spinal cord, present as Cluster 1 in the heatmap (Figs. 4, 5*C*) and in the magenta/black modules (Fig. 7*A*). In these regeneration-associated cluster and modules, the most significant GO terms were related to transport/trafficking, ubiquitination, autophagy, endoplasmic reticulum, endomembrane organization, signaling and cytoskeletal binding (Figs. 5*C*, 7*A*; Extended Data Fig. 7-1). These processes are presumably involved in bringing molecules to growth cones and recycling them to enable axon growth through the CNS environment.

#### Transport and trafficking

Transport and trafficking upregulation in axon regeneration have been recognized for many years (Grafstein and Murray, 1969; Oblinger et al., 1987). The molecules needed to build growing axons come partly from the cell body via axonal transport, and partly from local translation within axons (Koley et al., 2019; Smith et al., 2020). 

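The category of transport and trafficking in Extended Data Figure 7-1 holds 84 genes. Of these, 68 were above 0 in α9k1-crush versus GFP-crush with a median log2FC of 0.31 (camera adjusted p = 1.46e-08), and 2 were called, or 4 when adjusted over the list alone. The interaction had a median of 0.26 (adjusted p = 6.71e-04). In the category of cytoskeleton, 49 of 51 genes were above 0 with a median of 0.49 (camera adjusted p = 1.68e-10). Of these, 0 were called over all genes, 6 when adjusted over the list alone and 16 at an unadjusted p under 0.05, and the interaction had a median of 0.38 (adjusted p = 3.68e-04).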

In our CNS regeneration gene group, transcripts upregulated were associated with molecular motors, endocytosis, exocytosis, vesicle sorting, scaffolding, ArfGAPs, Golgi and ER. Two scaffolding molecules, Ywhaz (14.3.3 protein) and Zfyve27 (Protrudin), are of particular interest because both are associated with the promotion of CNS axon regeneration, and Protrudin achieves this by linking trafficking to the ER (Kaplan et al., 2017; Petrova et al., 2020).

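Ywhaz (ENSMUSG00000022285, chromosome 15, 36770770 to 36794547) averaged 10.42 ± 0.087 (SD, n = 4) in α9k1-crush and 9.97 ± 0.082 (n = 4) in GFP-crush, without overlap (exact permutation test, p = 0.029). At equal covariates its log2FC was 0.27 (standard error 0.18, adjusted p = 0.7), and without covariates it was called, at 0.45. Zfyve27 (ENSMUSG00000018820, chromosome 19, 42163951 to 42194590) averaged 7.06 ± 0.21 and 6.06 ± 0.18, with a log2FC of 0.19 (standard error 0.23, adjusted p = 0.869). It was called without covariates (1.01) and was at -0.03 with only the 2 groups compared in the fit. The median of the pair was 0.23 (camera adjusted p = 0.283, fry adjusted p = 0.0428).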

#### Ubiquitination

Several individual ubiquitin ligases have been implicated in control of axon growth through removal of growth-control molecules (Hsia et al., 2014; Y.M. Oh et al., 2018b; Sakai et al., 2021). Ubiquitination molecules of several types were present in the regeneration-associated Cluster 1 (Fig. 5*C*) and magenta/black modules (Fig. 7*A*). Many were related to the degradative ubiquitination-proteasome pathway in which E3 ligases associate with the SCF complexes (SKP, Cullin, F-Box), attaching ubiquitin to molecules via the K48 and K11 lysine residues of ubiquitin (Zinngrebe et al., 2014; Dikic, 2017; E. Oh et al., 2018a). Within this group there were cullins, E3 ligases and adaptors. K63 ubiquitination does not usually lead to degradation, but can modulate the function of signaling and transport molecules and marks molecules for trafficking and recycling (E. Oh et al., 2018a); there were several E3 ligases of this type. We used UbiNet to search for potential ubiquitination networks (Nguyen et al., 2016), identifying four networks with hubs (Fig. 10). (1) Cullins are the key component of the SCF box complex, and molecules ubiquitinylated by this mechanism are usually targeted for proteasomal degradation (Fig. 10*A*; E. Oh et al., 2018a). In combination with the substrate adaptor KLH20, cullin-3 has been implicated in neurotrophin-induced axon growth through degradation of RhoGEF (Lin et al., 2011). (2) Nedd4 and Nedd4L hubs (Fig. 10*B*). Nedd4 has been implicated in axon growth, although the mechanism is disputed between targeting PTEN for degradation, or as a target of PTEN and mTORC1 (Drinjakovic et al., 2010; Hsia et al., 2014). (3) E3 ligase Traf6 (Fig. 10*C*) controls NF-κ-B levels, Jun and PI3Kinase-AKT signaling (Hamidi et al., 2017), and also controls autophagy (Nazio et al., 2013). (4) Keap1 and the E2 ligase Ube2e2 (Fig. 10*D*) acts as an oxidative stress sensor (Kobayashi et al., 2004), potentially providing neuroprotection.

In addition to the upregulated mRNAs discussed above, significant inhibitors of regeneration were downregulated after axotomy and α9k1. These were Wnt and Notch mRNAs and their receptors Frizzled, Ryk, and Jagged.

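In α9k1-crush versus α9k1-naive, the 7 Wnt and Notch genes were also all below 0, with a median log2FC of -0.94 (camera adjusted p = 0.00103), from -1.46 for Wnt11 to -0.26 for Ryk. Of these, 2 were called over all genes and 4 when adjusted over the list alone. The genes came from the blue module of the same libraries, so their fall is not independent evidence. Wnt11 (ENSMUSG00000015957, chromosome 7, 98835112 to 98855195) averaged 2.29 ± 0.27 (SD, n = 4) in α9k1-crush and 4.20 ± 0.20 (n = 6) in α9k1-naive (log2FC -1.46, standard error 0.28, adjusted p = 0.00913; exact permutation test, p = 0.0048). Wnt6 had a log2FC of -0.92 (adjusted p = 0.0524). Ryk was called without covariates (-0.68). At equal covariates the effect of crush on these genes was not shown to differ between α9k1 and GFP (median interaction -0.10, adjusted p = 0.434; Wnt11, -0.92). Without covariates the median interaction was -0.29, past the threshold under camera and fry, and those of Wnt11 (-1.32), Wnt6 (-0.62) and Notch1 (-0.74) were called.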

#### Autophagy

Autophagy control molecules were also present in the α9k1-crush (regeneration) group. These include ULK1, and Pik3c3 and Beclin-1, controllers of autophagosome production (Maday and Holzbaur, 2016; Winckler et al., 2018; Ktistakis, 2020). 

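Ulk1 (ENSMUSG00000029512, chromosome 5, 110784488 to 110810097) averaged 3.86 ± 0.19 (SD, n = 4) in α9k1-crush and 2.55 ± 0.42 (n = 4) in GFP-crush (exact permutation test, p = 0.029). At equal covariates its log2FC was -0.33 (standard error 0.47, adjusted p = 0.892), and without covariates it was called higher, at 1.31. Pik3c3 (ENSMUSG00000033628, chromosome 18, 30272747 to 30348126) averaged 5.02 ± 0.11 and 4.25 ± 0.45 in the same groups, with a log2FC of 0.30 (standard error 0.45, adjusted p = 0.9). It was called without covariates (0.78) and was at -0.37 with only the 2 groups compared in the fit. Becn1 (ENSMUSG00000035086, chromosome 11, 101285952 to 101302286), whose exons overlap Cntd1, averaged 7.49 ± 0.12 and 6.87 ± 0.12. Its log2FC was 0.30 (standard error 0.26, adjusted p = 0.798), and it was called without covariates (0.62).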

Selective autophagy links the ER, recycling endosomes and ubiquitination, all implicated in axon regeneration (Eva et al., 2012; Petrova et al., 2020), and ubiquitinated molecules are recognized by autophagy recognition molecules such as NBR1, FIP200 and optineurin (present in our magenta and black modules; Fig. 7*A*; Hara et al., 2008; Kenific and Debnath, 2016; Mowers et al., 2017). Autophagy can act as a recycling pathway for integrins and focal adhesions in cell migration (Abbi et al., 2002; Tuloup-Minguez et al., 2013; Kenific and Debnath, 2016; Kenific et al., 2016; Maday and Holzbaur, 2016; Sharifi et al., 2016; Wei et al., 2017). This pattern of ubiquitin molecule expression in the CNS regeneration program is not seen in PNS regeneration studies (Chandran et al., 2016; Tedeschi et al., 2016). Autophagy has previously been linked to axon growth through cytoskeletal stabilization and growth cone motility (He et al., 2016; Sakamoto et al., 2019; Ko et al., 2020).

#### Endoplasmic reticulum

Endoplasmic reticulum-related genes were also upregulated. 

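The category of endoplasmic reticulum and endosomes in Extended Data Figure 7-1 holds 18 genes, 17 of them in the expression table. Between α9k1-crush and GFP-crush, 15 were above 0, with a median log2FC of 0.36 (camera adjusted p = 0.00111). None was called over all genes (0 genes, with 2 at an unadjusted p under 0.05), and 1 when adjusted over the list alone. The median was 0.03 in α9k1-crush versus α9k1-naive (adjusted p = 0.955). With only the 2 groups compared in the fit, the median in α9k1-crush versus GFP-crush was 0.06.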

The presence of endoplasmic reticulum in axon growth cones is a requirement for successful regeneration (Raiborg et al., 2015; K. Rao et al., 2016; Petrova et al., 2020). Endoplasmic reticulum is a source of autophagosomes, generation being controlled by ULKs, Beclin and PIK3C (Dikic, 2017; Stavoe and Holzbaur, 2018), which were upregulated in our regeneration group.

### Validation of involvement in axon regeneration

To confirm that the K48 and K63 ubiquitination pathway and autophagy are involved in axon regeneration, we tested inhibitors on regeneration of axotomized adult rat DRG axons and human iPSC-derived sensory neurons *in vitro*. All the inhibitors reduced axon regeneration of rat sensory axons. However, only the autophagy inhibitor affected continuing growth of uncut axons, confirming that regeneration of a new growth cone requires specific mechanisms that are not necessary for continuing growth (Bradke et al., 2012). These experiments demonstrate an effect of acute administration of the inhibitors on sensory axon regeneration. However, they do not distinguish between regeneration of the peripheral and central branches of the sensory axons. Currently this is not practicable, because there is no label to distinguish central and peripheral axons *in vitro*, we assume that half the axons will be of central branch type, but this is unproven. It is also not practicable to ask whether inhibition of autophagy, ubiquitination, protein degradation *in vivo* during the prolonged time needed for sensory regeneration, because blocking these essential biological functions leads to accumulation of organelles and damaged proteins, leading to a neurodegenerative condition (Komatsu et al., 2006; Lehman, 2009; Mallucci et al., 2020) which will confound attempts to measure effects on regeneration. The finding in this study is that the mRNAs for these processes are upregulated during CNS regeneration indicating that growth through CNS tissue requires additional involvement of autophagy, ubiquitination, and degradation. However, these are basic cellular processes and therefore reducing them below normal levels will likely affect many cellular functions.

### Control of the PNS and CNS regeneration programs

The current study shows that signaling from activated integrins alone is sufficient to upregulate many transcripts of the RAGs program. For control of the CNS regeneration program, we identified Mef2a, Runx3, E2f4, and Yy1 as potential regulators of autophagy, trafficking, ubiquitination and ER. Runx3 is involved in sensory axon guidance and connectivity, Mef2a acts via p38 which has many functions in axon growth, Yy1 has a role in hippocampal axon growth and control of autophagy, and E2F4 has a role in spinal axon regeneration and autophagy (de Angelis et al., 2005; Chen et al., 2006; Lallemend et al., 2012; Klar et al., 2015; Qiang et al., 2016; Du et al., 2019).

### α9 integrin-kindlin-1-driven axon regeneration does not recapitulate embryonic development

The issue of whether integrin-kindlin-driven regeneration represents a return to an embryonic pattern of expression is of obvious interest. In general, repair does not accurately recapitulate development (Harty et al., 2003; Nacu and Tanaka, 2011; Seifert et al., 2019), although basic mechanisms of cell movement are shared. In previous studies, embryonic recapitulation was marginally significant in peripheral nerve regeneration (Renthal et al., 2020). In cortical neurons elongating into embryonic grafts there was significant embryonic recapitulation (Poplawski et al., 2020). In our study comparisons between the α9k1 regeneration group and a previous study of sensory neuron expression at E12.5 and E17.5 (Tedeschi et al., 2016) showed no correlation.

Overall, the study suggests that axon regeneration in the CNS comprises two steps. In the first priming step, various transcripts, including those identified as RAGs, are upregulated by signaling from α9k1. As a second step there is a set of transcripts involved in enabling axon growth through the CNS environment, which we found to be only upregulated in the α9k1 crush/CNS regeneration group. These are involved in transport/trafficking, ubiquitination, autophagy, endoplasmic reticulum, endomembrane organization, cytoskeletal binding, and probably enable the transport and trafficking of regeneration-associated molecules and organelles, interaction with the CNS environment, and signaling. Expression of α9k1 therefore enables regeneration in three ways. It provides an appropriate adhesion receptor to drive migration of axon growth cones, it activates the genetic program associated with regeneration in peripheral nerves (the RAGs program) and it enables expression of a third set of genes upregulated by axotomy and regeneration, which presumably permit axons to grow in the adult CNS environment.

# Supplementary material for: Integrin-Driven Axon Regeneration in the Spinal Cord Activates a Distinctive CNS Regeneration Program
**Source:** J Neurosci. 2023 Jun 28;43(26):4775–94. doi: 10.1523/JNEUROSCI.2076-22.2023
**Supplement:** Extended Data Figure 7-1 — Genes upregulated in Cluster 1, magenta and black modules for the α9k1-crush (regeneration) group. These genes are associated with α9k1-driven axon regeneration. Expression changes in the clusters and modules are arranged by GO terms. The headings indicate the categories of GO terms, the italicised names in brackets are the names of individual GO terms. Further description is within the tables. The genes highlighted in green are found in the extended RAGs module from Chandran et al. (2016), demonstrating that there are very few RAGs in these modules/cluster. Download Figure 7-1, DOCX file.

**Extended Data Figure 7-1. Genes upregulated in Cluster 1, Magenta and Black modules for the α9k1-crush (regeneration) group**

These genes are associated with α9k1-driven axon regeneration. 

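The table sorts genes of Cluster 1 and of the magenta and black modules by function, so a gene's place reflects both its expression pattern and its annotation. Cluster 1 comes from k-means on genes that were higher with α9k1, and the modules from a coexpression network of all genes. Of the 89 genes listed for Cluster 1, 26 were among the genes higher with α9k1 here and were clustered, 22 of them in Cluster 1. For the magenta module, 13 of the 86 listed genes in the expression table were clustered, 9 in Cluster 1 and 4 in Cluster 3. Of the 47 genes listed for the black module, 1 was clustered, in Cluster 3.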

Expression changes in the clusters and modules are arranged by GO terms. The headings indicate the categories of GO terms, the italicised names in brackets are the names of individual GO terms. Further description is within the tables. The genes highlighted in green are found in the extended RAGs module from [Chandran et al., 2016](https://www.cell.com/neuron/fulltext/S0896-6273(16)00059-3?_returnURL=https%3A%2F%2Flinkinghub.elsevier.com%2Fretrieve%2Fpii%2FS0896627316000593%3Fshowall%3Dtrue), demonstrating that there are very few RAGs in these modules/cluster.

|  | **Cluster 1** | **Magenta Module** | **Black Module** |
| --- | --- | --- | --- |
| **Autophagy**  *(GO terms: process utilizing autophagic mechanism, and author-created group containing autophagy control molecules)* | Atg7, Becn1, Mfn2, Nbr1, Tbc1d14, Tollip, Vmp1, Vsp4b | Becn1, Ulk2, Nbr1, FIP200/Rb1cc1, Vmp1, Cttn, Mfn2, Tbc1d14, Tollip, Ubqln, Vps39, Usp10, Uvrag, Atp13a2, Zfyve1, Scoc, Tecpr1 | Pik3C3, OPTN, VCP, Paqr3, Atg7 |
| **ER/endosomes**  *(GO terms: endomembrane system organization and author-created ER group)* | Amfr, Atp11b, Ccdc47, Copa, Ddhd2, Dnajc10, Mfn2, Preb, Reep1, Sel1l, Trappc11, Zfyve27 | Mfn2, Reep1, Canx, Zfyve27, Lnpk, Vcp, Nacad, Amfr, Trappc11, Preb, Copa, Tmem30a, Ddhd2, Sel1l, Nploc4, Ccdc47 | n/a |
| **Transport/trafficking**  *(GO terms: establishment of localization, macromolecule localization, positive regulation of cellular component organization)* | Cdh4, Ddx3x, Eif4g2, Vps4b, Crk, Hif1a, Gnl3l, Itgb1, Actr3, Rgs2, Abi2, Skil, Mfn2, Add1, Rufy3, G3bp2, Anapc5, Cttn, Msn, Adam9, Becn1, Apbb1, Azin1, Prkci, Opa1, Kat7, Eif5a, Mief2, Psen1, Tppp, Dnm1l, Itga6, Syt3, Tmem30a, Rab3gap1, Cdc16, Ddhd2 | Raf1, Akt1, Ndel1, Zfyve27, Scamp1, Ywhaz, Fam21, Copa, Mfn2, Tbc1d14, Aktip, Pip5k1c, Trappc11, Reep1, Syt11, Pacsin2, Vps53, Elmo2, Ank2, Rab3gap1, Arf3 | Itga3, Ywhah, Trappc12, Ap2m1, Epb41l3, Cpeb1, Optn, Klhl20, Kif5c, Vcp, Rufy3, Copg1, Tbc1d9, Pdcd6ip, Ap4b1, Ap2b1, Tbc1d9b, Snx10, Tbc1d13, Nacad, Tbc1d10b, Rab9b, Rab11fip5, Cadps, Paqr3, Dennd1b, Ap3b2, Klc1, Exoc1 |
| **Cytoskeleton**  *(GO terms: cytoskeletal protein binding, cytoskeleton)* | Vps4b, Crk, Prkar1a, Rnf19a, Actr3, Abi2, Stk39, Dnaja1, Plk3, Mfn2, Add1, Hsph1, Cttn, Wdr13, Msn, Bcar1, Dis3l, Map4, Ank2, Dync1li2, Ssx2ip, Azin1, Prkci, Opa1, Fam110b, Glg1, Arhgef18, Prkacb, Psen1, Tppp, Dnm1l, Tubgcp2, Cdc16, Gnai1, Ddhd2 | Wdr1, Capza2, Pacsin2, Crk, Ndel1, Tppp, Dnm1l, Gsk3b, Mapk8ip3, Tubgcp2, Actr3, Ank2, Clasp2, Myo5a, Pip5k1c, Bicd2, Tbcd, Coro7, Camk2d, Clip2, Jakmip1, Capza1 | n/a |
| **Ubiquitin***  *(GO terms: protein ubiquitination, ubiquitin-protein transferase activity)*  **Ubiquitination key below* | Sel1l, Rnf19a, Rnf115, Anapc5, Amfr, Rnf125, Ube3c, Fbxl5, Spsb1, Rnf149, Rnf14, Chfr, Rnf145, Dcaf11, Lztr1, Pja2, Trim2, Rnf4, Cul1, Cbfb, Kctd9, Cdc16, Tt3 | *Amfr, Anapc5, Asb1, Cand1, Chfr, Cul1, Fbxo18, , Fbxl5, Klhl18, Mib2, Nedd4, Nub1, Pja1, Pja2, Rnf4, Rnf145, Rnf220, Spsb1, Tnfaip1, Trim2, Ube3b, Ube3c, Ubqln1, Usp22* | *Anapc2*, Anapc4, Asb13, Brap*,* Cul2, *Cul3,* Fzr1, Herc3, Keap1, Klhl20, Mkrn1, Rnf123, Trim36, Trpc4ap, *Uba1*, *UBC, Ube2e2* |

Ubiquitination Key

Yellow: SKF (SKP, Cullin, F- box) related molecules. E3 ligases, cullins, adaptors. Ubiquitylation at K48, K11

Grey: Ligases that ubiquitylate at K63, K11

Blue: Sumoylation transferases

Pink: E2 conjugating enzymes

: Adaptors, recognition molecules

No colour: Unknown type

*Italics:* mRNA present in sensory axons (Gumy et al., 2010)

# Supplementary material for: Integrin-Driven Axon Regeneration in the Spinal Cord Activates a Distinctive CNS Regeneration Program
**Source:** J Neurosci. 2023 Jun 28;43(26):4775–94. doi: 10.1523/JNEUROSCI.2076-22.2023
**Supplement:** Extended Data Figure 7-2 — Genes upregulated in Clusters 2 and 3, pink and turquoise modules for the α9k1-naive group. The genes are associated with the expression of α9 integrin and kindlin-1 without dorsal root crush. Expression changes in the clusters and modules are arranged by GO terms. The headings indicate the categories of GO terms, the italicized names in brackets are the names of individual GO terms. Further description is within the tables. The genes highlighted in green are found in the extended RAGs module from Chandran et al. (2016), demonstrating that many of the genes upregulated by α9 integrin and kindlin-1 expression are previously identified RAGs. Download Figure 7-2, DOCX file.

**Extended Data Figure 7-2. Genes upregulated in Clusters 2 and 3, Pink and Turquoise modules for the α9k1-naïve group**

The genes are associated with the expression of α9 integrin and kindlin-1 without dorsal root crush. 

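This table sorts genes of Clusters 2 and 3 and of the turquoise and pink modules by function in the same way. Of the 54 genes listed for Cluster 2, 34 were clustered here, 22 of them in Cluster 2 and 11 in Cluster 3. Of the 100 genes listed for Cluster 3, 90 were clustered, 57 in Cluster 3 and 26 in Cluster 1. The turquoise module has 120 listed genes, of which 96 were clustered, 56 in Cluster 3, 30 in Cluster 1 and 10 in Cluster 2. From the pink module, 20 of 50 listed genes were clustered, 9 in Cluster 2, 8 in Cluster 3 and 3 in Cluster 1.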

Expression changes in the clusters and modules are arranged by GO terms. The headings indicate the categories of GO terms, the italicised names in brackets are the names of individual GO terms. Further description is within the tables. The genes highlighted in green are found in the extended RAGs module from [Chandran et al., 2016](https://www.cell.com/neuron/fulltext/S0896-6273(16)00059-3?_returnURL=https%3A%2F%2Flinkinghub.elsevier.com%2Fretrieve%2Fpii%2FS0896627316000593%3Fshowall%3Dtrue), demonstrating that many of the genes upregulated by α9 integrin and kindlin-1 expression are previously identified RAGs.

|  | **Cluster 2** | **Cluster 3** | **Turquoise Module** | **Pink Module** |
| --- | --- | --- | --- | --- |
| **Immune response** *(GO terms: inflammatory response, immune system process, cytokine production)* | n/a | Ccl3, Csf1, Ccl4, Ccl11, Nfkbia, Il1rap, Ifngr2, Il6, Il1b, Vcam1, Usp18, Tnfrsf1a, Il4ra, Adcy7, Myd88, Cxcl10, Nfkbiz, Ccl2, Socs5, Socs3, Tnfaip6, Cebpb, Gbp5, Irf1, Ifih1, Eif2ak2, Irf7, Ripk2, Nfatc2, Ripk1 | Stat3, Bcr, Csf1, Sdc4, Fyn, Tnfaip3, Nos2, Nr1d1, Nfkbia, Ripk1, Golph3, Jak2, Il6, Casp1, Nfatc2, Tnfrsf1a, Il4ra, Myd88, Nfkbiz, Ccl7, Ccl2, Arid5a, Egr1, Thbs1, Pvr, Zfp36, Shb, Cebpb, Nfil3, Axl, Rab1a, Nos2, Hif1a, Ripk1, Jak2, Il6, Casp1, Il1b, Nfatc2, Tnfrsf1a, Il4ra, Fgfr1, Adcy7, Myd88, Ccl2, Arid5a, Egr1, Thbs1, Zfp36, Cebpb, Tnfaip8 | n/a |
| **Signaling**  *(GO terms: signalling receptor binding, Protein kinase binding, MAPK cascade, intracellular signal transduction)* | Adcyap1, Apoe, Atf4, Ednrb, Egfl8, Ghr, Gnai2, Grb10, Homer3, Nell1, Nr4a3, Nrtn, Ntrk2, Ptpn1, Rhob, Rhoc, Rit2, Serpine2, Src, Sumo1, Timp1, Traf4 | Araf, Cdk5rap3, Dusp1, Dusp2, Dusp5, Epha7, Fgfr1, Gadd45a, Gadd45b, Gadd45g, Map3k8, Mapk6, Mul1, Ptpn2, Rell1, Sh3rf1, Spry4, Tnip1, Trib1 | Axl, Stat3, Cd44, Tgfbr1, Bcr, Csf1, Gadd45b, Sdc4, Fyn, Tnfaip3, Sgk1, Rab1a, Nos2, Nr1d1, Nfkbia, Hif1a, Fos, Ripk1, Gadd45g, Golph3, Myc, Arc, Nr4a1, Rhoq, Syt4, Smad2, Jak2, Rabgef1, Ngef, Rgs1, Ralgds, Ptpra, Nfatc2, Crmp1, Ezh2, Tgfa, Tnfrsf1a, Smad1, Myd88, Prr5l, Nfkbiz, Sesn1, Akap2, Shb, Bdnf, Rasd1, Flrt3, Jun, Socs3, Mapk14, Agap1, Cebpb, Flot1, Rab7, Ripk1, Pim1 | Akt2, Mertk, Il1rap, Ptpn2, Rela, Pikfyve, Hdac4, Ddr2, Snap23, Ptpn1, Pld1, Nr4a3, Spp1, Pxn, Arhgef6, Farp2, Palm, Socs1, Mcl1, Dag1, Phlpp1, Plppr4, Rhob, Grik2, Dock1, Gpc6, Kalrn, Nck2, Mertk, Eps8, Sept4, Ptk2, Src, Socs1, Mcl1 |
| **Transcription factor**  *(GO terms: transcription regulatory region DNA binding, regulation of transcription by RNA polymerase II)* | Atf4 | Arid5a, Atf2, Atf3, Bach2, Bhlhe40, Btg2, Egr1, Fos, Fosb, Fosl1, Fosl2, Gabpb1, Irf1, Jun, Junb, Klf6, Mafk, Myc, Ncoa2, Nfe2l2, Nfil3, Nr1d1, Ppard, Smad1, Smad2, Srf, Stat3 | Klf6, Stat3, Mafk, Mdm2, Nr1d1, Nfkbia, Fos, Ripk1, Myc, Nr4a1, Fosl1, Il6, Irf1, Atf3, Atf2, Nfatc2, Fosl2, Bhlhe40, Smad1, ripk1, Arid5a, Egr2, Egr1, Zfp36, Junb, Cebpb, Nfil3 | Atf4 |
| **Regulation of localization and transport**  *(GO terms: early endosome, regulation of localization)* | n/a | Arc, Arrdc3, Ldlr, Rab1a, Rab21, Rabgef1, Sphk1, Stx12 | Mertk, Mical1, Rab10, Ptk2, Ddr2, Sdc3, Itgav, Snap23, Spp1, Dag1, Dmd, Rhob, Dock1, Kalrn | n/a |
| **Cell adhesion & cytoskeleton**  *(GO terms: integrin binding, cell adhesion, actin cytoskeleton, positive regulation of cell adhesion, biological adhesion)* | Cib1, F11r, Igf1, Itgav, Jam2, Mmp14, P4hb, Ptprz1, S1pr3, Spp1, Src, Bcan, Cadm1, Cd63, Cdh1, Cdh15, Cdh6, Cdhr4, Col12a1, Ctnna1, Ctnnd2, Dag1, Dlg1, Ephb1, Gpm6b, Itgav, Lsamp, Mdk, Ncam1, Ninj1, Notch1, Palld, Ptprt, Ttyh1 | Actn4, Capzb, Cttnbp2nl, Dlc1, Ermn, Kalrn, Klhl2, Llgl1, Llgl2, Mprip, Myo10, Nectin3, Rnd1, Sez6, Stau1, Swap70, Tpm3 | n/a | Ptk2, Itgav, Nr4a3, Spp1, Cited2, Dock1, Nck2, Cdh1, Mertk, Ptk2, Ptpn2, Sdc3, Lamc1, Itgav, Myo10, Nrcam2, Dlg1, Pxn, Nlgn3, Cdh11, Cdh8, Cdh6, Ncam1, Dag1, Dmd, Jam2, Ptprt, Rhob, Dock1, Nck2, Ptprz1, Pcdhgc3 |
| **Ubiquitin***  *(GO term: ubiquitin-protein transferase activity)*  **Ubiquitination key below* | n/a | n/a | Neurl1a, Peli1, Mdm2, Park2, Nedd4l, Arih1, Traf6, Itch, Rnf20, Rnf11, Trim21, Rnf128, Klhl2, Birc3, Rnf111, Fbxl2, Vhl, Siah2, Hace1, Rnf122, Rfwd2, Neurl3, Fbxo30, Rlim, Birc2, Ube2d3 | n/a |

Ubiquitination Key

Yellow: SKF (SKP, Cullin, F- box) related molecules. E3 ligases, cullins, adaptors. Ubiquitylation at K48, K11

Grey: Ligases that ubiquitylate at K63, K11

Blue: Sumoylation transferases

Pink: E2 conjugating enzymes

How the deposited data were processed for this re-analysis (not part of the article)

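The data are RNA-seq profiles of GFP-positive cells, described by the paper as neurons, that were sorted by FACS from adult DRGs. The DRGs had been injected with AAV5-fGFP (GFP) or with AAV5-α9-V5 and AAV5-kindlin1-GFP (α9k1), with or without concurrent crush of the dorsal roots. There are 19 libraries: 5 GFP-naive, 6 α9k1-naive, 4 GFP-crush and 4 α9k1-crush. Each library was assigned to its group by its label. The paper's methods name Lewis rats, trypsin and the NucleoSpin RNA XS kit, and the sample labels name C57BL/6 mice, papain and the RNeasy Micro kit. The paper's methods were followed for the meaning of the groups.

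According to the paper's methods, the authors made the libraries with the SMART-Seq v4 Ultra Low Input kit, aligned the reads to the mouse genome (mm10/GRCm38) with STAR, removed alignments to different chromosomes with SAMtools and counted reads per gene with Salmon. The log2 values per gene and library were deposited after the authors removed genes with low counts, added a small pseudocount, took log2 and normalized with cqn for gene length and depth. They range from -0.77 to 16.7 over 12629 genes, and library medians lie between 4.30 and 4.48. The table carries no gene names, and its order was taken from the authors' deposited table of genes, which was checked through the fold changes that table holds. Of the genes, 12610 are in the GRCm38 annotation, which gave GC content and exon length. A second deposited table holds the authors' fold changes (log2), the p-values and the adjusted p-values (FDR) of their limma fit for the 4 comparisons. The authors' deposited table of library metrics, made with Picard, holds counts of reads and bases. It also holds fractions of reads and bases, in the units that Picard gives, as deposited by the authors. AT and GC dropout are deposited by the authors as percentages, as Picard computes them. The coverage by GC content and the coverage biases in the same table are ratios, as deposited by the authors. In this table, 5 columns on duplicates hold the values of a neighbouring column of Picard's output, which was checked in 19 of 19 libraries. As these columns enter the principal components unchanged, their names do not matter there.

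Libraries had between 36.4 and 87.6 M read pairs, of which 47.5% to 54.1% of reads were aligned, and between 30.4% and 37.5% of read pairs were duplicates. The counting error of single values cannot be given from normalized values. The spread between replicates, given as the SD, includes it.

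The 4 comparisons are α9k1-naive versus GFP-naive, α9k1-crush versus GFP-crush, GFP-crush versus GFP-naive and α9k1-crush versus α9k1-naive. The interaction is the α9k1 effect after crush minus that without crush. One limma fit (limma 3.58.1 in R 4.3.3) took all 19 libraries, the 4 group means and 3 covariates, which are the first 3 principal components of the 48 scaled library metrics (45.9%, 24.1% and 11.5% of their variance). The paper's model has batch as a further term, and its components are not those computed here, as the sums of squared weights in the authors' deposited table differ (2.45 against 3.11 for α9k1-crush versus GFP-crush). Batch is not given in the sample table and was left out. Genes were called at a Benjamini-Hochberg adjusted p under 0.1, the paper's threshold, with limma's moderated t-test. Every adjusted p of a single gene is from this fit unless another is named. Gene lists were tested with limma's camera (preset correlation of 0.01 between genes) and checked with fry, at an adjusted p under 0.05 over 185 tests of 37 lists. The lists are the genes that the paper names in its text or lists in Extended Data Figures 7-1 and 7-2, and marker genes of glia, macrophages, endothelial cells and fibroblasts, neurons, proprioceptors and nociceptors, immediate early and dissociation genes, axotomy genes and sex genes. List medians are of log2FC. Single values were compared with 2-sided exact permutation tests of the difference in means, on deposited values for genes and on values with the covariates regressed out for the PC1 of clusters. K-means (k = 4, 100 starts, seed 1) ran on row-scaled values after the covariates were regressed out with the groups in the model. Clusters were named by a fixed rule: Cluster 1 is highest in α9k1-crush, Clusters 3 and 2 are highest in α9k1-naive and respectively above and not above GFP-naive in α9k1-crush, and Cluster 4 is highest in GFP-crush. Named genes are those that the paper names beside a claim, the 3 with the largest and the 3 with the smallest log2FC among called genes with groups that do not overlap in each comparison, and members of the marker lists. Genes from Extended Data Figures 7-1 and 7-2 are otherwise given as counts and medians, unless they are at the ends of a range. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures with matplotlib 3.10.9.

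The alternatives were a fit without covariates, a fit with only the 2 groups compared, a filter that removes the 25% of genes with the lowest values, quantile normalization, median-centred samples, limma with trend and robust, array weights, the replicate number as a block, an adjusted p under 0.05, each library left out in turn, k = 3 or 5, 1 start with another seed, clustering on the deposited values or on genes with an adjusted p under 0.05, and the mean of row-scaled genes in place of PC1. A fit with batch as the sole covariate could not be run, and one with the principal components but not batch is identical to the fit used. Counts of calls and list medians were compared with those of other splits of the libraries, all 35 for 4 against 4 and 100 drawn splits for the other comparisons.

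The method was tested on simulated data with the same design. For the rates of calls, a small share of the genes was changed in a single draw per setting, so they can differ where many genes change. A change of 1 on the log2 scale was called for 77.0% of changed genes in α9k1-naive versus GFP-naive, 69.5% in GFP-crush versus GFP-naive, 34.0% in α9k1-crush versus α9k1-naive and 9.50% in α9k1-crush versus GFP-crush. Of the genes called, between 5.76% and 12.7% were unchanged. K-means put 86.2% of 400 simulated genes in their own pattern.

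Gene ontology, coexpression networks, the comparison with sciatic nerve data, other published gene sets and ubiquitin or transcription factor databases were not analysed here, nor were the in vivo and in vitro experiments other than RNA-seq.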

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

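The tests chosen only after the result was seen are the counts of other splits for the marker lists and for the interactions of lists, the test of a batch behind AlignSeq.PC3, the test of a lower share of neurons and the test of a dissociation response. The comparisons, the gene lists of the paper and of marker genes, the alternatives and the rule for named genes were chosen before the data were examined. Other splits of the libraries are all 35 for α9k1-crush versus GFP-crush and 100 drawn ones for the rest, and the real split counts as 1 of them. For interactions, the α9k1 and GFP labels were exchanged within the naive and within the crushed libraries. This also breaks up the α9k1 effect itself, so these splits do not test an interaction alone, for genes or for lists. The camera p-values of second lists of marker genes and of tests after a correction are not adjusted for multiple tests.

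In 12 of the 128 groups tested for a library far from the others (Dixon's ratio against its 95% critical value for the size of the group), 1 library lay apart, where chance gives about 6.4. α9k1-crush replicate 4 was low for Runx3 (2.87, with the others up to 3.86) and for the mean of the sex genes (4.19, against 4.49 to 4.54). GFP-crush replicate 2 was high for the mean of the autophagy control genes (6.04, against 5.80 to 5.82). For the PC1 of Cluster 1, GFP-naive replicate 5 was at -17.2, and for that of Cluster 3 GFP-naive replicate 5 was at -23.5, GFP-crush replicate 3 at -17.2 and α9k1-crush replicate 2 at 9.02. Among the library metrics, α9k1-naive replicate 6 had 4.76% intergenic bases (others up to 3.74%) and the lowest AlignSeq.PC2 of its group (-0.764). α9k1-naive replicate 4 had an AlignSeq.PC1 of 1.02 and an AlignSeq.PC3 of 2.14 (others 0.231 to 0.913), and GFP-crush replicate 4 an AlignSeq.PC1 of -0.515. The number is above what chance gives, and was not tested further, since many of the groups share libraries. The 2 α9k1-naive libraries stand apart in metrics of alignment and coverage, which the covariates take into account. α9k1-naive replicate 4 is also the library whose omission most often changed a call. Whether α9k1-naive replicate 4 differs by its preparation cannot be told, because no batch is given for the libraries. No biological explanation was tested.

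The α9k1 effect differed between crushed and naive ganglia for 171 genes with a positive and 107 with a negative interaction. Of 100 splits of the libraries within the design, 2 gave as many positive and 2 as many negative interactions, the real split included. Such counts are thus rare among the splits. As the splits also break up the α9k1 effect shared by naive and crushed ganglia, this rarity does not test the interaction by itself. Chance is not excluded, as the highest counts of other splits were 2009 positive and 1452 negative interactions. The balance of directions depends on the scaling: 128 were positive (48.9%) and 134 negative after quantile normalization, 118 were positive (41.4%) and 167 negative in median-centred samples, and 105 were positive and 128 negative after each library's trend with GC content and gene length was removed. The median of all genes in the interaction moved from 0.07 to -0.01 and -0.06 in the first of these. The counts also rest on single libraries: without GFP-crush replicate 2 they were 68 and 56, without GFP-naive replicate 3 70 and 48, without GFP-naive replicate 4 99 and 59, without α9k1-crush replicate 4 76 and 44, without α9k1-naive replicate 4 103 and 58, without α9k1-naive replicate 2 104 positive, without α9k1-naive replicate 1 59 negative, and without α9k1-crush replicate 2 268 and 173. A biological explanation that the design gives is that crush changes the response to α9k1. A batch that follows the groups stays open as well, as no batch is given and the test on AlignSeq.PC3, with 74.5% of its variance between groups, could not tell.

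By list, the interaction was positive for Cluster 1, magenta and black together (0.22, adjusted p = 3.24e-04), the ubiquitin category (0.17), Cluster 1 (0.36), magenta (0.19), transport and trafficking (0.26), cytoskeleton (0.38) and the casein kinases (0.63, adjusted p = 0.0267), each also with a fry adjusted p under 0.05. Chance arrangement of the libraries is not excluded for several of them: 5 of 100 splits gave as large a median for Cluster 1, 5 for the 3 lists together, 4 for ubiquitin, 6 for magenta, 3 for transport, 5 for cytoskeleton and 4 for the casein kinases. Without α9k1-naive replicate 4, the medians were 0.14 for the 3 lists together, 0.083 for ubiquitin and 0.13 for magenta (neither past the threshold), 0.15 for transport and 0.25 for cytoskeleton. Without GFP-crush replicate 2 that of ubiquitin was 0.32, and without GFP-naive replicate 4 it was 0.26. In median-centred samples, where the median of all genes moved from 0.07 to -0.06, they were 0.092, 0.041, 0.058, 0.13 and 0.26 in the order of the 3 lists together, ubiquitin, magenta, transport and cytoskeleton, and 0.23 for Cluster 1, so part of each median follows the shift of all genes. The study picked these genes on the same libraries. An added effect of crush in α9k1 neurons on these genes may remain, as a hypothesis.

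Among the genes named at the paper's sentences, those with an interaction are Csnk1a1 (0.78, adjusted p = 0.0752), Nefh (2.00, adjusted p = 0.0848), Mb21d1 (-1.78, adjusted p = 0.0479), Txnip (2.97, adjusted p = 0.00600), Slpi (-8.20, adjusted p = 0.00195), Il4i1 (-3.40, adjusted p = 0.0246), Cxcl13 (-2.90, adjusted p = 0.0425), Cd40 (-4.32, adjusted p = 0.0133) and Kcns1 (4.15, adjusted p = 0.0102). Csnk1a1 was not called in 9 of the 19 fits that each left out 1 library (0.63 without α9k1-naive replicate 4) and Nefh in 12 of them (1.69 without GFP-naive replicate 3), and neither in median-centred samples (0.65 and 1.87). Mb21d1 was not called without GFP-naive replicate 4 (-1.72), α9k1-naive replicate 1 (-1.69), GFP-crush replicate 2 (-1.82) or α9k1-crush replicate 4 (-1.60). Cxcl13 was not called without GFP-naive replicate 3 (-2.68), GFP-naive replicate 4 (-2.90), α9k1-naive replicate 4 (-2.71) or α9k1-crush replicate 4 (-2.62). Txnip, Il4i1 and Mb21d1 (Cgas) overlap other genes, so reads of a neighbour stay open for them as an explanation that was not tested. Among the marker genes, Gal (-3.88, adjusted p = 0.0379), Stmn4 (-1.95, adjusted p = 0.0482) and Fabp7 (-1.23, adjusted p = 0.0626) also had negative interactions, so these are not confined to immune genes, and no common explanation was tested.

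The macrophage markers, which the paper does not report on, were higher in α9k1-naive than in GFP-naive (11 of 12 genes in the table, median log2FC 1.15, 9 called higher, adjusted p = 2.36e-08) and in GFP-crush than in GFP-naive (median 1.38, 9 called higher, adjusted p = 6.87e-13). The medians were 0.57 in α9k1-crush versus GFP-crush (adjusted p = 0.0853; -0.21 without covariates, so that the sign depends on them) and 0.76 in α9k1-crush versus α9k1-naive (0.27 without covariates), with an interaction of -0.74 (camera adjusted p = 3.74e-04, fry adjusted p = 0.166). Of 100 splits, 2 gave as large a median for α9k1-naive versus GFP-naive and 1 for GFP-crush versus GFP-naive. None of the 11 genes is in the paper's lists, and 9 entered the clustering of genes higher with α9k1. A lower share of neurons among the sequenced cells would raise the markers of other cell types alike, and the endothelial and fibroblast markers fell instead (-2.04). Macrophages or their RNA in the sorted samples are a candidate explanation: a second list of macrophage genes, 10 of 14 in the table, was higher in both comparisons (medians 0.43 and 0.82), the higher of the camera p-values being 1.20e-04. The levels were moderate, with Lyz2 at 5.97 in GFP-naive, 7.28 in α9k1-naive, 7.58 in GFP-crush and 7.77 in α9k1-crush, and C1qa at 4.99, 6.59, 7.18 and 6.79. Expression of the same genes in the neurons was not tested and stays open. A response of macrophages around injected or injured neurons, and of how many of them are sorted, would be the biological side of it.

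Endothelial and fibroblast markers (7 of 11 genes in the table) were lower in α9k1-naive than in GFP-naive (median -2.04, 7 of 7 called lower, adjusted p = 3.66e-06), lower in GFP-crush than in GFP-naive (-0.97, adjusted p = 0.0106) and higher in α9k1-crush than in α9k1-naive (2.29, 5 called higher, adjusted p = 5.64e-06), with an interaction of 2.33 (adjusted p = 1.73e-09) and a median of 0.83 in α9k1-crush versus GFP-crush, whose sign also depends on the covariates (-0.73 without them). In each of the first 3 comparisons and in the interaction, 1 of 100 splits, the real one, gave as large a median. The rise with crush is mostly one at equal covariates, as the median without covariates was 0.86. In deposited values, Dcn averaged 8.60 in GFP-naive, 5.42 in α9k1-naive, 6.88 in GFP-crush and 5.90 in α9k1-crush, Lum 5.81, 2.97, 4.10 and 3.37, and Cldn5 6.09, 3.75, 6.27 and 3.91. Differing shares of these cells or their RNA may underlie the pattern. A second list (13 of 14 genes in the table) had medians of -1.13 in α9k1-naive versus GFP-naive, -0.81 in GFP-crush versus GFP-naive and 0.46 in α9k1-crush versus α9k1-naive, with an interaction of 1.36. The prediction of a p under 0.05 in α9k1-naive versus GFP-naive and in α9k1-crush versus α9k1-naive was not met, as the higher camera p was 0.0914. The explanation and a change within the neurons cannot be told apart for these genes, because the second list moved as predicted in 1 of these 2 comparisons. None of the genes of the first list is in the paper's lists.

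Immediate early and dissociation genes (16 genes) were higher with α9k1 in naive ganglia (0.99, 14 called higher and 2 lower, adjusted p = 8.22e-11) and in crushed ganglia (1.87, 10 called higher, adjusted p = 3.58e-22), and lower with crush (-1.13 with GFP, 14 called lower, adjusted p = 5.52e-14; -0.63 with α9k1, 5 called lower, adjusted p = 0.00105), with an interaction of 0.66 (adjusted p = 2.11e-04) that was 0.19 and no longer past the threshold without covariates. Of 100 splits, 2 gave as large a median for α9k1 in naive ganglia, 1 for crush with GFP, 1 for crush with α9k1 and 17 for the interaction, so that chance is not excluded for the last. For α9k1 in crushed ganglia 1 of the 35 splits did. Of the 16 genes, 9 are in the paper's lists. A response to dissociation and sorting that differed between the groups is a candidate explanation. The 13 immediate early and heat shock genes outside the RAG list had medians of 0.82 (11 called higher, 2 lower), 1.72 (7 higher), -1.11 (11 lower) and -0.60 (4 lower, 1 higher) in these comparisons. They are the same list without Jun, Fos and Egr1, so their medians repeat the pattern and do not test the explanation. The 4 heat shock genes among them went both ways in naive ganglia (0.11, 2 called higher and 2 lower). Their medians were 1.25 with α9k1 in crushed ganglia (2 called higher), -1.14 with crush and GFP (2 lower) and -0.11 with crush and α9k1 (1 higher). Their median interaction was 1.25 (3 called higher). A stronger immediate early response in α9k1 neurons in the ganglion stays open beside a response to dissociation. The RAG factors other than Jun, Fos and Egr1 rose as well (1.71), but a response of these to dissociation was not tested, so they do not separate the explanations.

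Axotomy genes outside the immediate early list (11 of 14 in the table) were higher in α9k1-naive than in GFP-naive (0.80, 5 called higher and 1 lower, adjusted p = 5.66e-04) and lower in α9k1-crush than in α9k1-naive (-1.70, 3 called lower, adjusted p = 0.00152). Their medians were -0.88 in α9k1-crush versus GFP-crush (adjusted p = 0.165) and 0.04 in GFP-crush versus GFP-naive (adjusted p = 0.277). The interaction was -1.29 (fry adjusted p = 0.0142). Of 100 splits, 1 gave as large a median for each of α9k1 in naive ganglia, crush with α9k1 and the interaction. A trend with GC content and gene length as the whole cause is argued against, as the interaction was -1.37 after its removal, with a camera p of 1.05e-05. Of these genes, 2 are in the paper's lists and 5 entered the clustering. A weaker axotomy response of α9k1 neurons after crush may be involved, and a batch that follows the groups stays open as well.

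Markers of the neurons themselves and of glia moved less. Both were abundant: in GFP-naive libraries the glia markers averaged 9.19 and the neuron markers 9.25, so other changes cannot be assigned to neurons alone. The glia markers (12 genes) were lower in GFP-crush than in GFP-naive (-0.42, 5 called lower and 1 higher, adjusted p = 0.0348), and not past the threshold without GFP-crush replicate 1 (-0.30) or without α9k1-crush replicate 3 (-0.32). Their medians were -0.34 in α9k1-naive versus GFP-naive, -0.13 in α9k1-crush versus GFP-crush and -0.09 in α9k1-crush versus α9k1-naive. The 10 neuron markers were higher with crush, by 0.37 with GFP (5 called higher, 1 lower, adjusted p = 0.00169) and by 0.25 with α9k1 (3 called higher, adjusted p = 0.0348), the latter at 0.15 and no longer past the threshold without α9k1-naive replicate 1 and at 0.12 without α9k1-crush replicate 4. Their medians were -0.22 and -0.29 with α9k1 in naive and crushed ganglia. Proprioceptor and large fibre markers (6 of 7 genes in the table) rose by 0.56 in α9k1-crush versus α9k1-naive (2 called higher, adjusted p = 0.0171), and by 0.21, no longer past the threshold, without α9k1-naive replicate 4. In each of these 4 cases, 1 of 100 splits, the real one, gave as large a median. After quantile normalization the neuron markers rose by 0.18 with GFP, not past the threshold, so a general shift of scale may account for part of that rise. Less glial RNA among the sorted cells after crush would be a technical and a selection of neuron types by sorting a further explanation, and neither was tested. None of the glia, neuron or proprioceptor markers is in the paper's lists.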

How the results depend on the processing

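No alternative was added, and no test in this part was chosen after the result was seen. 170 results were tried under 16 alternatives and in 19 fits that each left out 1 library. For each change below the cause was not tested, except where the alternative's own construction shows it. A fit with a batch term could not be run, as no batch is given, and the fit with the AlignSeq components without batch is the one reported. 17 results of single genes have no value under the filter on low values, which removes them with 3158 of the genes.

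The number of genes higher in α9k1-naive than in GFP-naive (1172 to 1496 with 1 library left out) and the size of Cluster 2 (275 to 428) stayed within 1.5 times of the reported value under all alternatives that give them, and the number lower in that comparison (1580 to 2318 with 1 library left out) under all but 2. Of the leading results, 78 of 78 kept their direction and side of the threshold, or stayed within 1.5 times, under the filter on low values, 80 of 80 with trend and robust, and 4 of 4 with k = 3, with k = 5 and with another seed and 1 start. The 6 tested on the mean of row-scaled genes did so too. Of the other results, the filter on low values made 2 pass the threshold, trend and robust made 1 pass and 1 fail it, quantile normalization made 1 fail it, median-centred samples made 2 fail it, and array weights made 2 pass and 1 fail it.

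Without covariates, 61 of 80 leading results stayed the same. Counts rose to 3724 lower in α9k1-naive versus GFP-naive, 3743 higher and 3580 lower in α9k1-crush versus GFP-crush, 3593 higher and 3424 lower in α9k1-crush versus α9k1-naive, 4664 higher in at least 1 α9k1 comparison, and 2943 positive and 2027 negative interactions (reported: 2224, 92, 23, 565, 665, 1449, 171 and 107). The autophagy control genes (0.70) and Mef2a (1.30) passed the threshold in α9k1-crush versus GFP-crush, and the sign changed there for Runx3 (1.08), Yy1 (-0.088), E2f4 (-0.22), Pdcd6ip (0.88), Usp4 (0.80), Lnx1 (0.77), Btrc (0.49), Keap1 (0.42), Ulk1 (1.31), Map1lc3b (0.12) and the black list (0.83). The magenta list in α9k1-crush versus α9k1-naive passed the threshold (0.38), and the glia markers with GFP-crush (-0.37), the nociceptor markers (-0.90) and the interactions of the immediate early genes (0.19) and the casein kinases (0.50) no longer did. Among the other results, 23 became stronger and 7 reversed.

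With only the 2 groups compared in the fit, which leaves 3 to 6 residual degrees of freedom, 50 of 67 leading results stayed the same. There were 0 genes higher and 0 lower in α9k1-crush versus GFP-crush (852 at an unadjusted p under 0.05), with 262 higher and 662 lower in GFP-crush versus GFP-naive (reported: 933 and 1984) and 64 higher and 138 lower in α9k1-crush versus α9k1-naive. Fermt1 (6.07) and Itga9 (6.09) in α9k1-crush versus GFP-crush and Itga9 in α9k1-naive versus GFP-naive (1.66) no longer passed the threshold, nor did the autophagy (0.33) and endoplasmic reticulum (0.059) lists and the glia markers with GFP-crush (-0.49), while the magenta list in α9k1-crush versus α9k1-naive did (0.22). The sign changed in α9k1-crush versus GFP-crush for the autophagy control genes (-0.080), Yy1 (-0.47), E2f4 (-0.26), Smad1 (-0.059), Rela (-0.69), Btrc (0.40), Ube2e2 (-0.41), Keap1 (0.19), Pik3c3 (-0.37), Zfyve27 (-0.028) and the pink list (-0.015). Among the other results, 20 became weaker and 7 reversed.

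In median-centred samples, 1826 genes were higher and 1180 lower in GFP-crush versus GFP-naive (60.8% higher, against 933 and 1984, 32.0%, as reported), and 167 interactions were negative against 107. After quantile normalization 1206 genes were higher and 1373 lower in GFP-crush versus GFP-naive (46.8% higher), and the neuron markers rose by 0.18 there and no longer passed the threshold. E2f4 in α9k1-crush versus GFP-crush was -0.019 and -0.0088 in these settings. The median of all genes in GFP-crush versus GFP-naive moved from -0.08 to 0.06 and 0.01.

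With array weights, 45 genes were lower in α9k1-crush versus GFP-crush, 963 higher and 1082 lower in α9k1-crush versus α9k1-naive, and 354 interactions positive and 196 negative. With an adjusted p under 0.05, 12 genes were lower in α9k1-crush versus GFP-crush, 523 higher and 1262 lower in GFP-crush versus GFP-naive, 317 higher and 378 lower in α9k1-crush versus α9k1-naive, and 83 interactions positive and 54 negative. Clustering of the same genes, selected with the covariates, on the deposited values gave 0 genes in Cluster 1 and 380 in Cluster 4 (reported: 326 and 0). Clustering of genes with adjusted p under 0.05 gave 0 and 125.

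With the replicate number as a replicate block, the counts were 1314 lower in α9k1-naive versus GFP-naive, 53 higher and 4 lower in α9k1-crush versus GFP-crush, 155 higher and 176 lower in α9k1-crush versus α9k1-naive, and 19 positive and 7 negative interactions. Itga9 (1.75 in naive and 5.65 in crushed ganglia), the interaction of the ubiquitin list (0.18) and the axotomy genes in α9k1-crush versus α9k1-naive (-0.98) did not pass the threshold, and Runx3 (0.71), Runx2 (0.46), Ulk1 (0.023) and Zfyve27 (-0.18) had the other sign in α9k1-crush versus GFP-crush. The numbers do not pair the libraries: deviations of same-numbered libraries correlated with r from -0.269 to 0.149, over 0.1 in 4 of 25 pairs, against 15 of 109 pairs with other numbers. Of the other results, 19 did not pass the threshold under the replicate block.

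Across the 19 fits that each left out 1 library, 1526 of 1596 values of leading results stayed the same. Genes higher in α9k1-crush versus GFP-crush numbered 58 (without GFP-crush replicate 2) to 126 (without α9k1-naive replicate 6) and lower 2 (without α9k1-naive replicate 4) to 41 (without α9k1-naive replicate 6). In GFP-crush versus GFP-naive they numbered 445 (without GFP-naive replicate 2) to 1032 (without GFP-crush replicate 3) higher and 1057 to 2143 lower, without the same libraries. Between α9k1-crush and α9k1-naive they numbered 274 (without α9k1-naive replicate 4) to 776 (without α9k1-crush replicate 2) higher and 375 (without α9k1-naive replicate 1) to 968 (without α9k1-crush replicate 2) lower. Positive interactions numbered 68 (without GFP-crush replicate 2) to 268 (without α9k1-crush replicate 2) and negative ones 44 (without α9k1-crush replicate 4) to 173 (without α9k1-crush replicate 2). Cluster 1 held 0 to 583 genes, Cluster 3 471 to 821 and Cluster 4 0 to 161. The ranges in α9k1-crush versus GFP-crush were 4.90 to 6.29 for Itga9, -0.55 to 0.22 for Runx3, -0.13 to 0.20 for E2f4, -0.12 to 0.24 for Rela, -0.22 to 0.36 for Camk2d, -0.20 to 0.19 for Pdcd6ip, -0.14 to 0.085 for Usp4, -0.37 to 0.041 for Btrc, -0.038 to 0.20 for Nedd4, -0.28 to 0.38 for Nedd4l, -0.013 to 0.59 for Ube2e2, -0.095 to 0.11 for the black list and 0.18 to 0.38 for the pink list. Those in α9k1-crush versus α9k1-naive were 0.083 to 0.19 for Cluster 1, magenta and black together, 0.096 to 0.25 for Cluster 1, -0.034 to 0.12 for magenta, 0.21 to 0.73 for the proprioceptor, -1.55 to -0.79 for the nociceptor and 0.12 to 0.34 for the neuron markers. The glia markers with GFP-crush ranged from -0.53 to -0.30, and the interactions of the ubiquitin and magenta lists from 0.083 to 0.32 and from 0.13 to 0.26. Of the 1520 values of other results, 88 became weaker, 2 stronger and 22 reversed. α9k1-naive replicate 4, with the highest AlignSeq.PC3 (2.14), most often changed a call.

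Of the 110 list tests with a camera adjusted p under 0.05, 90 also had a fry adjusted p under 0.05. The 20 that did not are Cluster 1, magenta and black together with α9k1 in naive ganglia and with crush in α9k1 ganglia, transport in α9k1-naive versus GFP-naive, pink, cell adhesion and the endothelial markers in α9k1-crush versus GFP-crush, black in each crush comparison, cytoskeleton and the macrophage and nociceptor markers in α9k1-crush versus α9k1-naive, and the interactions of Clusters 2 and 3 with turquoise and pink, Cluster 2, Cluster 3, turquoise, pink, immune response, signaling, cell adhesion and the macrophage markers. Without covariates, 133 had a camera adjusted p under 0.05 and 129 of them also a fry adjusted p under 0.05.

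How large a change must be to be called differs between the comparisons. In simulated values of the same design with a change of log2 1, 77% of the changed genes were called in α9k1-naive versus GFP-naive, 9.5% in α9k1-crush versus GFP-crush, 69.5% in GFP-crush versus GFP-naive and 34% in α9k1-crush versus α9k1-naive. With log2 2 it was 96.5%, 65.5%, 95.5% and 79%. Few of the genes were changed in these simulations, so the rates need not hold where many genes change. The factor by which the design multiplies the residual variance is 3.11 in α9k1-crush versus GFP-crush and 0.66 in GFP-crush versus GFP-naive, against 0.50 and 0.45 without covariates, so the difference between these comparisons comes with the overlap of the covariates and the groups and not with the number of libraries.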

Differences from the paper's values

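The comparisons and the alternatives were set before the data were examined, and no test in this part was chosen after the result was seen. Settings are named where they close a gap or reach a call. For a count or a share, a gap counts as closed where the paper's value and the one here are within 1.5 times of each other, which can leave a large part of it.

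The paper gives 6.46 for the log2 fold change of Fermt1 without naming the comparison. Here it was 4.79 in α9k1-naive versus GFP-naive, and none of the alternatives set before the data were examined closed that gap. Its value of 6.21 in α9k1-crush versus GFP-crush does not differ. For Itga9 the paper gives 5.69, against 1.72 here in α9k1-naive versus GFP-naive, and none of the alternatives set before the data were examined closed that gap, while 5.51 in α9k1-crush versus GFP-crush does not differ. In the authors' deposited table, Fermt1 is at 4.89 (adjusted p = 0.0525) in naive and 6.46 (adjusted p = 0.336) in crushed ganglia, and Itga9 at 1.83 (adjusted p = 0.0842) and 5.69 (adjusted p = 0.115).

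The paper counts 2443 genes higher with α9k1, and 1449 were higher here in at least 1 of the α9k1 comparisons. Of the alternatives set before the data were examined, median-centred samples (1656) came within 1.5 times of the paper's count and closed the gap in that sense, still below it. The others did not: 4664 without covariates, 1623 after quantile normalization, 1165 with the filter on low values, 1487 with trend and robust, 1489 with array weights, 1133 with the replicate block, 1158 with an adjusted p under 0.05, and 1181 to 1506 with 1 library left out. In the authors' deposited table, 1801 genes are higher and 1920 lower in α9k1-naive versus GFP-naive and 405 and 523 in α9k1-crush versus GFP-crush, so that the lower genes of the 2 comparisons in the authors' deposited table sum to 2443 and the higher ones to 2206. In the authors' deposited table 1927 genes are higher in at least 1 of them and 279 in both, and 2242 lower in at least 1 and 201 in both. The log2 fold changes here correlate with those of the authors' deposited table with r of 0.979 (α9k1-naive versus GFP-naive), 0.898 (α9k1-crush versus GFP-crush), 0.994 (GFP-crush versus GFP-naive) and 0.978 (α9k1-crush versus α9k1-naive).

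Of the Cluster 1 genes, the paper has 66% raised in α9k1-crush alone and 19% in both α9k1 groups, against 0.307% above GFP-naive in α9k1-crush alone and 99.7% in both α9k1 groups here. The selection of the clustered genes fixes the values here, as 1445 of the 1449 were called higher in α9k1-naive than in GFP-naive and at most 4 could be above GFP-naive in α9k1-crush alone, so the gap is no test of the paper's shares. None of the alternatives set before the data were examined closed these gaps (0.293% and 98.5% with k = 3, 0.233% and 99.3% with k = 5, and 0% to 1.82% and 98.2% to 100% with 1 library left out). For the same genes without covariates, 0.307% were above GFP-naive in α9k1-crush alone, 85.9% in both α9k1 groups, and 13.8% below it in α9k1-crush.

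The numbers of called genes in Fig. 3B, read by eye, are about 410 higher and about 520 lower in α9k1-crush versus GFP-crush, against 92 and 23 here, and none of the alternatives set before the data were examined closed these gaps. In GFP-crush versus GFP-naive the paper's Fig. 3B, read by eye, shows about 1700 higher, against 933 here, and of the alternatives set before the data were examined no covariates (1386), quantile normalization (1206) and median-centred samples (1826) closed the gap and the others did not. It shows about 1200 lower, against 1984 here, and of the alternatives set before the data were examined the filter on low values (1697), quantile normalization (1373), median-centred samples (1180), an adjusted p under 0.05 (1262) and the fits without GFP-naive replicate 2 (1057), GFP-naive replicate 3 (1535), GFP-naive replicate 4 (1568), α9k1-naive replicate 4 (1785), GFP-crush replicate 1 (1418), GFP-crush replicate 2 (1382), GFP-crush replicate 4 (1773) and α9k1-crush replicate 3 (1642) closed the gap and the others did not. In α9k1-crush versus α9k1-naive Fig. 3B, read by eye, shows about 1200 higher, against 565 here, closed with array weights (963) alone of the alternatives set before the data were examined, and about 1200 lower, against 665 here, closed with array weights (1082) and without α9k1-crush replicate 2 (968) and by none of the others. In Fig. 3C, read by eye, about 280 genes are higher in both α9k1 comparisons, against 88 here, and none of the alternatives set before the data were examined closed the gap (1168 without covariates). The authors' deposited table has 1728 higher and 1208 lower genes in GFP-crush versus GFP-naive and 1189 and 1218 in α9k1-crush versus α9k1-naive.

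The paper describes a Cluster 1 of genes raised by α9k1 in crushed ganglia and a Cluster 4. In the clustering here Cluster 1 was raised in both α9k1 groups, which follows from the selection of the genes, and no cluster matched Cluster 4, which was found with 380 genes by clustering on the deposited values, with 125 among genes with adjusted p under 0.05 and in 6 fits that each left out 1 library.

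The paper names genes as changed with α9k1 in crushed ganglia that were not called here in α9k1-crush versus GFP-crush. The paper has Runx3 raised, and it was -0.22 here and called without covariates (1.08), with a positive value also under the replicate block (0.71) and without GFP-naive replicate 1 (0.22), GFP-crush replicate 2 (0.16) or α9k1-crush replicate 4 (0.0017). Mef2a was 0.75, called without covariates (1.30). The paper has Yy1 and E2f4 lowered, and they were 0.49 and 0.063 here. Yy1 was called under no setting and negative without covariates (-0.088) and with only the 2 groups compared (-0.47). E2f4 was called lower without covariates (-0.22), and its value was also negative with only the 2 groups compared (-0.26), after quantile normalization (-0.0088) and in median-centred samples (-0.019), and without GFP-naive replicate 1 (-0.13) and, by less than 0.01, without α9k1-naive replicate 4. The paper has the black module raised, and the listed genes had a median of -0.02, against 0.83 without covariates. Without covariates were called, and not here, Tbc1d14 (1.63), Camk2d (1.01), Pdcd6ip (0.88), Usp4 (0.80) and Lnx1 (0.77) of the regeneration genes in the CNS program. The same holds for the casein kinases Csnk1a1 (0.71, called also with the filter on low values, with trend and robust and with array weights) and Csnk1d (0.65), and for the ubiquitin hubs Cul1 (0.71), Cul2 (0.62), Cul3 (0.68), Btrc (0.49), Nedd4 (1.02), Traf6 (0.71), Ube2e2 (0.65) and Keap1 (0.42), but not for Nedd4l (0.25). Of the autophagy genes the paper names as raised, Ulk1 (1.31, against -0.33 here), Ulk2 (1.02), Pik3c3 (0.78), Becn1 (0.62), Paqr3 (1.20), Optn (0.76), Nbr1 (1.19), Rb1cc1 (1.21), Vmp1 (0.59), Zfyve1 (0.65) and Vcp (0.63) were called higher without covariates and not here. There Map1lc3a (-0.59) and Gabarap (-0.85) were called lower, and Map1lc3b (0.12) was not called. Of the Atg genes 0 were called higher here (0 at an unadjusted p under 0.05), and 5 without covariates. Zfyve27 (1.01, against 0.19 here), Ywhaz (0.45, against 0.27 here), and Stat3 (1.10, against 0.57 here) were called without covariates.

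In other comparisons the paper counts Rela among factors regulated by integrin expression, and in α9k1-naive versus GFP-naive it was 0.18 here and not called, but was called without covariates (0.30). The paper has Notch4 and Notch1 lowered by crush. In GFP-crush versus GFP-naive Notch4 was -0.41 here and called without covariates (-0.49), and Notch1 was -0.61 and called under no setting.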

Other observations

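The tests chosen only after the result was seen are the counts of other splits for single clusters, modules and categories and for the sex and nociceptor genes, and the tests of a batch behind AlignSeq.PC3 and of sequencing error. The camera p-values given below are not adjusted for multiple tests.

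Counts of other splits bear on the results beside the paper's sentences as follows. For the numbers of called genes, 1 of 100 splits, the real one, gave as many higher and 1 as many lower genes in α9k1-naive versus GFP-naive, 1 and 1 in α9k1-crush versus α9k1-naive, 4 and 1 in GFP-crush versus GFP-naive, and 1 as many genes higher in at least 1 of the α9k1 comparisons. Between α9k1-crush and GFP-crush, 1 of the 35 splits gave as many higher and 3 as many lower genes, so that chance is not excluded for the lower ones. For the medians of lists in that comparison, the real split alone (1 of 35) gave as large a value for Cluster 1, magenta and black together, Cluster 1, magenta, ubiquitin, autophagy, autophagy control, endoplasmic reticulum, transport, cytoskeleton, Clusters 2 and 3 with turquoise and pink, turquoise, the RAG factors and the PNS regulators. The pink list (5 of 35) and the black list (31 of 35) were matched by more. In α9k1-naive versus GFP-naive, 6 of 100 splits gave as large a median for Cluster 1, magenta and black together, 3 each for Cluster 2, pink and cell adhesion, and 2 each for Clusters 2 and 3 with turquoise and pink, the RAG factors, Cluster 3, turquoise, transcription factors, immune response, signaling and the PNS regulators. For the Wnt and Notch genes it was 2 of 100 with GFP and 1 of 100 with α9k1, and for the RAG factors in GFP-crush versus GFP-naive 1 of 100. Between α9k1-crush and α9k1-naive, 1 of 100 splits gave as large a median for Cluster 1, magenta and black together, 1 for Cluster 1, 1 for black and 9 for magenta.

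Few genes were called between α9k1-crush and GFP-crush with the covariates in the fit, 92 higher and 23 lower, against 3743 and 3580 without them. The loss of residual degrees of freedom from 15 to 12 as the cause is argued against, since over 100 shuffles of the 3 terms between the libraries the median number of called genes was 6821.5 (4242 to 7437), and 0 shuffles gave as few. The overlap of AlignSeq.PC3 with the α9k1-crush group alone is argued against too, since 1244 genes were called with AlignSeq.PC3 left out, and 5277 with it as the sole covariate. With AlignSeq.PC1 or AlignSeq.PC2 left out, 3112 and 3154 genes were called. What stays open is how much of the difference between the groups that the 3 terms take up together is technical. AlignSeq.PC3 is lowest in the α9k1-crush libraries, and 74.5% of its variance lies between the groups. A library or sequencing batch that follows the groups and an effect of α9k1 and crush on the RNA itself cannot be told apart here, because no batch is given and the design confounds them.

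The genes listed for Cluster 1 and the magenta and black modules were higher in α9k1-crush than in GFP-crush with the covariates (median 0.32) and without them (0.97). After each library's trend with GC content and gene length was removed, the medians were 0.31 (camera p of 1.09e-10) and 0.88 (camera p of 5.37e-39), which argues against that trend as the whole cause. The 971 processed pseudogenes were lower in α9k1-crush without covariates (median -0.56), and less so after the removal (median -0.27, camera p of 7.73e-05), so the trend is argued against as the whole cause there too. With covariates their median was -0.16. After the removal, with the covariates in the fit, 1776 genes were higher and 1575 lower in α9k1-naive than in GFP-naive, 90 and 26 in α9k1-crush than in GFP-crush, 1416 and 1351 in GFP-crush than in GFP-naive, and 573 and 674 in α9k1-crush than in α9k1-naive.

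Immunoglobulin genes other than those named above were also lower in α9k1-naive than in GFP-naive, Ighg1 with a log2FC of -2.70 (adjusted p = 0.00413) and Iglc3 of -2.39 (adjusted p = 0.00527), which were singled out after their values were seen. B cells, plasma cells or their RNA in the GFP-naive samples could be a source. Of a list of 8 further B cell genes, 2 are in the table, with medians of -0.95 in α9k1-naive versus GFP-naive and -0.34 in GFP-crush versus GFP-naive. The prediction of a camera p under 0.05 in both was not met (the higher was 0.500), and with 2 genes the explanation and a change in other cells cannot be told apart.

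Of the aligned bases, 3.95% to 4.13% of those in reads of high mapping quality differed from the mouse reference. In 19 of 19 libraries this share was above the bound that the base qualities allow for errors (2.39% to 4.03%), which argues against sequencing error as the whole cause. The paper names rats and the labels name mice, and reads of rat RNA aligned to the mouse genome stay open as an explanation that was not tested here.

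The nociceptor markers (8 genes) had a median of -1.22 in α9k1-crush versus α9k1-naive (camera adjusted p = 0.0403, fry adjusted p = 0.149, 1 of 100 splits), with 1 called lower. It was no longer past the threshold without α9k1-naive replicate 2 (-1.32), replicate 3 (-1.37) or replicate 4 (-1.0), and was -0.79 without α9k1-crush replicate 1. The interaction was -0.90 (adjusted p = 0.101). The sex genes (4 of 5 in the table) had a median of -0.13 in α9k1-naive versus GFP-naive (adjusted p = 0.446), -0.079 without GFP-naive replicate 2 and -0.082 without α9k1-naive replicate 5, and 29 of 100 splits gave as large a value. Of 2 markers of neuron types, Nefh averaged 9.41 in GFP-naive, 7.21 in α9k1-naive, 10.1 in GFP-crush and 10.5 in α9k1-crush, with a log2FC of -2.32 in α9k1-naive versus GFP-naive (adjusted p = 1.17e-05) and 2.79 in α9k1-crush versus α9k1-naive (adjusted p = 0.00376). Calca averaged 11.0, 11.6, 11.0 and 10.3 in these groups and was not called, with a log2FC of 0.92 in α9k1-naive versus GFP-naive (adjusted p = 0.280) and -1.29 in α9k1-crush versus α9k1-naive (adjusted p = 0.518).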
